# Aberrant medial ganglionic eminence (MGE) GABAergic neurogenesis contributes to Huntington’s disease pathogenesis

**DOI:** 10.1016/j.nbd.2026.107297

**Published:** 2026-02-05

**Authors:** Aldrin E. Molero, Gnanapackiam S. Devakanmalai, Yagiz M. Altun, Teresa Jover-Mengual, Junya Zhang, Nusrat Khan, Mark F. Mehler

**Keywords:** Development, Interneurons, Fate determination, Pathogenesis, GABAergic neurons, Neurogenesis, Nkx2–1

## Abstract

Although early telencephalic interneuron dysfunction in animal models and cortical interneuron deficits in Huntington’s disease (HD) have been documented, their developmental origins and causal contributions to disease pathogenesis remain incompletely understood. Using the BACHD mouse model, we examined medial ganglionic eminence (MGE)–derived GABAergic lineage development across embryonic and early postnatal stages, integrated single-cell transcriptomic analyses of E12.5 MGE progenitors and assessed disease relevance through lineage-specific genetic rescue. At postnatal day (PND) 13, BACHD mice exhibited reduced numbers of cortical somatostatin-positive (SST^+^) and parvalbumin-positive (PV^+^) interneurons, as well as striatal PV^+^ interneurons, accompanied by a selective expansion of a Foxp2^+^ arkypallidal neuron subpopulation in the globus pallidus. By PND30, PV^+^ interneuron deficits were no longer detected, whereas cortical SST^+^ interneuron reductions persisted. Single-cell RNA sequencing revealed that mutant huntingtin disrupts early MGE neurogenic programs, with basal intermediate progenitors representing a primary site of cell vulnerability. These cells displayed coordinated repression of replication-dependent histone genes, reduced expression of the chromatin regulator *Erh*, mitochondrial and ribosomal deficits, and altered cell-cycle dynamics characterized by S-phase accumulation without increased mitotic output. Consistent with these findings, immunohistochemical analyses revealed reduced interneuron precursors within E12.5 subpallial migratory corridors and increased Nkx2–1^+^/Dlx1^+^ precursors in developing globus pallidus regions. Importantly, conditional excision of mutant *Htt* within Nkx2–1–derived MGE lineages rescued early interneuron deficits, HD-like motor impairments and striatal degeneration. Together, these findings identify disrupted MGE neurogenesis as a key developmental mechanism contributing to HD pathogenesis and highlight associated vulnerabilities as potential early-stage disease-modifying targets.

## 1. Introduction

Huntington’s disease (HD) is a progressive autosomal dominant neurodegenerative disorder caused by a CAG trinucleotide repeat expansion in exon 1 of the *Huntingtin* (*Htt*) gene. Huntingtin is a ubiquitously expressed protein essential for development and diverse cellular functions through extensive protein–protein interactions (Schulte and Littleton, 2011; Wanker et al., 2019). Although the pathogenic mutation was identified more than three decades ago, the mechanisms linking mutant huntingtin (mHTT) to disease pathogenesis remain incompletely understood. Expansion of the polyglutamine tract disrupts normal huntingtin interactions and generates aberrant ones, producing a complex interplay of loss- and gain-of-function effects that are cell-type and context dependent (Greco et al., 2022; Liu et al., 2023; Podvin et al., 2022). Despite widespread mHTT expression, HD exhibits marked differential neuronal vulnerability, with striatal spiny projection neurons showing prominent degeneration together with early functional disturbances and progressive involvement of cortical and basal ganglia circuits (Margulis and Finkbeiner, 2014; Vonsattel et al., 2011).

Although the cardinal motor, cognitive, and neurodegenerative features of HD typically emerge in midlife, converging evidence from human studies (Barnat et al., 2020; Nopoulos et al., 2011; Schultz et al., 2022; Tereshchenko et al., 2019) and animal models (Capizzi et al., 2022; Cepeda et al., 2025b; Consortium, 2017; Molero et al., 2009; Molina-Calavita et al., 2014; Zhang, 2020) indicates that mutant huntingtin also perturbs neural development. An increasing body of evidence supports a substantial contribution of early neurodevelopmental alterations to HD pathogenesis (Cepeda et al., 2025a). Consistent with this view, we previously demonstrated in the BACHD mouse model that post-developmental ablation of mutant *Htt* fails to prevent disease phenotypes, whereas developmental expression alone is sufficient to recapitulate most neurological abnormalities (Molero et al., 2016).

Normal huntingtin plays essential roles in germ layer specification, organogenesis, and neural induction (Godin et al., 2010; Nguyen et al., 2013a; Nguyen et al., 2013b). Hypomorphic expression or conditional ablation of *Htt* within subpallial regions disrupts neurogenesis of medial ganglionic eminence (MGE)-derived GABAergic lineages and leads to motor deficits and striatal degeneration later in life (Arteaga-Bracho et al., 2016; Mehler et al., 2019). In contrast, deletion of *Htt* in pallial progenitors does not cause age-dependent neuronal loss, although it reduces cortical cellularity (Dragatsis et al., 2018). Together, these findings support the idea that developmental loss-of-function mechanisms acting within subpallial GABAergic neurogenic niches, particularly the MGE, play a key role in HD pathogenesis. *Indeed, n*europathological studies in HD patients have documented interneuron abnormalities that correlate with symptom heterogeneity, disease severity, and neuronal loss (Kim et al., 2014; Mehrabi et al., 2016; Reiner et al., 2013). However, whether these alterations arise from progressive age-dependent degeneration or instead reflect disrupted developmental programs within defined subpallial progenitor populations remains unresolved. It is also unknown whether interneuron abnormalities are causally linked to later motor dysfunction and striatal degeneration.

Here, we tested the hypothesis that mutant huntingtin disrupts MGE neurogenesis and that alterations in its derived lineages causally contribute to Huntington’s disease pathogenesis. Using the BACHD mouse model, we analyzed MGE-derived GABAergic lineages across embryonic and early postnatal stages, performed single-cell transcriptomic profiling of E12.5 progenitor populations, and assessed disease relevance through lineage-specific genetic rescue. Our findings reveal impaired MGE neurogenesis and demonstrate that mutant *Htt* expression within MGE-derived lineages is necessary for the emergence of core HD phenotypes.

## 2. Methods

### 2.1. Animals

All animal procedures were conducted in accordance with the National Institutes of Health *Guide for the Care and Use of Laboratory Animals* and were approved by the Albert Einstein College of Medicine Institutional Animal Care and Use Committee (IACUC). The original BACHD mouse line (Jackson Laboratory #008197) (Gray et al., 2008) and the Dlx1-EGFP reporter line (Jackson Laboratory #030253), both originally on an FVB/N background, were backcrossed for more than ten generations onto C57BL/6 J. Hemizygous C57BL/6 J BACHD mice were subsequently bred with Dlx1-EGFP and Nkx2–1-Cre (C57BL/6 J; Jackson Laboratory #008661) lines as indicated. In previous studies, we demonstrated that mice carrying Nkx2–1-Cre efficiently and selectively drive excisional recombination across Nkx2–1–expressing forebrain and hypothalamic lineages (Mehler et al., 2019).

To validate Cre-mediated recombination in BACHD; Nkx2–1-Cre mice, this line was crossed with the Rosa26^LSL-tdTomato reporter strain (C57BL; Jackson Laboratory #007909). Forebrains from triple-transgenic embryos (BACHD; Nkx2–1-Cre; Rosa26^LSL-tdTomato) were dissociated, and tdTomato-positive and tdTomato-negative cells were isolated by fluorescence-activated cell sorting (FACS). Genomic DNA was extracted from each population and subjected to PCR analysis using two primer sets: (1) a primer pair spanning the proximal promoter through a region within the loxP-flanked exon 1 of the mHTT transgene (forward: CAGGCTAGGGCTGTCAATCA; reverse: GGCCTTCATCAGCTTTTCCAG; 329 bp), and (2) an internal positive-control confirming the BACHD genotype by targeting the human HTT exon 67 (forward: ACTGGGATGTAGAGAGGCGT; reverse: AAGATGTCAGCTGGAACGGG; 437 bp). Cells undergoing excisional recombination lack the unrecombined floxed amplicon. All mice were housed in a temperature-controlled barrier facility under a fixed 12-h light/12-h dark cycle with ad libitum access to water and food (5L0D rodent diet, PicoLab^®^). All immunohistochemical, ultrastructural, and behavioral analyses were performed using cohorts balanced for sex (1:1 male:female ratio).

### 2.2. Behavioral studies

Motor tests were administered to 12-month-old mice. Prior to testing, each mouse was acclimated to the testing room for 1 h during the light cycle. All behavioral testing and scoring were performed by experimenters blinded to genotype. *Open-field test*: Mice were placed in an opaque opalescent acrylic (254 square inches) box and allowed to freely explore the arena for 10 min, during which time voluntary locomotion (total distance traveled and speed) was recorded and thereafter analyzed using Ethovision software (Noldus). *Balance beam test*: Motor coordination deficits were measured as the number of rear limb slips made while traversing a rectangular acrylic beam. Before the test, all mice were pretrained for three consecutive days, 3-trials per day, first day on a wide plank (2.5 cm), second day on a medium-sized beam (1.5 cm) and third day on the testing beam (0.5 cm) to encourage reliable crossing. Thereafter, mice were tested for two consecutive days, 3 trials per day and the number of slips throughout the 6 trials averaged. *Rotarod test*: Each mouse was placed on the rotarod with increasing speeds, from 0 to 10 cm s^−1^ (increasing by 0.2 cm s^−1^ every 6 s) for 300 s. Each mouse received 3 trials per day for 3 consecutive days. The latency to falls off the rotarod within this period was recorded and averaged per day of testing.

### 2.3. Tissue processing and immunostaining

PND13 and PND30 mice were deeply anesthetized and transcardially perfused with ice-cold Tris-buffered saline (TBS) containing heparin (0.05 mg/mL) and sodium nitrite (0.1%; 10 mL total perfusate volume), followed by 4% paraformaldehyde (PFA; 50 mL). Brains were post-fixed in 4% PFA at 4 °C, cryoprotected in 20% sucrose at 4 °C until fully submerged and the tissue sank, embedded in cryomatrix (M-1, Epredia), flash-frozen, and stored at −80 °C. E12.5 embryos were collected by cesarean section under deep maternal anesthesia, euthanized in ice-cold TBS, and fixed in 4% PFA at 4 °C for 2.5 h. Embryonic tissue was subsequently cryoprotected in 20% sucrose, embedded, flash-frozen, and stored at −80 °C. Postnatal and embryonic specimens were cryosectioned at 30 μm and 12 μm thickness, respectively. Immunostaining was performed as previously described (Mehler et al., 2019). For cell-cycle labeling, timed-pregnant females received a single intraperitoneal (IP) injection of BrdU (200 mg/kg) 1 h prior to embryo collection. For BrdU immunodetection, heat-mediated antigen retrieval was performed in citrate buffer containing 0.05% Tween-20 for 30 min at 100 °C, followed by DNA denaturation in 2 N HCl at 37 °C for 40 min and neutralization in 0.1 M sodium borate buffer (pH 8.0) for 20 min. Primary antibodies included: ChAT (goat anti-ChAT, 1:1000, Sigma-Aldrich, #ab144), BrdU (mouse anti-BrdU, 1:500, R&D systems, #MAB7225), Foxp2 (sheep anti-Foxp2, 1:200, R&D Systems, #AF5647), GFP (chicken anti-GFP, 1:1000, Abcam, #ab13970), Lhx6 (mouse anti-Lhx6, 1:200, Santa Cruz Biotechnology, #sc-271,433), Mafb (rabbit anti-Mafb, 1:200, Cell Signaling Technology, #30919), Nkx2–1 (mouse anti-Nkx2–1, 1:100, Sigma-Aldrich, #MAB5460), NPY (rabbit anti-NPY, 1:500, Cell Signaling Technology, #D745A), phospho-Histone H3 (Rabbit anti-pHH3, 1:300, Cell Signaling Technology, #9701), PV (mouse anti-PV, 1:300, Sigma-Aldrich, #P3086), Satb1 (mouse anti-Satb1, 1:200, Santa Cruz Biotechnology, #sc-376,096), Sox3 (Goat anti-Sox3, 1:500, R&D Systems, #AF2569), SST (rabbit anti-SST, 1:1000, BMA Biomedicals, #T-4103), and VIP (mouse anti-VIP, 1:200, R&D Systems, #576721). Alexa Fluor–conjugated secondary antibodies (Invitrogen) were used at 1:1500. Images were acquired using the Apotome 3 structured illumination system in a widefield fluorescence Zeiss Axioscope microscope with an Axiocam 705 camera. All immunostaining, imaging, and quantification were performed with experimenters blinded to genotype, and sections from different genotypes were processed in parallel to minimize batch effects.

### 2.4. Electron microscopy

For electron microscopy, 12-month-old mice were perfused as described above, except that fixation was performed using 2% PFA and 2.5% glutaraldehyde in 0.1 M cacodylate buffer (pH 7.4; 50 mL). Brains were sliced into 2-mm coronal sections and post-fixed for an additional 1 h in the same solution. After rinsing in 0.1 M cacodylate buffer, samples were treated with 1% osmium tetroxide for 1 h, rinsed in buffer and distilled water, and stained with 2% uranyl acetate for 1 h. Specimens were dehydrated through graded ethanol, embedded in Epon LX112, and sectioned into ultrathin sections for imaging. Transmission electron micrographs were acquired on a JEOL 1200EX equipped with a Gatan Orius 2 K × 2 K camera. Images were collected at 3000× magnification for neuronal degeneration analyses and 8000× magnification for axonal myelination assessments.

### 2.5. Image analysis

Cortical interneurons were quantified in four serial coronal sections from the somatosensory cortex, separated by 180 μm (PND13) or 300 μm (PND30). The most anterior section corresponded to the level at which the commissural fibers of the corpus callosum begin to cross rostrally between hemispheres. The cortical region of interest (ROI) consisted of a 389-μm-wide column extending from the pial surface to the white matter boundary of the corpus callosum. Striatal interneurons were quantified within four rectangular ROIs (0.182 mm^2^ each) sampling dorsal, ventral, medial, and lateral regions of the lateral striatum across three consecutive coronal sections, each separated by 300 μm. For the globus pallidus, interneurons were quantified in two coronal sections separated by 120 μm, corresponding to bregma −0.34 and −0.46 mm. The globus pallidus ROI encompassed the entire nucleus, delineated by dense Dlx1-EGFP reporter expression. Quantifications in E12.5 embryos included the following regions: (1) lateral ganglionic eminence (LGE): three circular ROIs (7482 μm^2^ each) within the mantle, spaced 60 μm apart; (2) ventral pallium (VP): three ROIs (40,426–96,322 μm^2^) encompassing the entire VP, delineated by Dlx1-EGFP expression, spaced 60 μm apart; (3) globus pallidus primordium, two circular ROIs (33,528 μm^2^ each) within the caudal aspect of the medial ganglionic eminence mantle, spaced 60 μm apart; (4) Nkx2–1^+^ MGE germinative zone, three ROIs, consisting of 50-μm-wide columns encompassing the entire ventricular and subventricular zones, separated by 60 μm and identified by Nkx2–1 and Dlx1-EGFP expression; and (5) BrdU^+^ and pHH3^+^ cells within MGE germinative zones, quantified in four ROIs (two ventral and two dorsal), also corresponding to 38-μm-wide column extending from the apical surface to the intermediate zone (germinative region juxtaposed to subventricular zone). All cell counts were normalized to ROI area and averaged across sections for each region. For all analyses, the animal was treated as the unit of biological replication, with section- and ROI-level measurements averaged per animal prior to statistical analysis. Image acquisition and quantification were performed by experimenters blinded to genotype. For quantification of striatal neurodegeneration by transmission electron microscopy (TEM), neurons were counted in 50 randomly selected square fields (6400 μm^2^ each) per specimen. Degenerating neurons were identified based on electron-dense nuclei and cytoplasm, chromatin clumping, swelling of endoplasmic reticulum and Golgi cisternae, and plasma membrane ruffling. Myelin thickness was assessed using g-ratios, calculated from cross-sectional areas as the ratio of axon area to the total fiber area (axon plus myelin). At least 20 TEM micrographs were analyzed from deep layer VI of the somatosensory cortex in 12-month-old mice. Within each image, 7–9 axons were randomly selected using a superimposed square grid.

### 2.6. Single-cell RNA sequencing library generation and analyses

By mating two hemizygous mice, we generated a biallelic BACHD line. Genotype was first determined by qRT-PCR and subsequently confirmed by verifying the male’s ability to produce exclusively BACHD^+^ offspring when bred with wild-type (WT) females. This BACHD male, which also carried the *Dlx1-EGFP* reporter, was then crossed with WT females. Control animals were generated by breeding WT males carrying the *Dlx1-EGFP* reporter with WT females. At E12.5, BACHD^+^ embryos carrying the *Dlx1-EGFP* reporter were identified under a fluorescent lamp. Eight embryos per experimental group were harvested by cesarean section. Pairs of MGEs from each embryo were microdissected and pooled into two groups, each containing four pairs of MGEs. Accordingly, after dissociation, the sample consisted of two independent pools of cell suspensions per genotype (BACHD and WT). Each pool was fluorescence-activated cell sorted (FACS) using a MoFlo XDP high-speed cell sorter (Beckman Coulter) equipped with a 120-μm nozzle and operated at a sheath pressure of 16.6 PSI, yielding >80% cell viability. Each independent pool of single-cell suspensions (up to 10,000 cells per sample) was then separately processed for scRNA-seq library preparation using the Chromium Next GEM Single Cell 3′ v3.1 kit (10× Genomics, Pleasanton, CA), following the manufacturer’s protocol. Following cDNA amplification and library preparation, libraries were sequenced on an Illumina NextSeq 2000 with a 100-cycle P2 reagent kit. Sequencing was performed with paired-end dual-indexing parameters: 28 cycles for Read 1 (cell barcode and UMI), 10 cycles for i7 index, 10 cycles for i5 index, and 90 cycles for Read 2 (cDNA insert). On average, a depth of 26,021 reads per cell (range 20,995 – 33,813) was achieved. The estimated number of cells per sample was 11,136 (285,338,183 reads) and 11,266 (266,454,416 reads) for BACHD pools 1 and 2, respectively, and 7985 (269,995,383 reads) and 13,120 (275,456,042 reads) for WT control pools 1 and 2, respectively (Supplementary Data 1).

Analyses were performed in R (v4.4.3) primarily using the Seurat package (v5.2.0) (Hao et al., 2024; Ihaka and Gentleman, 1996). Initial processing of raw 10× Genomics count matrices began with the removal of ambient RNA contamination using the SoupX package (Young and Behjati, 2020). For each sample, the contaminant fraction was automatically estimated, and the raw count matrix was adjusted accordingly. Following ambient RNA correction, each sample was individually processed for quality control and doublet removal. The corrected counts were used to create a Seurat object, and initial filtering was applied to retain cells with at least 200 detected genes (nFeature_RNA > 200) and 500 Unique Molecular Identifiers (UMIs) (nCount_RNA > 500). Genes expressed in fewer than 10 cells were excluded from further analysis. Cells with a mitochondrial gene content exceeding 15% were discarded. Heterotypic doublets were identified and removed using the DoubletFinder algorithm (McGinnis et al., 2019). The filtered, high-quality Seurat objects from each sample were merged into a single dataset. The combined data was normalized using the NormalizeData function, and the top 2000 most variable features were identified. To mitigate the effects of unwanted technical and biological variation, the data was scaled while regressing out the number of features (nFeature_RNA), mitochondrial and ribosomal percentages, and cell cycle scores. Cell cycle scores were regressed out for clustering and integration but were retained for post hoc cell cycle–resolved analyses. To correct for batch effects between individual samples, the Harmony integration algorithm was applied to the principal component analysis (PCA) embeddings. PCA was then performed on the scaled data of the integrated object. The optimal number of Harmony-corrected principal components for downstream analysis was determined by identifying the elbow in the PCA plot.

Selected principal components were used to construct a shared nearest neighbor (SNN) graph using the FindNeighbors function in Seurat. To account for the high degree of cellular heterogeneity inherent to embryonic tissues, cluster quality was evaluated using the Ratio of Global Unshifted Entropy (ROGUE) statistic to assess cluster purity and inform refinement of unsupervised clustering (Liu et al., 2020). Cell clustering was performed using the Leiden algorithm at a resolution of 0.5. Initial clusters were further evaluated and refined using the Single-Cell Clustering Assessment Framework (SCCAF) to optimize cluster stability and classification accuracy (Miao et al., 2020). This approach resolved 29 transcriptionally distinct clusters, each representing a coherent MGE-derived cellular population suitable for downstream lineage annotation and analyses (Supplementary Data 2). To confirm proper sample integration after Harmony, we provide Supplementary Fig. S1, which displays cells colored by both sample of origin and genotype.

Clusters were visualized using Uniform Manifold Approximation and Projection (UMAP), and cell-type annotation was performed by manual curation guided by established canonical marker gene expression. Based on shared transcriptional features and lineage relationships, the 29 initial clusters were subsequently consolidated into 11 broader cell-type categories. Differential gene expression between BACHD and control embryos was assessed using pseudobulk analysis followed by DESeq2 (Supplementary Data 3), from which MA plots were generated. Gene Ontology enrichment analyses for Biological Process and Cellular Component categories were performed using ShinyGO v0.77 (Ge et al., 2020). UMAP visualizations were produced using DimPlot, gene expression patterns were displayed using FeaturePlot and VlnPlot, and expression heatmaps were generated using the pheatmap package.

Cell-cycle state was inferred using Seurat Cell CycleScoring, generating continuous S.Score and G2M.Score values and assigning cells to G1, S, or G2/M phases by standard classifier criteria. Analyses were restricted to defined progenitor clusters, with phase proportions compared by genotype. Phase-restricted pseudobulk profiles were generated by aggregating cells within each phase and embryo, followed by differential-expression analysis (Supplementary Data 4). Coordinated histone expression was quantified using AddModuleScore based on histone genes empirically identified as downregulated in BACHD basal progenitors by pseudobulk analysis.

Single-cell histone module scores were calculated using AddModuleScore. A “downregulated histone module” was defined empirically as the set of histone genes identified as significantly repressed in BACHD basal progenitors by genotype-level pseudobulk analysis, independent of cell-cycle stratification. In parallel, a second module restricted to Histone-1 family members was analyzed to assess linker histone regulation. Module scores were compared between genotypes within inferred cell-cycle phases for post hoc, cell cycle–resolved analyses.

Operationally, in this study, the term neural progenitors refers to developing cells that are actively cycling or have only recently exited the cell cycle and are characterized by high expression of canonical progenitor markers, including *Ascl1*, *Fabp7*, *Gadd45g*, and *Dll3*. In contrast, neural precursors denote postmitotic developing cells in which progenitor-marker expression is no longer dominant and that are migrating toward their differentiation niches. We additionally define a post-mitotic progenitor state to denote newly cell cycle–exited cells that retain expression of progenitor-associated transcription factors (e.g., *Sox2*, *Ascl1*), while initiating early GABAergic-lineage programs (e.g., *Sox6*, *Lhx6*) and downregulating cell cycle transcripts, representing a short-lived transitional stage prior to full precursor maturation.

### 2.7. Statistical analysis

For comparisons of means, minimal sample sizes required to achieve adequate statistical power were estimated using G*Power software (Ferrante, 2009). Effect sizes and variances were calculated post hoc from data reported in previous studies with similar experimental designs (Arteaga-Bracho et al., 2016; Mehler et al., 2019; Molero et al., 2016; Molero et al., 2009). For all analyses, the animal was treated as the unit of biological replication. When applicable, measurements obtained from multiple sections, regions of interest, or cells were averaged per animal prior to statistical testing. Mean comparisons between independent experimental groups were performed using unpaired two-tailed Student’s *t*-tests or one-way ANOVA for data fitting a Gaussian distribution, and Mann–Whitney *U* or Kruskal–Wallis tests for non-Gaussian distributions. Normality was assessed using the Kolmogorov–Smirnov test. Latency-to-fall measurements in the rotarod test across three days were analyzed with two-way repeated-measures ANOVA. Post hoc multiple comparisons were performed using Tukey’s or Dunnett’s tests with adjustment for multiple comparisons. Proportional data (e.g., percentage of cells per cluster, proportion of degenerating cells) were analyzed using Fisher’s exact test. For axonal myelination, the relationship between axonal area and g-ratio was examined by scatterplot and compared across groups using linear regression analyses. Statistical analyses were performed using GraphPad Prism version 10.6.0 for Windows.

Post hoc power analyses were conducted using G*Power. For one-way ANOVA comparisons (α = 0.05), analyses based on observed effect sizes indicated achieved power > 0.99 for Open Field distance traveled (*F* = 5.03; *n* = 47; three groups), Open Field speed (*F* = 4.93; *n* = 47; three groups), and Balance Beam performance (*F* = 6.29; *n* = 31; three groups). Similarly, post hoc power analysis for rotarod performance using a repeated-measures ANOVA (α = 0.05), based on the observed effect size (*F* = 5.34; *n* = 32; three groups; three repeated measurements; assumed within-subject correlation = 0.5), indicated achieved power > 0.99. Together, these analyses confirm that the study was sufficiently powered to detect the observed effects.

## 3. Results

### 3.1. BACHD mice exhibit reductions in several classes of MGE-derived interneurons in both cortex and striatum at PND13

Interneurons play critical roles in circuit plasticity by modulating the activity and connectivity of developing neural circuits during the early postnatal period (Ferrer and De Marco Garcia, 2022; Reh et al., 2020). To assess interneuron development during this critical maturational window, we analyzed the cortex and striatum of PND13 mice, a time point when a large proportion of maturing medial ganglionic eminence (MGE)-derived interneurons express their characteristic neurochemical subtype markers. In the cortex, the two major MGE-derived interneuron subtypes, somatostatin-positive (SST^+^) and parvalbumin-positive (PV^+^) cells were significantly reduced in BACHD mice compared to controls (SST^+^: Control: 256.1 ± 15.1, *n* = 11; BACHD: 197.7 ± 12.9, *n* = 10; *t*_19_ = 2.91, *p* = 0.009; Fig. 1A/A’,D; PV^+^: Control: 195.2 ± 18.3, *n* = 10; BACHD: 141.5 ± 14.4, *n* = 9; *t*_17_ = 2.27, *p* = 0.036; Fig. 1B/B′,E). Deficits in interneuron number were present in both infragranular (SST^+^: Control: 183 ± 41.9, *n* = 11; BACHD: 144.6 ± 33.2, *n* = 10; *t*_19_ = 2.31, *p* = 0.032 Supplementary Fig. S2A; PV^+^: Control: 104.9 ± 27.5, *n* = 10; BACHD: 79.7 ± 22.4, *n* = 9; *t*_17_ = 2.17, *p* = 0.044; Supplementary Fig. S2C) and supragranular (SST^+^: Control: 73.11 ± 11.28, *n* = 11; BACHD: 50.1 ± 14.1, *n* = 10; *t*_19_ = 3.61, *p* = 0.002; Supplementary Fig. S2B; PV^+^: Control: 90.3 ± 33.4, *n* = 10; BACHD: 61.8 ± 22.7, *n* = 9; *t*_17_ = 2.15, *p* = 0.046; Supplementary Fig. S2D) cortical layers. By contrast, the number of cortical neuropeptide Y-positive (NPY^+^) interneurons, a subtype only partially derived from the MGE, did not differ significantly between groups (Control: 237.8 ± 12.1, *n* = 10; BACHD: 246.0 ± 10.2, *n* = 9; *t*_19_ = 0.51, *p* = 0.618; Fig. 1B/B′,F). Despite the reductions in SST^+^ and PV^+^ interneurons, the total number of cortical GABAergic cells expressing the pan-MGE marker, Lhx6 was comparable between BACHD and control mice (Control: 815.6 ± 41.7, *n* = 11; BACHD: 782.8 ± 35.0, *n* = 10; *t*_19_ = 0.59, *p* = 0.559; Fig. 1C/C′,G). Similarly, the number of cells expressing the pan-GABAergic reporter, Dlx1-EGFP did not differ significantly between groups (Control: 1450 ± 51.6, *n* = 10; BACHD: 1490 ± 76.5, *n* = 9; *t*_17_ = 0.44, *p* = 0.668; Fig. 1C/C′,H). Overall, these data highlight the presence of significant deficits in SST^+^ and PV^+^ cortical interneurons in BACHD mice. However, the comparable numbers of cells expressing pan-MGE and pan-GABAergic markers indicate that a substantial fraction of these cells remain devoid of distinct mature neurochemical marker expression.

To estimate the proportion of PND13 non-MGE-derived cortical GABAergic cells, we calculated the number of Dlx1-EGFP^+^/Lhx6^−^ cells. This fraction was also similar between genotypes (Control: 47.3 ± 1.4, *n* = 11; BACHD: 49.2 ± 1.5, *n* = 10; *t*_19_ = 0.93, *p* = 0.362; Fig. 1I). Consistently, the numbers of vasoactive intestinal peptide-positive (VIP^+^) and calretinin-positive (CR^+^) interneurons, two non-MGE-derived subtypes, were also unchanged (VIP^+^: Control: 10.5 ± 2.7, *n* = 7; BACHD: 12.9 ± 2.3, *n* = 7; Mann–Whitney *U* = 19, *p* = 0.535; CR^+^: Control: 3.3 ± 1.07, *n* = 7; BACHD: 4.21 ± 0.98, *n* = 7; Mann–Whitney *U* = 16.5, *p* = 0.33).

We next examined MGE-derived interneurons in the PND13 striatum (Fig. 2). The overall number of Lhx6^+^ cells, as well as SST^+^ and NPY^+^ interneurons, were comparable between control and BACHD mice (Lhx6^+^: Control: 426.4 ± 22.86, *n* = 11; BACHD: 397.9 ± 21.2, *n* = 9; *t*_18_ = 0.81, *p* = 0.428; Fig. 2A,A’,D; SST^+^: Control: 50.1 ± 6.1, *n* = 11; BACHD: 53.7 ± 9.3, *n* = 9; *t*_18_ = 1.06, *p* = 0.303; Fig. 2A,A’,E; NPY^+^: Control: 48.2 ± 2.5, *n* = 11; BACHD: 51.8 ± 2.36, *n* = 10; *t*_19_ = 1.05, *p* = 0.308; Fig. 2B,B’,F). By contrast, PV^+^ interneurons were significantly reduced in the striatum of BACHD mice compared to controls (Control: 18.2 ± 1.1, *n* = 11; BACHD: 11.02 ± 1.3, *n* = 10; *t*_19_ = 4.26, *p* = 0.0004; Fig. 2B/B′,G). The MGE also gives rise to striatal cholinergic interneurons. While the total number of cholinergic cells appeared unchanged in BACHD mice (Control: 49.1 ± 2.2, *n* = 10; BACHD: 52.1 ± 2.7, *n* = 8; *t*_16_ = 0.89, *p* = 0.387; Fig. 2C,C’,H), the number of cholinergic interneurons co-expressing Lhx6^+^ was significantly reduced in BACHD mice compared to controls (Control: 6.9 ± 0.72, *n* = 10; BACHD: 4.42 ± 0.75, *n* = 8; *t*_16_ = 2.33, *p* = 0.036; Fig. 2I). Together, these findings reveal selective striatal interneuron deficits in BACHD mice, including reduced PV^+^ interneurons and a diminished subpopulation of Lhx6^+^ cholinergic interneurons.

### 3.2. Selective expansion of Dlx1-EGFP^+^ Arkypallidal neurons in the globus pallidus of BACHD mice

The globus pallidus (GP) contains two principal classes of GABAergic projection neurons: PV^+^ prototypical neurons and Foxp2-positive (Foxp2^+^) arkypallidal neurons (Dodson et al., 2015). Quantification revealed comparable numbers of PV^+^ prototypical neurons in control and BACHD mice (Control: 271.7 ± 10.3, n = 11; BACHD: 266.9 ± 29.9, n = 9; t_18_ = 0.17, *p* = 0.870; Fig. 3A/A′,E). By contrast, Foxp2^+^ arkypallidal neurons were significantly increased in BACHD mice relative to controls (Control: 209.6 ± 12.9, n = 11; BACHD: 252.9 ± 13.9, n = 9; t_18_ = 2.64, p = 0.036; Fig. 3B/B′,F).

Using the Dlx1-EGFP reporter, we identified two subpopulations of arkypallidal neurons, Dlx1-EGFP–positive and –negative (Fig. 3C/C′,D/D′). The increase in arkypallidal neurons in BACHD mice was confined to the Dlx1-EGFP–positive subpopulation (Control: 130.8 ± 10.3, n = 11; BACHD: 172.0 ± 13.9, n = 9; t_18_ = 2.43, *p* = 0.026; Fig. 3B/B′–D/D′,G), whereas Dlx1-EGFP–negative neurons showed no significant change (Control: 78.8 ± 8.9, n = 11; BACHD: 80.9 ± 7.9, n = 9; t_18_ = 0.17, *p* = 0.865; Fig. 3B/B′–D/D′,H). These findings indicate a selective expansion of a Dlx1-EGFP^+^ subpopulation of arkypallidal neurons. Although arkypallidal neurons are thought to arise predominantly from extra-MGE subpallial sources, with only a subset derived from the MGE, the selective expansion of the Dlx1-EGFP^+^ Foxp2^+^ subpopulation is consistent with aberrant ventral MGE contribution to this lineage.

Because Foxp2 is also expressed by striatal medium spiny neurons (MSNs), we examined whether the apparent increase in Foxp2^+^ neurons in the GP might reflect misclassified MSNs. We immunostained for DARPP32, a phosphoprotein highly specific to MSNs and expressed throughout their somata and processes (Supplementary Fig. S3). DARPP32 immunoreactivity in both the BACHD and control GP corresponded exclusively to MSN axonal processes traversing the nucleus; the somata of GP GABAergic projection neurons did not express DARPP32. Importantly, none of the Foxp2^+^ neurons in the GP co-labeled with DARPP32, confirming that the Foxp2^+^ population quantified here represents bona fide arkypallidal neurons rather than MSNs.

### 3.3. Selective persistence of cortical SST^+^ interneuron deficits and compensation of striatal interneuron populations in BACHD mice at PND30

While the neurogenesis of forebrain interneurons is completed by late embryonic stages, their migration, integration into target cortical and striatal regions, and final maturation are not fully realized until postnatal day 30 (PND30) (Magno et al., 2021; Okaty et al., 2009; Pan et al., 2019). Accordingly, we quantified cortical and striatal interneurons at PND30. At this stage, the BACHD cortex exhibited a significant reduction in SST^+^ interneurons compared to controls (Control: 203.4 ± 9.8, *n* = 10; BACHD: 167.6 ± 9.2, *n* = 10; *t*_18_ = 2.67, *p* = 0.0157; Fig. 4A/A’,D), whereas PV^+^ interneuron numbers were not significantly different (Control: 353.1 ± 11.8, *n* = 10; BACHD: 320.4 ± 14.3, *n* = 10; *t*_18_ = 1.767, *p* = 0.094; Fig. 4B/B′,E). Unlike at PND13, the BACHD cortex at PND30 also showed a reduction in Lhx6^+^ (Control: 512.1 ± 18.6, *n* = 10; BACHD: 421.3 ± 23.8, n = 10; *t*_18_ = 2.98, *p* = 0.007; Fig. 4C/C′,F) and Dlx1^+^ cells (Control: 1090 ± 15.1, *n* = 10; BACHD: 994 ± 33.6, *n* = 10; Mann–Whitney *U* = 20, *p* = 0.023; Fig. 4C/C′,G). By contrast, the proportion of non-MGE-derived GABAergic cells remained comparable between BACHD and control cortices (Control: 53.04 ± 4.7, *n* = 10; BACHD: 57.4 ± 7.72, *n* = 10; *t*_18_ = 1.52, *p* = 0.147; Fig. 4C/C′,H). Taken together, these findings suggest that early neurogenesis deficits affecting the PV^+^ lineage are compensated by PND30, whereas deficits in the SST^+^ lineage persist, leading to a lasting reduction in SST^+^ interneuron numbers.

Conversely, neither SST^+^ (Control: 33.4 ± 2.3, *n* = 10; BACHD: 33.2 ± 2.2, *n* = 10; *t*_18_ = 0.04, *p* = 0.965; Fig. 4I/I′, K) nor PV^+^ (Control: 38.1 ± 2.9, *n* = 10; BACHD: 34.4 ± 2.6, *n* = 10; Mann–Whitney *U* = 42.5, *p* = 0.592; Fig. 4I/I′,L) interneuron numbers differed in the PND30 striatum. Similarly, no significant changes were observed in the total number of striatal cholinergic interneurons (Control: 39.3 ± 2.8, *n* = 10; BACHD: 36.1 ± 3.3, *n* = 9; *t*_17_ = 0.72, *p* = 0.479; Fig. 4J/J’,M) or in the proportion of these cells co-expressing Lhx6 (Control: 3.2 ± 0.6, *n* = 10; BACHD: 2.5 ± 0.4, *n* = 9; *t*_17_ = 0.92, *p* = 0.370; Fig. 4J/J’,N). These data indicate that earlier quantitative alterations in striatal PV^+^ and Lhx6^+^ cholinergic interneurons are compensated by PND30.

### 3.4. Reduced interneuron precursors in LGE mantle and ventral pallium with early precursor changes in the developing globus pallidus of E12.5 BACHD embryos

Maturation of interneurons, including colonization into specific cortical layers, follows a time-dependent pattern correlated with birthdate (Miyoshi and Fishell, 2011). Thus, interneuron lineages that express neurochemical differentiation markers by PND13 are likely derived from early neurogenic waves. To investigate potential neurogenesis deficits affecting early-born GABAergic lineages, we examined via immunostaining techniques the E12.5 subpallium with a battery of cell lineage markers. This analysis is complicated due to the fact that the MGE subventricular and mantle zones are densely populated by progenitor and precursor cells present at diverse stages of lineage maturation with many of them sharing expression of the relevant interneuron lineage markers. To overcome this challenge, we targeted selective ventral telencephalic areas outside of the MGE, exhibiting discrete populations of MGE-derived migrating cells displaying a more homogeneous maturational stage: the LGE mantle zone, and the Ventral Pallium. The overall number of Lhx6^+^ precursor cells, were significantly reduced within the LGE mantle (Control: 1831 ± 143.1, *n* = 11; BACHD: 985.7 ± 230.9, *n* = 8; Mann–Whitney *U* = 18, *p* = 0.031; Fig. 5A/A’,D/D’,I). Reduction of Lhx6^+^ precursors appears to occur at the expense of Satb1^+^/Lhx6^+^ precursors (Control: 1037 ± 76.7, *n* = 11; BACHD: 523.5 ± 97.4, *n* = 8; Mann–Whitney *U* = 8, *p* = 0.0016; Fig. 5B/B′, D/D′,J) but not of *Mafb* (Control: 1130 ± 111.5, *n* = 11; BACHD: 1021 ± 87.8, *n* = 8; *t*_17_ = 0.723, *p* = 0.479; Fig. 5E/E’,K), the former marker enriched in SST interneuron precursors, while the latter in PV interneuron precursors.

On embryonic day 12.5 (E12.5), the ventral pallium is traversed by tangentially migrating interneurons destined for the cortex. In this region, BACHD specimens exhibited a significant reduction in Dlx1^+^ GABAergic cells compared to controls (Control: 1315 ± 83.6, *n* = 11; BACHD: 1040 ± 75.1, *n* = 8; *t*_17_ = 2.34, *p* = 0.032; Fig. 5C/C′,L). This decrease was primarily due to a loss of Lhx6^+^ MGE-derived precursor cells (Control: 677.2 ± 34.7, *n* = 11; BACHD: 441.1 ± 32.1, n = 8; *t*_17_ = 4.81, *p* = 0.0002; Fig. 5A/A’,C/C′,M), and included both Satb1^+^/Lhx6^+^ putative SST precursors (Control: 521.9 ± 42.9, *n* = 11; BACHD: 384 ± 40.6, *n* = 8; *t*_17_ = 2.25, *p* = 0.038; Fig. 5B/B′,D/D′,N) and Mafb^+^ putative PV precursors (Control: 316.2 ± 17.4, *n* = 11; BACHD: 207.9 ± 34.8, *n* = 8; *t*_17_ = 3.02, *p* = 0.007; Fig. 5E/E’,O). These findings further define neurogenesis deficits that specifically affect the generation of interneuron precursors undergoing tangential migration into the dorsal telencephalon.

We next analyzed the E12.5 caudo-external MGE mantle zone, a region encompassing the emerging globus pallidus. In this region, the number of precursor cells co-expressing *Nkx2*–*1* and *Dlx1* was significantly higher in BACHD specimens compared with controls (Control: 124 ± 7.6, n = 11; BACHD: 151.3 ± 9.9, n = 8; t_17_ = 2.23, *p* = 0.039; Fig. 5F/F′,P). By contrast, the total number of Foxp2+/Dlx1+ cells, as well as the proportion of these cells co-expressing *Lhx6*, did not differ between genotypes (Foxp2^+^/Dlx1^+^: Control: 19.7 ± 1.3, *n* = 11; BACHD: 21.4 ± 2.2, *n* = 8; *t*_17_ = 0.72, *p* = 0.473; Lhx6^+^/Foxp2^+^/Dlx1+: Control: 4.68 ± 0.54, *n* = 11; BACHD: 4.9 ± 1.1, *n* = 8; Mann–Whitney *U* = 38.5, *p* = 0.671; Fig. 5G/G’,Q). These data suggest early precursor abnormalities within the developing BACHD globus pallidus.

We then quantified ventricular/subventricular zone uncommitted progenitors expressing *Nkx2*–*1* but lacking *Dlx1* expression. The abundance of these progenitors was comparable between BACHD and control specimens (Control: 17,492 ± 610.6, *n* = 11; BACHD: 17,384 ± 431.3, *n* = 8; *t*_17_ = 0.133, *p* = 0.895; Fig. 5H/H′,R), indicating that MGE precursor cell alterations are not accompanied by changes within the progenitor populations from which these cells arise.

### 3.5. Single-cell transcriptomic analysis delineates MGE neurogenic lineages and identifies early chromatin-associated defects in BACHD progenitors

We generated single-cell transcriptional profiles of GABAergic-enriched Dlx1-EGFP reporter–positive E12.5 MGE cells (Fig. 6A). 

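The cells came from the MGE of embryos carrying BACHD, a bacterial artificial chromosome with full-length mutant human HTT, and from control embryos, and were sorted for EGFP under Dlx1, a homeobox gene of ganglionic eminence progenitors and their GABAergic progeny. Each library held 1 pool of MGEs and was made with a droplet assay that primes on poly(A) tails and counts unique molecular identifiers (UMIs) near the 3′ ends of transcripts. The values used here are the authors' UMI counts per gene and barcode for BACHD pools 1 and 2 and for control pool 1, while the counts of control pool 2 were not analysed here. BACHD pools 1 and 2 held 113666282 and 107870285 UMIs, and the control pool held 95475852. The median barcode had 10250.5, 9458 and 11957 UMIs and 3627, 3476 and 3890 genes in BACHD pool 1, BACHD pool 2 and the control pool. Mouse Htt, the endogenous gene (the counts hold no separate entry for human HTT), stood at 61.2 and 62.5 CPM in the BACHD pools and 58.4 CPM in the control pool over all cells kept, with a log2 fold change of 0.084 (standard error 0.071, adjusted p = 0.55 from edgeR's quasi-likelihood test). EGFP, the reporter used for the sort, stood at 17.5 and 17.3 CPM in the BACHD pools and 3.16 CPM in the control pool. Its log2 fold change was 2.46 (standard error 0.12, adjusted p = 7.2e-08 from the same test). Dlx1 itself had a log2 fold change of -0.15 (adjusted p = 0.35 from the same test). Whether the sort took like cells in both genotypes was not tested. For each cell class, raw UMIs were summed per library, scaled by TMM, given as CPM (each gene's count relative to the scaled total of the library) and compared between genotypes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the genes tested. A gene is said to rise or fall in BACHD where this adjusted p was under 0.05. With 1 control pool, that pool is taken to vary like the BACHD pools, and anything particular to its library appears as a difference between genotypes in every class. By the paper's methods, a biallelic BACHD male with the reporter sired the BACHD embryos, and wild-type males with the reporter sired the controls. Genotype therefore goes with father and litter, and the spread of the BACHD pools holds no difference between fathers. Pools, not cells, were the replicates, and intervals around shares of cells cover counting error only. Counts simulated from the basal intermediate progenitors gave back 98.5% of 67 genes changed 2-fold, with 7 false calls among 13174 genes. The smaller sums of apical radial glia gave back 10.4% of 67 such genes among 5939. The known changes were the only difference simulated between genotypes, so false calls from the control library itself are not among the 7. Recovery was not split by expression level and need not hold for genes of low counts.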

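The authors' barcode lists held 22402 BACHD barcodes and 21105 control barcodes, of which 11136 and 11266 came from BACHD pools 1 and 2, 7985 from control pool 1 and 13120 from control pool 2. Under the study's cell filters (more than 200 genes, more than 500 UMIs and at most 15% mitochondrial UMIs), 10478 barcodes passed in BACHD pool 1 (94.1%, 95% Clopper-Pearson interval 93.6 to 94.5) and 10754 in BACHD pool 2 (95.5%, 95.1 to 95.8). In control pool 1, 6801 passed (85.2%, 84.4 to 85.9). The mitochondrial limit removed 656, 512 and 1184 barcodes in BACHD pool 1, BACHD pool 2 and the control pool, where the median mitochondrial share was 3.73%, 3.67% and 4.22%. The barcodes with the highest Scrublet doublet scores, 0.8% per 1000 barcodes, were then removed, 948, 993 and 474 in the same order. Scrublet's own threshold, set from each library's scores, called 356, 375 and 0. This left 19291 BACHD cells and 6327 cells of control pool 1. The correction for free RNA by SoupX needs unfiltered droplets and was not repeated, so free RNA remains in the counts.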

After quality control, 43,504 cells (22,401 BACHD and 21,103 control cells) were retained for analysis. Unsupervised dimensionality reduction and clustering resolved 29 transcriptionally distinct populations (Fig. 6B). 

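The 25618 cells of the 3 libraries were clustered together along the steps the methods give: 2000 variable genes, regression on genes per cell, mitochondrial and ribosomal shares and S and G2/M scores, 30 principal components, alignment of the libraries by Harmony and Leiden clustering. Over a grid of resolutions the number nearest to 29 was 27, and the study's resolution of 0.5 gave 13. Every cluster held cells of all 3 libraries. Cluster names and borders here are rebuilt, so a difference from the study in a class can come from the rebuilt names.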

Based on canonical marker expression (Fig. 6C, D) these clusters were consolidated into 11 major developmental lineages through supervised classification, comprising 8 MGE-derived cell categories and 3 non-MGE lineages (Fig. 6E).

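Clusters were named by the markers that define each lineage. The progenitor classes held 46 apical radial glia, 1675 basal intermediate progenitors and 1593 post-mitotic progenitors. Interneuron precursors numbered 2002 early-stage and 1362 late-stage cells. Among projection classes were 1853 basal ganglia, 1832 limbic/forebrain and 2211 basal forebrain cholinergic precursors, and the non-MGE lineages held 3544 CGE, 3205 LGE and 2226 POA cells. Another 4063 cells lay in clusters whose markers fitted no single lineage, and 6 endothelial cells were set aside. In the order BACHD pool 1, BACHD pool 2 and control pool, there were 18, 20 and 8 apical, 620, 534 and 521 basal and 617, 584 and 392 post-mitotic cells. The 46 apical cells carried few UMIs in sum, so most 2-fold changes would be missed in that class (10.4% of 67 simulated ones were called).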

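Nes, an intermediate filament gene of radial glia, and Fabp7, a fatty acid binding protein of the same cells, stood at 625 and 1540 CPM in the class named apical radial glia, against 51.5 and 33.9 CPM in the class named basal intermediate progenitors. Insm1, a zinc finger gene of delaminating basal progenitors, was at 64.9 CPM in apical, 137 CPM in basal and 55.5 CPM in post-mitotic cells. Zeb2, a homeobox repressor, stood at 353, 581 and 579 CPM in these classes. Sox6 and Lhx6, transcription factor genes of MGE-derived neurons, were at 216 and 2.82 CPM in apical, 1169 and 209 CPM in basal and 2379 and 297 CPM in post-mitotic cells. Top2a, a topoisomerase of dividing cells, stood at 1317 CPM in basal and 34.4 CPM in post-mitotic cells, and Mki67 at 454 and 15.3 CPM. These genes named the classes, so their levels are no independent result. Apical and basal cells were parted by clustering the cycling cells once more.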

Along the primary MGE neurogenic trajectory, *Ascl1*^+^ progenitors segregated into three sequential states: proliferative apical radial glia (cl.21), enriched for *Nes* and *Fabp7*; proliferative basal intermediate progenitors (cl.9), expressing *Insm1* and *Zeb2* but lacking *Nes*; and postmitotic MGE progenitors (cl.18), characterized by induction of *Sox6* and *Lhx6* and downregulation of cell cycle–associated transcripts. Together, these transitions delineate the canonical radial glia → intermediate progenitor → postmitotic MGE lineage progression.

Beyond the post-mitotic node, the trajectory bifurcated into interneuron and projection neuron fates. Along the interneuron branch, two successive precursor stages were resolved. Early-stage interneuron precursors (cl.6, 11) exhibited a SoxD-driven transcriptional program (*Sox2*, *Sox5*, *Sox6*), together with *Satb1*, *Calb1*, *Erbb4*, *Maf/Mafb*, *Npy*, and *Lhx6*, consistent with newly specified cortical interneuron identities. 

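In the class named early-stage interneuron precursors, Erbb4, the neuregulin receptor of migrating interneurons, stood at 9353 CPM, and at 1118 CPM in late-stage precursors. The SoxD genes Sox5 and Sox6 were at 541 and 2330 CPM, and Sox2 at 475 CPM. Calb1, which encodes calbindin, stood at 481 CPM, Lhx6 at 260.1 CPM, Satb1 at 195 CPM and Npy at 182 CPM. The bZIP factor gene Maf was at 99.9 CPM. All values are over the 2002 cells of both genotypes, which were named by these genes.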

A late-stage branch comprised differentiated migratory interneuron precursors (cl.3, 19), in which expression of *Sst* and *Reln*, together with synaptic and axon-associated genes (*Cntnap2*, *Dab1*, *Casz1*, *Mef2c*), marked acquisition of long-range migratory competence and early subtype diversification.

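Cntnap2, a neurexin-family adhesion gene, reached 4992 CPM in the 1362 cells named late-stage interneuron precursors, and Dab1, the adaptor of reelin signaling, 1217 CPM. Mef2c stood at 639 CPM and Casz1 at 213 CPM. Reln was at 138 CPM here and 143 CPM in LGE cells. Sst, the somatostatin gene, was at 54.7 CPM here, 284 CPM in early-stage precursors and 116 CPM in LGE cells.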

The projection neuron branch resolved into three transcriptionally discrete MGE-derived precursor classes. Basal ganglia GABAergic projection precursors (cl.17, 22, 26) expressed a coordinated *Lhx6/Lhx8, Shh, Bcl11b, Foxp1, Foxp2, Gbx2* transcriptional program, consistent with canonical globus pallidus trajectories. 

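Foxp2, a forkhead gene of striatal and pallidal projection neurons, stood at 1061 CPM in the class named basal ganglia projection precursors and at no more than 130.3 CPM in any other named class. Gbx2, a homeobox gene, was at 124 CPM, against 38.0 CPM in limbic/forebrain and 27.7 CPM in cholinergic precursors. Lhx6 and Lhx8 were at 326 and 678 CPM, Foxp1 at 273 CPM and Shh, the hedgehog ligand gene, at 145 CPM. Bcl11b stood at 402 CPM here and 1002 CPM in limbic/forebrain precursors.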

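In 1832 cells named by Lhx6 and Lhx8 together with other factors, Lhx8, a LIM homeobox gene of ventral forebrain neurons, stood at 957 CPM and Lhx6 at 200 CPM. The homeobox gene Gbx1 was at 276 CPM and the ETS factor gene Etv1 at 201 CPM. Nrp2, a semaphorin receptor gene, was at 155 CPM in these cells and 524 CPM in late-stage interneuron precursors. Cnr1, the cannabinoid receptor gene, was at 14.7 CPM in these cells, 119 CPM in late-stage interneuron precursors and 143 CPM in LGE cells.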

A second branch comprised limbic/forebrain–projecting GABAergic precursors (cl.2, 7, 27), defined by co-expression of *Lhx6/Lhx8* with *Cnr1*, *Nrp2*, *Etv1*, and *Gbx1*. 

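Zic1 and Zic4, zinc finger genes of septal and basal forebrain progenitors, stood at 436 and 122 CPM in 2211 cells named by them. Zic1 was also at 469 CPM in the class with Gbx1 and Etv1. Tnr, an extracellular matrix gene, was at 294 CPM and Lhx8 at 932 CPM.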

A third, molecularly independent branch consisted of basal forebrain cholinergic and corticopetal precursors (cl.1), marked by a distinct cholinergic transcriptional module (*Zic1/3/4*, *Ntrk1*, *Tnr*).

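The genes Hmx2 and Hmx3, hypothalamic and preoptic homeobox factors, stood at 126 and 70.7 CPM in the class named preoptic area precursors, with Cited1 at 84.9 CPM and Onecut2 at 478 CPM. Zfhx3 was at 1899 CPM there and 3105 CPM in cholinergic precursors. Caudal ganglionic eminence cells carried the nuclear receptor genes Nr2f1 and Nr2f2 at 816 and 1617 CPM, with Prox1 at 157 CPM and Sp8 and Sp9 at 61.6 and 139 CPM. In lateral ganglionic eminence cells, Ebf1, an early B-cell factor gene of striatal neurons, stood at 5259 CPM, Meis2 at 2013 CPM, Isl1 at 749 CPM and Zfp503 at 222 CPM. Tac1 was at 256 CPM and Arpp21 at 88.7 CPM in these cells.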

Trajectory mapping also revealed migratory streams entering the MGE field from adjacent germinative zones, including preoptic area (POA) precursors (cl.12, 13, 16; *Hmx2/3*, *Cited1*, *Onecut1/2/3*, *Zfhx3/4*), caudal ganglionic eminence (CGE) precursors (cl.4, 8, 14, 15, 20, 28; *Nr2f1/2*, *Prox1*, *Sp8/9*), and lateral ganglionic eminence (LGE) precursors (cl.5, 10, 23, 24, 25, 29; *Meis2*, *Zfp503*, *Isl1*, *Ebf1*, *Nrg1*, *Arpp21*, *Tac1*). These populations likely represent tangentially migrating early-born neurons and progenitors that transiently intermingle with the MGE during E12.5 neurogenesis.

To determine how mutant HTT disrupts early MGE neurogenesis, we performed pseudobulk differential expression analyses across all major MGE cell categories in E12.5 BACHD and control embryos (Fig. 6F–M). Across the progenitor continuum, including apical radial glia, basal intermediate progenitors, and early progenitor cells exiting the cell cycle, we identified a shared transcriptional signature marked by downregulation of mitochondrial respiratory chain genes (*mt-Nd4l, mt-Atp8, mt-Nd5*), mitochondrial translation factors (*Cmss1, Lars2*), and ribosomal components (*Rpl35, Rps28, Rps29*), indicating early bioenergetic and biosynthetic insufficiency within the MGE progenitor pool (Fig. 6F–H).

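In basal intermediate and post-mitotic progenitors all 8 of these transcripts fell in BACHD, and in apical radial glia 4 of 8 did. The median log2 fold change over the 8 was -0.97 in basal, -1.06 in post-mitotic and -1.04 in apical cells. mt-Atp8, a small subunit gene of ATP synthase on the mitochondrial genome, stood in basal progenitors at 20.9 and 16.9 CPM in the BACHD pools and 68.0 CPM in the control pool, a log2 fold change of -1.83 (standard error 0.13, adjusted p = 1.2e-25 from edgeR's quasi-likelihood test). mt-Nd4l, a subunit gene of respiratory complex I, was at 62.8 and 63.6 CPM in the BACHD pools and 189 CPM in the control pool, and mt-Nd5 fell by 0.99 on the log2 scale. Lars2, the mitochondrial leucyl-tRNA synthetase gene, had a log2 fold change of -0.99 in basal and -1.40 in post-mitotic cells, and Cmss1 one of -0.95 and -1.25. The ribosomal protein genes Rpl35, Rps28 and Rps29 had log2 fold changes of -0.72, -0.57 and -0.59 in basal progenitors. In apical cells mt-Nd4l, mt-Nd5, Cmss1 and Rpl35 fell, with log2 fold changes of -2.28, -1.12, -0.96 and -0.67. There, mt-Atp8 (-1.96, adjusted p = 0.26), Lars2 (-1.72, 0.054), Rps28 (-0.36, 0.47) and Rps29 (-0.48, 0.058) did not pass edgeR's test. Of the 13 mRNAs of the mitochondrial genome, 6 fell and 0 rose in basal progenitors (8 fell when adjusted over the list alone), with a median log2 fold change of -0.22; among them mt-Nd3 and mt-Nd6, which the paper's text does not name, had log2 fold changes of -1.16 and -1.64. Of 81 cytosolic ribosomal protein genes, 17 fell and 1 rose (23 and 1 adjusted over the list alone). Nuclear genes of the respiratory chain included 11 that fell and 2 that rose among 77 (15 and 2 adjusted over the list alone), and genes of mitochondrial translation 2 that fell among 97. Gm42418 and AY036118, which overlap the 45S ribosomal RNA locus on opposite strands and were in a list partly chosen from the study's own tables, had log2 fold changes of -1.56 and -1.75. With camera, a gene set test, the mitochondrial genome list had an adjusted p of 1.0e-06 at a preset correlation and 0.67 with an estimated correlation. The estimate rests on 1 residual degree of freedom, and no list in any class passed with it, so it cannot decide. The decrease was present at a like size in cells outside the MGE lineages, with medians over the 8 of -1.07 in CGE, -1.003 in LGE and -0.93 in POA precursors, all set against the same control pool. DESeq2 on the same sums called 7 of the 8 in basal, 6 in post-mitotic and 0 in apical cells, and its filter on mean counts left 1, 2 and 3 of them without an adjusted p. In apical cells edgeR gave 563 genes at an unadjusted p under 0.05.

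**Figure D1:**
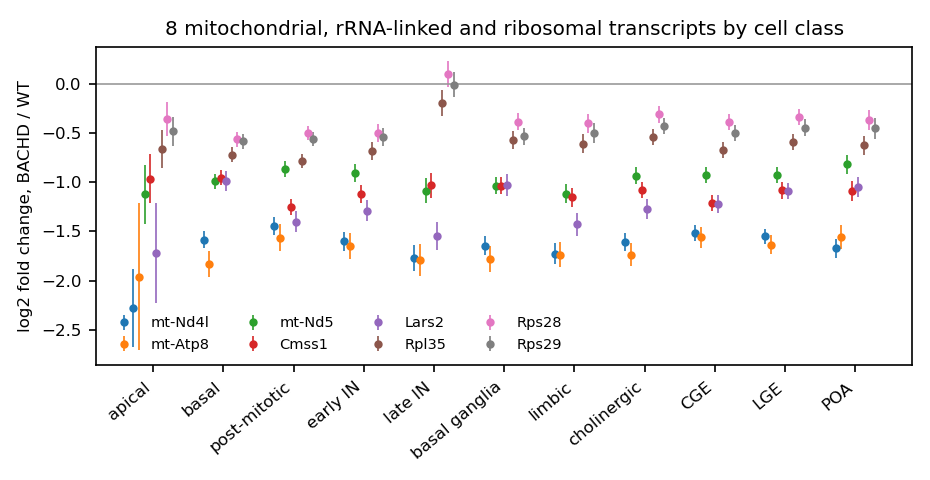
Log2 fold change of BACHD over control (vertical axis) of the 8 transcripts in each cell class (horizontal axis). Bars are 1 standard error, derived from the F of edgeR's test. The values of mt-Nd4l and mt-Atp8 lie lowest in each class shown, and Rps28 and Rps29 in late-stage interneuron (IN) precursors lie near 0.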

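The replication-dependent histone genes package newly made DNA and sit in large clusters on chromosomes 13 and 3. Of 59 such genes measured in basal intermediate progenitors, 28 fell and 2 rose (37 and 4 when adjusted over the list alone), with a median log2 fold change of -0.92. The linker histone gene Hist1h1b (ENSMUSG00000058773, chromosome 13 from 21779883 to 21780625 on GRCm38) stood at 427 and 454 CPM in the BACHD pools and 1120.2 CPM in the control pool, a log2 fold change of -1.35 (standard error 0.073, adjusted p = 6.9e-37 from edgeR's quasi-likelihood test). Hist1h2ab (ENSMUSG00000061615, chromosome 13 from 23751126 to 23751598), a core histone H2A gene, was at 49.3 and 57.2 CPM in the BACHD pools and 175 CPM in the control pool, a log2 fold change of -1.72 (standard error 0.088, adjusted p = 2.0e-38 from the same test). The H4 gene Hist1h4h (ENSMUSG00000060981, chromosome 13 from 23531050 to 23531519) was at 10.3 and 14.3 CPM in the BACHD pools and 43.1 CPM in the control pool, a log2 fold change of -1.83 (standard error 0.16, adjusted p = 1.3e-19 from the same test). On chromosome 3, Hist2h2ac (ENSMUSG00000068855, chromosome 3 from 96220361 to 96220880) had a log2 fold change of -1.12. Across 19 histone genes of the paper's basal progenitor panel (Fig. 6G), all 19 fell, from -1.83 for Hist1h4h to -0.64 for Hist1h1c; the study chose these genes from the same samples, so their count is not independent evidence. Erh (ENSMUSG00000021131, chromosome 12 from 80634022 to 80644341), a small conserved nuclear protein gene, stood at 170.1 and 159.7 CPM in the BACHD pools and 301 CPM in the control pool, a log2 fold change of -0.87 (standard error 0.075, adjusted p = 2.3e-19 from the same test). Mature replication-dependent histone mRNAs lack poly(A) tails, so an assay primed on poly(A) reads a part of them, and near-identical sequences within the family leave single members uncertain. DESeq2 on the same sums called 9 of these 20 genes lower, among them Hist1h1b, Hist1h2ab and Erh, and left 9, Hist1h4h among them, without an adjusted p by its filter on mean counts.

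**Figure D2:**
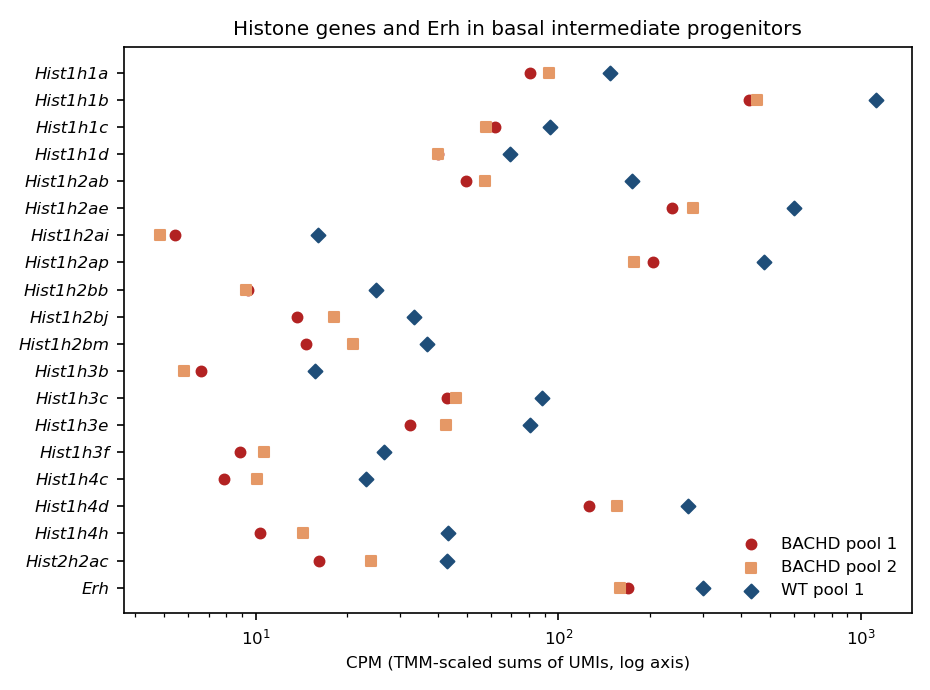
Level of 19 histone genes and Erh (vertical axis) in basal intermediate progenitors, in CPM on a log axis (horizontal), with 1 point per library. For every gene shown, both BACHD pools lie below the control pool.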

Basal intermediate progenitors exhibited the most pronounced chromatin-associated defects, characterized by broad repression of canonical replication-dependent histone genes spanning the HIST1 and HIST2 clusters (*Hist1h1a*–*d; Hist1h2ab/ae/ai/ap/bb/bj/bm; Hist1h3b/c/e/f; Hist1h4c/d/h; Hist2h2ac*), together with reduced expression of *Erh*, a chromatin-associated regulator of cell cycle progression and genome stability (Fig. 6G). Gene Ontology enrichment analyses supported this chromatin-centered phenotype, revealing overrepresentation of Biological Process terms related to nucleosome positioning and assembly, chromatin assembly and remodeling, DNA packaging, chromosome organization, and histone H3K27 and H3K4 methylation, as well as Cellular Component terms associated with nucleosome, chromatin, chromosome, and euchromatin organization (Supplementary Fig. S4). These defects are accompanied by sustained *Sox3* expression and reduced expression of signaling and adhesion molecules associated with neurogenic competence (*Gpc5, Cdh18, Tac1, Egfem1, Sema6d, Il31ra*), together with increased expression of the stress-linked E3 ubiquitin ligase *Trim17*.

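Among 11 replication-independent histone genes (such as H2afz and H3f3b), 1 rose and 0 fell (2 and 0 when adjusted over the list alone), with a median log2 fold change of 0.12. Basal progenitors also had 2 of 43 S-phase genes higher and 0 lower, with Rrm2, a subunit gene of ribonucleotide reductase, at a log2 fold change of 0.48 (adjusted p = 9.6e-07 from edgeR's quasi-likelihood test). Camera placed the replication-dependent histones below other genes, with an adjusted p of 1.0e-17 at a preset correlation between genes and adjusted p = 0.67 with an estimated correlation. With 1 residual degree of freedom, the estimated correlation cannot decide. Gene Ontology annotations were not part of the data used here, so the enrichment was not recomputed.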

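Sox3, a SoxB1 factor gene of neural progenitors (ENSMUSG00000045179, chromosome X from 60891366 to 60893430 on GRCm38), rose in BACHD basal progenitors from 64.6 CPM in the control pool to 97.9 and 87.6 CPM, a log2 fold change of 0.53 (standard error 0.10, adjusted p = 3.0e-05 from edgeR's quasi-likelihood test). Trim17, a RING-type E3 ubiquitin ligase gene, stood at 25.6 and 26.1 CPM in the BACHD pools and 6.01 CPM in the control pool, a log2 fold change of 2.10 (standard error 0.21, adjusted p = 3.9e-15 from the same test). Its annotated span (ENSMUSG00000036964, chromosome 11 from 58954685 to 58973098) shares its start and strand with Hist3h2a, so reads near that start cannot be assigned to one of them with certainty. Sema6d, an axon guidance gene, and Il31ra, a cytokine receptor gene, fell, with log2 fold changes of -1.02 (adjusted p = 4.6e-07 from edgeR) and -1.47 (adjusted p = 9.4e-06 from edgeR), Il31ra from 12.3 CPM to 4.91 and 3.82 CPM. Gpc5, a heparan sulfate proteoglycan gene, had a log2 fold change of -1.02 with a standard error of 0.68, Cdh18, a cadherin gene, -0.61 (0.39), Egfem1 -0.69 (0.44) and Tac1, the tachykinin gene, 0.37 (0.80), and these 4 did not pass the test. Of 12 Notch pathway genes, which hold progenitors back from differentiating, 3 fell (Hes5, -0.70; Dll1, -0.45; Notch1, -0.41) and 0 rose, with the same counts adjusted over the list alone. In DESeq2 on the same sums Sox3 and Notch1 did not pass (adjusted p = 0.28 and 0.83), and Trim17, Sema6d, Il31ra, Hes5 and Dll1 fell under its filter on mean counts and got no adjusted p. Thinning each cell to 3000 UMIs ended the calls of Sox3, Il31ra and the Notch genes. Without doublet removal Cdh18 and Egfem1 passed. Egfem1 also passed after thinning, without integration, without cell-cycle regression, without histone genes, and with mitochondrial and ribosomal genes left out.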

Consistent with the scRNA-seq findings, immunohistochemical analyses revealed a significant increase in Sox3^+^ progenitors in BACHD embryos within both the ventricular zone (Control: 14,874 ± 828, *n* = 5; BACHD: 18,710 ± 703, *n* = 4; Mann–Whitney *U* = 0, *p* = 0.015; Supplementary Fig. S5E) and subventricular zone (Control: 15,060 ± 1091, *n* = 5; BACHD: 19,304 ± 918, *n* = 4; Mann–Whitney *U* = 0, *p* = 0.015; Supplementary Fig. S5F), but not within the intermediate zone (Control: 10,328 ± 2143, *n* = 5; BACHD: 12,968 ± 2698, *n* = 4; Mann–Whitney *U* = 5, *p* = 0.285; Supplementary Fig. S5G). BrdU incorporation assays demonstrated a selective increase in S-phase–labeled progenitors within the subventricular zone of BACHD embryos (Control: 12,031 ± 1176, *n* = 5; BACHD: 14,988 ± 974, *n* = 4; Mann–Whitney *U* = 0, *p* = 0.016; Supplementary Fig. S5I), whereas BrdU^+^ cell numbers were comparable between genotypes in the ventricular zone (Control: 6783 ± 2100, *n* = 5; BACHD: 7995 ± 1734, *n* = 4; Mann–Whitney *U* = 4, *p* = 0.191; Supplementary Fig. S5H) and intermediate zone (Control: 5242 ± 955, *n* = 5; BACHD: 5133 ± 1052, *n* = 4; Mann–Whitney *U* = 9, *p* = 0.904; Supplementary Fig. S5J). In contrast, pHH3^+^ mitotic indices did not differ between control and BACHD embryos across any MGE germinative zone (ventricular zone: Control: 1028 ± 510, *n* = 5; BACHD: 1027 ± 708, *n* = 4; Mann–Whitney *U* = 9, *p* = 0.904; subventricular zone: Control: 568 ± 274, *n* = 5; BACHD: 407 ± 173, *n* = 4; Mann–Whitney *U* = 7, *p* = 0.556; intermediate zone: Control: 484 ± 105, *n* = 5; BACHD: 382 ± 200, *n* = 4; Mann–Whitney *U* = 8, *p* = 0.73; Supplementary Fig. S5K–M).

To distinguish whether chromatin-associated transcriptional defects reflected altered cell cycle composition or phase-intrinsic dysregulation, basal intermediate progenitors were analyzed using continuous transcriptional scores corresponding to G1-like, S, and G2/M phases. G1-like cells were operationally defined as actively cycling progenitors in early G1, characterized by low S-phase and G2/M-phase transcriptional scores together with robust enrichment of proliferation-associated genes, thereby excluding quiescent (G0) states. Violin plot analysis revealed increased dispersion of S-phase scores and a pronounced rightward skew of G2/M scores specifically in BACHD basal, but not apical, progenitors, indicating a broader distribution of cells with elevated replication- and late cell cycle–associated transcriptional signatures (Supplementary Fig. S6A,B). These altered score distributions closely parallel the selective increase in BrdU^+^ S-phase progenitors observed in vivo, despite unchanged mitotic indices. 

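S scores, which average the expression of 43 S-phase genes per cell, had a mean of 0.230, 0.2497 and 0.217 and an SD over cells of 0.223, 0.228 and 0.230 in basal progenitors of BACHD pool 1, BACHD pool 2 and the control pool. The skewness of these scores was 1.02, 0.889 and 1.00 in the same order. G2/M scores, over 54 genes such as Top2a and Mki67, had a mean of 0.778, 0.762 and 0.711, an SD of 0.399, 0.397 and 0.416 and a skewness of -0.409, -0.223 and -0.143. Each cell was thinned to 3000 UMIs before scoring so that depth did not differ between libraries; unthinned, the SD was 0.247, 0.266 and 0.271 for S and 0.442, 0.437 and 0.454 for G2/M scores. In apical radial glia, with 16, 19 and 7 cells, the S scores had an SD of 0.158, 0.189 and 0.145 and the G2/M scores a mean of 0.555, 0.389 and 0.441. With a pair of BACHD pools and 1 control pool no permutation test can reach a small p, so the values are given without a test.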

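Most basal progenitors were called G2/M, a class set by genes of chromosome condensation and the mitotic spindle: 86.7% (83.7 to 89.3) in BACHD pool 1, 85.0% (81.6 to 88.0) in BACHD pool 2 and 83.2% (79.7 to 86.3) in the control pool (95% Clopper-Pearson intervals). S-phase calls came to 13.3% (10.7 to 16.3), 15.0% (12.0 to 18.4) and 16.1% (13.0 to 19.5) in the same order. Cells low in both scores numbered 0 of 593 in BACHD pool 1 and 0 of 508 in BACHD pool 2. They numbered 4 of 517 in the control pool, or 0.774% (0.211 to 1.97). For the BACHD pools an approximate limit, lower than the Clopper-Pearson bound, allows shares of up to 0.506% and 0.591%. The intervals cover counting error alone and, with 1 control pool, do not test genotype. The basal class came from clusters with a mean fold of at least 0.7 for cycling genes. That rule leaves out clusters low in both scores, so the G1-like and G2/M shares depend on it. All cells were scored at 3000 UMIs, which left out 27, 26 and 4 shallower cells, and 39, 27 and 32 cells lay within 0.05 of a phase border. Without thinning, S calls came to 11.1% (8.76 to 13.9), 14.4% (11.6 to 17.7) and 17.3% (14.1 to 20.8). In clusters made without cell-cycle regression they came to 14.3%, 14.7% and 13.7% in the same order, so the lower BACHD share did not hold.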

Consistent with these findings, phase-specific cell counts revealed a marked depletion of BACHD basal progenitors in the G1-like compartment (15.3% [95% CI, 13.01–18.04] vs 29.09% [95% CI, 25.9–29.1] in controls; Fisher’s exact test, *p* < 0.0001), accompanied by a reciprocal enrichment in G2/M-phase cells (60.8% [95% CI, 57.3–64.1] vs 46.8% [95% CI, 43.2–46.8]; Fisher’s exact test, *p* < 0.0001) (Supplementary Fig. S6C). Together, these data indicate selective disruption of cell cycle progression in BACHD basal progenitors, with accumulation at late cell-cycle stages and reduced representation of the G1-like compartment.

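At the level of single genes, 7 of 54 G2/M genes rose and 1 fell in BACHD basal progenitors (8 and 3 when adjusted over the list alone), with a median log2 fold change of 0.067. Camera gave this list an adjusted p of 0.058, and adjusted p = 0.83 with an estimated correlation. The latter cannot decide, as it rests on 1 residual degree of freedom. Phase calls follow the balance of S and G2/M transcripts in each cell, free RNA included, and were not read as a measure of division. When basal progenitors were clustered without regression on the cycle scores, the G2/M share in BACHD minus control was -0.794 percentage points.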

Phase-restricted pseudobulk analyses demonstrated that repression of canonical replication-dependent histone genes is already evident in S-phase BACHD basal progenitors and not only persists but intensifies in G2/M, as reflected by increased statistical strength and broader representation across histone subclasses (Supplementary Fig. S6E,F; Supplementary Data 4). 

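Both in S and in G2/M, histone genes were lower in BACHD basal progenitors than in the control pool. For these gene tests, phases came from unthinned scores and raw counts were summed. The median basal cell had 12730, 11588 and 14735 UMIs in BACHD pool 1, BACHD pool 2 and the control pool, so depth was not equalised. In cells called S, 16 of the 19 histone genes the study lists fell (19 adjusted over the list alone), with a median log2 fold change of -1.32; in cells called G2/M, 19 of 19 fell (19 adjusted over the list alone), with a median of -1.13. The list was chosen on these samples and is not independent evidence. Hist1h1b stood at 877 and 786 CPM in the BACHD pools and 2524 CPM in the control pool in S, a log2 fold change of -1.60 (standard error 0.10, adjusted p = 3.5e-49 from edgeR's quasi-likelihood test), and at 376 and 403 CPM in the BACHD pools and 852 CPM in the control pool in G2/M, a log2 fold change of -1.13 (standard error 0.072, adjusted p = 6.5e-24 from the same test). Hist1h4h, an H4 gene, had log2 fold changes of -2.70 in S and -1.70 in G2/M, and Hist1h2ab, an H2A gene, -1.91 and -1.68. In S, Hist1h4c (-1.27), Hist1h2bb (-1.09) and Hist1h3e (-0.78) did not pass, with adjusted p of 0.23, 0.42 and 0.052 from edgeR. Among all replication-dependent histones, 17 of 37 fell in S and 24 of 57 in G2/M. The S sums rest on fewer cells: simulated 2-fold changes were called in 43.3% of 67 genes among the 8951 tested there, against 98.5% among the 12841 of G2/M. From the same sums DESeq2 called 5 of the 19 in S, where 9 got no adjusted p by its filter on mean counts, and 8 in G2/M, and without a filter on low counts edgeR called 0 genes in S, with 787 at an unadjusted p under 0.05.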

Consistent with these phase-resolved transcriptional effects, single-cell module scoring revealed reduced expression of a downregulated histone module, defined empirically by histone genes identified as repressed in BACHD basal progenitors by pseudobulk analysis, across both S and G2/M phases (Supplementary Fig. S6G). 

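Transcripts of the 19 histone genes made up 20.0, 22.6 and 48.0 of every 10000 UMIs in S-phase basal progenitors of BACHD pool 1, BACHD pool 2 and the control pool, from 473, 516 and 1196 UMIs. In G2/M the share was 12.6, 13.2 and 26.1 of every 10000. Module scores, the mean over the module less that of 100 control genes of like expression, were 0.253, 0.290 and 0.462 in S, with an SD over cells of 0.243, 0.270 and 0.423. They were 0.164, 0.169 and 0.288 in G2/M, with an SD of 0.218, 0.228 and 0.385. In both phases the control pool lay above both BACHD pools by more than the BACHD pools differed. The study chose the 19 genes as lower in BACHD on these samples, so this direction is no independent evidence.

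**Figure D3:**
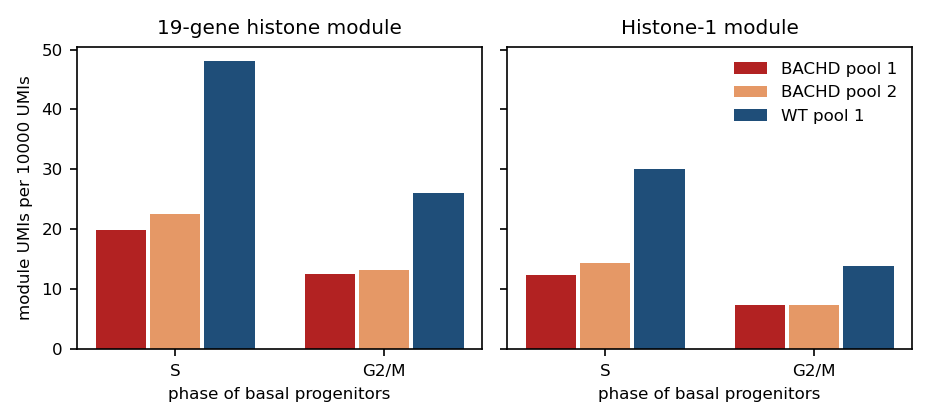
UMIs of the 19-gene histone module and of the Histone-1 module per 10000 UMIs (vertical axis) in basal progenitors called S or G2/M (horizontal axis), 1 bar per library, each cell thinned to 3000 UMIs. The control pool is highest in each group of bars.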

To further assess whether histone repression extended beyond replication-coupled nucleosomal histones, a parallel analysis restricted to Histone-1 family members was performed, as linker histones regulate higher-order chromatin organization and are less strictly replication-coupled. 

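The linker histone genes Hist1h1a, Hist1h1b, Hist1h1c, Hist1h1d and Hist1h1e, whose proteins bind between nucleosomes, all fell in BACHD basal progenitors in S and in G2/M (5 of 5 and 5 of 5, with the same counts adjusted over the list alone). Their median log2 fold change was -0.97 in S and -0.62 in G2/M. Scores of the 5 genes were 0.549, 0.621 and 0.856 in S and 0.321, 0.311 and 0.463 in G2/M in BACHD pool 1, BACHD pool 2 and the control pool, and their UMIs came to 12.4, 14.4 and 30.1 and 7.32, 7.42 and 13.9 of every 10000. Hist1h1e, not in the 19-gene set, had a log2 fold change of -0.97 in S (adjusted p = 1.0e-10 from edgeR's quasi-likelihood test) and -0.87 in G2/M (adjusted p = 6.9e-17 from the same test).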

Histone-1 family members exhibited a highly similar pattern, with reduced Histone-1 module scores in BACHD basal progenitors during both S and G2/M phases (Supplementary Fig. S6H). Together, these findings indicate that histone repression in BACHD basal progenitors reflects a phase-intrinsic chromatin regulatory abnormality rather than a secondary consequence of altered cell-cycle dynamics.

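Basal progenitors of BACHD and control pools were matched on their S and G2/M scores in 19 bins. The 19 histone genes still came to 12.4 and 12.4 of every 10000 UMIs in BACHD pools 1 and 2, against 29.5 in the control pool. These 19 genes were chosen on these samples, and the other histones were not matched in this way. Tested as an interaction of genotype and class in edgeR, 12 of 58 replication-dependent histones had a lower fold change in basal than in post-mitotic progenitors and 0 a higher one. Some of these, such as Hist1h3d, rose in post-mitotic progenitors (2.70 on the log2 scale). Hist1h1b differed by -1.68 on the log2 scale (adjusted p = 1.5e-28 from edgeR's test of the interaction). Of the mitochondrial mRNAs 0 of 13 passed as lower and 0 higher in basal cells. Of the G2/M genes 3 of 54 passed as lower and 0 as higher, so a part played by cycling cells in the post-mitotic class stays open. Both classes of 1 library share its preparation, so this comparison does not rest on the level of the control library as a whole. It still rests on 1 control pool and 1 residual degree of freedom, so variation of this class difference among control pools was not measured. From the pseudobulk tests within each phase and the module scores together, the paper concludes that the histone repression is intrinsic to the phases and not secondary to altered cell-cycle dynamics.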

In contrast, G1-like cells in both genotypes exhibited minimal histone module expression, consistent with the replication-coupled regulation of these genes. 

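With every cell thinned to 3000 UMIs and shallower cells left out, the 4 G1-like basal progenitors of the control pool held 1 UMI of the 19 histone genes, with a mean module score of -0.0220, and the BACHD pools had no such cells. Joining the basal class with a cluster of low UMI counts, a choice made after seeing the data, gave 10, 14 and 23 G1-like cells, with mean scores of -0.0158, -0.0159 and -0.0197 and 2.00, 0.952 and 0.580 module UMIs per 10000 in BACHD pool 1, BACHD pool 2 and the control pool. In post-mitotic progenitors, a class low in Top2a and Mki67, the same genes came to 1.83, 1.54 and 1.76 per 10000.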

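Tbr1, a T-box gene of glutamatergic cortical neurons, and Slc17a6, which encodes the vesicular glutamate transporter VGLUT2, each had UMIs in 4, 4 and 0 G1-like cells of BACHD pool 1, BACHD pool 2 and the control pool (21, 13 and 0 UMIs for Tbr1 and 22, 12 and 0 for Slc17a6). The LIM homeobox gene Lhx1 and its neighbour on the other strand, Lhx1os, had UMIs in 3, 3 and 0 and 3, 2 and 0 cells, and Samd3 in 4, 5 and 0. Lhx2, a LIM homeobox gene of the pallium, had UMIs in 4, 4 and 1 cells, and the forkhead gene Foxp2 in 1, 8 and 7, with 60, 150 and 10 UMIs. These cells, 34, 47 and 53 in number with medians of 1055, 922 and 1462 UMIs, were not thinned and come from the basal class joined with the cluster of low UMI counts, a choice made after seeing the data because the basal class alone held too few G1-like cells to compare. In the control pool 0 of 53 cells held a Tbr1 UMI, which by an approximate limit allows up to 5.66% of cells with one. As a background, post-mitotic progenitors, at medians of 9382, 8637 and 11668 UMIs, had a Tbr1 UMI in 0.486, 0 and 0% of cells. Top2a, Mki67 and EGFP had 0 UMIs in these G1-like cells of every library. The same approximate limit allows up to 8.82, 6.38 and 5.66% of cells with a UMI of each. Top2a and Mki67 are among the genes of the G2/M score that selected these cells. Over all cells EGFP stood at 17.5, 17.3 and 3.16 CPM in BACHD pool 1, BACHD pool 2 and the control pool. That gives few UMIs at this depth, so the zeros do not tell what these cells are. In the sums of these cells, edgeR tested 5 of the 7 genes and called each of them higher in BACHD, and DESeq2 called Foxp2 and gave the other 6 no adjusted p by its filter on mean counts; Lhx2 had a log2 fold change of 4.54 from edgeR on 15, 26 and 1 UMIs. Without doublet removal edgeR called all 7 genes and DESeq2 called 0. There the log2 fold change of Foxp2 was 1.17 from edgeR, in place of 3.72, and 1.16 from DESeq2 (adjusted p = 0.10). In G1-like cells of the basal class alone, clustered without integration, DESeq2 did not call Foxp2 (1.47, adjusted p = 0.99). In the basal class as a whole, Foxp2 had a log2 fold change of -0.072 and Lhx2 0.016, and neither passed.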

Notably, G1-like BACHD basal progenitors displayed robust upregulation of genes not normally expressed in E12.5 Dlx1^+^ MGE progenitors, including *Foxp2*, *Tbr1*, and *Slc17a6*, together with early differentiation-associated factors *Lhx2*, *Lhx1/Lhx1os*, and *Samd3* (Supplementary Fig. S6D; Supplementary Data 4). 

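Cells with UMIs of at least 4 of the 7 genes Tbr1, Slc17a6, Lhx1, Lhx1os, Lhx5, Lhx9 and Samd3, all of glutamatergic or diencephalic neurons, numbered 5, 5 and 1 among the 9530, 9761 and 6327 cells kept in BACHD pool 1, BACHD pool 2 and the control pool. Together these 11 cells held 2 UMIs of the GABAergic genes Gad1, Gad2, Dlx1, Dlx2, Dlx5 and Dlx6os1 and of EGFP among 136860 UMIs, or 0.146 per 10000, against 29.3 per 10000 in the other cells. They held 0 UMIs of Top2a, Mki67 and Cenpf, and Reln, expressed by Cajal-Retzius and other neurons, had 142 UMIs in them. Among the 11 cells, 8 lay in the cluster of low UMI counts and 0 in the basal class itself. Of the Foxp2 UMIs in G1-like BACHD cells, 60 of 60 in pool 1 and 135 of 150 in pool 2 were in such cells. Further cells of this kind, 7, 19 and 3, were among the barcodes removed for high doublet scores, and held 2.79, 3.52 and 27.4 of those GABAergic and EGFP UMIs per 10000. These 7 genes were chosen after the data were seen.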

As scRNA-seq was performed on FACS-sorted Dlx1-EGFP^+^ cells, these changes reflect aberrant transcriptional programs within MGE-derived progenitors rather than contamination by non-MGE or post-mitotic neuronal populations.

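Ebf1, an early B-cell factor gene of differentiating striatal neurons (ENSMUSG00000057098, chromosome 11 from 44617317 to 45008091 on GRCm38), stood at 7.56 and 12.9 CPM in the BACHD pools and 40.2 CPM in the control pool in newly post-mitotic progenitors, a log2 fold change of -1.998 (standard error 0.20, adjusted p = 5.2e-21 from edgeR's quasi-likelihood test). Nrg3, a neuregulin ligand gene, fell by 1.22 on the log2 scale (adjusted p = 5.6e-13 from the same test), and Tnik, a kinase gene of Wnt signaling, by 0.80. Meis2 and Nfib, transcription factor genes of ventral forebrain neurons, and Nxph1, a neurexin ligand gene, had log2 fold changes of -0.63, -0.56 and -0.46 and passed the test. Hs3st4, a heparan sulfate sulfotransferase gene, had a log2 fold change of -1.43 (adjusted p = 0.11 from edgeR), the ephrin receptor gene Ephb1 -0.44 (0.19) and the spindle pole gene Aspm -0.25 (0.83), and these did not pass. Of 14 genes of projection neuron identity, 4 fell and 0 rose (5 and 0 adjusted over the list alone). Ebf1 was far higher in LGE cells, and in early-stage interneuron precursors stood at 6.95, 13.0 and 40.1 CPM, near its levels here. LGE cells made up 10.8, 12.7 and 14.8% of the cells kept in BACHD pool 1, BACHD pool 2 and the control pool. Free RNA from LGE cells was not tested as a source of Ebf1, here or in the precursor classes. Among the named genes of this class, the largest rises were in the histone gene Hist1h3d (2.70) and the phosphodiesterase-family gene Gdpd3 (2.55). Csmd3, a synaptic adhesion gene, fell (-1.81). Among the 9 genes of the paper's panel (Fig. 6H) DESeq2 called 0 and gave 6 no adjusted p by its filter on mean counts, with 31 genes called in all, and without doublet removal Ebf1 and Csmd3 did not pass edgeR's test.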

Newly post-mitotic progenitors were further distinguished by broad suppression of neural developmental transcription factors and guidance molecules (*Ebf1*, *Nrg3*, *Ephb1*, *Nxph1*, *Hs3st4*, *Tnik*, *Nfib*, *Meis2*) and the spindle/centrosome regulator, *Aspm* (Fig. 6H). Conversely, across interneuron and basal projection precursor lineages, BACHD embryos exhibited convergent transcriptional changes characterized by continued downregulation of mitochondrial (*mt-Atp8*, *mt-Nd4l*, *Lars2*) and chromatin-associated (e.g., *Hist1h3d*) genes, reduced *Erh*, and increased *Trim17* expression (Fig. 6I-M).

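In each of the 5 interneuron and projection precursor classes, mt-Atp8, mt-Nd4l, Lars2 and Erh fell in BACHD, and Trim17 and Hist1h3d rose. The log2 fold change of mt-Atp8 ran from -1.79 in late-stage interneuron to -1.65 in early-stage interneuron precursors and that of mt-Nd4l from -1.77 in late-stage interneuron to -1.60 in early-stage interneuron precursors. For Lars2 it ran from -1.55 in late-stage interneuron to -1.03 in basal ganglia precursors, and for Erh from -0.77 in limbic/forebrain to -0.38 in late-stage interneuron precursors. Trim17 had values from 1.46 in late-stage interneuron to 2.10 in limbic/forebrain precursors. Hist1h3d, an H3 gene (ENSMUSG00000099583, chromosome 13 from 23575763 to 23577011 on GRCm38), had values from 2.68 in early-stage interneuron to 4.16 in late-stage interneuron precursors; in cholinergic precursors it stood at 9.01 and 7.58 CPM in the BACHD pools and 0.669 CPM in the control pool (adjusted p = 1.4e-11 from edgeR's quasi-likelihood test). Other histone genes rose beside it, Hist1h2ac with log2 fold changes of 2.45 in basal ganglia, 2.29 in limbic/forebrain and 3.15 in cholinergic precursors. By DESeq2 mt-Nd4l passed in all 5 classes, and Erh did not pass in late-stage interneuron and limbic/forebrain precursors (adjusted p = 0.26 and 0.085). Its filter on mean counts left genes without an adjusted p, namely mt-Atp8 and Trim17 in late-stage interneuron, basal ganglia and cholinergic precursors, Lars2 in basal ganglia precursors, and Hist1h3d in all classes but limbic/forebrain precursors; the others passed. All of these classes are set against the same control pool.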

Among late-stage interneuron precursor subtypes, *Zeb2*, a key regulator of the cortical–striatal fate switch (McKinsey et al., 2013), was significantly downregulated, suggesting impaired specification of cortical interneuron identity (Fig. 6J). Conversely, *Foxp2*, more typically associated with GABAergic projection neuron lineages (Schreiweis et al., 2019), was increased, consistent with partial engagement of alternative lineage-associated transcriptional features. In addition, *Nfib* and *Ebf1*, transcriptional regulators implicated in neurogenic maturation, were downregulated in basal ganglia–projecting and limbic/forebrain–projecting GABAergic precursor populations, respectively (Fig. 6K, L). 

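Zeb2, the homeobox repressor that steers MGE neurons between cortical and striatal fates (ENSMUSG00000026872, chromosome 2 from 44983632 to 45117395 on GRCm38), was nearly absent from the late-stage class, at 7.41 and 3.54 CPM in the BACHD pools and 6.49 CPM in the control pool, a log2 fold change of -0.27 (standard error 0.44, adjusted p = 0.70 from edgeR's quasi-likelihood test). Sst, a marker of the paper's late-stage class, was lower in the late-stage class rebuilt here than in the early-stage one. The class here and the paper's need not hold the same cells, so these values do not test the paper's result. In early-stage interneuron precursors Zeb2 fell from 614 CPM in the control pool to 347 and 411 CPM. Its log2 fold change there was -0.70 (standard error 0.095, adjusted p = 5.1e-07 from the same test). Other interneuron genes that fell in the late-stage class were Cntnap2 (-1.01) and the SoxD factor gene Sox6 (-0.74); of 14 interneuron identity genes, 6 fell and 2 rose (6 and 3 adjusted over the list alone).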

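Foxp2, a forkhead gene otherwise of projection neurons, stood in late-stage interneuron precursors at 39.6 and 30.7 CPM in the BACHD pools and 25.5 CPM in the control pool, with a log2 fold change of 0.45 (standard error 0.22, adjusted p = 0.11 from edgeR's quasi-likelihood test), and did not pass. Both BACHD pools lay above the control pool. It passed under 3 alternatives set beforehand, the stricter cell filter, clusters without integration and clusters without cell-cycle regression.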

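In basal ganglia projection precursors, Nfib, a nuclear factor I gene of neuronal maturation (ENSMUSG00000008575, chromosome 4 from 82290173 to 82705750 on GRCm38), stood at 8.70 and 8.40 CPM in the BACHD pools and 11.5 CPM in the control pool, a log2 fold change of -0.42 (standard error 0.29, adjusted p = 0.38 from edgeR's quasi-likelihood test), and did not pass; it did so when clusters were made without cell-cycle regression. Ebf1 fell in these precursors, with a log2 fold change of -2.13 (adjusted p = 7.4e-14 from the same test). In limbic/forebrain projection precursors Ebf1 stood at 7.23 and 12.7 CPM in the BACHD pools and 32.5 CPM in the control pool, a log2 fold change of -1.69 (standard error 0.27, adjusted p = 0.014 from the same test), and Nfib fell there as well, with a log2 fold change of -1.11 (adjusted p = 4.1e-05 from the same test). Npy, a neuropeptide gene, had the lowest log2 fold change among the named genes of basal ganglia precursors, -2.33. By DESeq2 Ebf1 did not pass in limbic/forebrain precursors (adjusted p = 0.13), and in basal ganglia precursors Ebf1 and Npy got no adjusted p by its filter on mean counts. Without doublet removal Ebf1 passed in neither class by edgeR. Free RNA from LGE cells was not tested as a source of Ebf1 in these classes.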

Finally, basal-cholinergic precursors exhibited coordinated downregulation of genes linked to synaptic signaling (*Erbb4*, *Grid2*, *Cpne4*, *Car10*), neuronal polarity (*Pard3b*), adhesion and wiring specificity (*Pcdh7/9/10*, *Alcam*, *Cdh13*), and excitability maturation (*Kcnc2*, *Kcnip4*), a pattern consistent with impaired progression toward a differentiated, connectivity-competent neuronal state (Fig. 6M).

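All 12 of these genes fell in BACHD cholinergic precursors, with a median log2 fold change of -1.07 and a range from -1.54 for Cpne4, a copine gene, to -0.48 for the protocadherin gene Pcdh9. Erbb4 (ENSMUSG00000062209, chromosome 1 from 68032186 to 69108059 on GRCm38) stood at 82.2 and 104 CPM in the BACHD pools and 224 CPM in the control pool, a log2 fold change of -1.27 (standard error 0.091, adjusted p = 6.9e-41 from edgeR's quasi-likelihood test). The adhesion genes Alcam, Cdh13, Pcdh10 and Pcdh7 had log2 fold changes of -1.37, -1.30, -0.99 and -0.94. Kcnip4, a subunit gene of A-type potassium channels, was at -1.28, the potassium channel gene Kcnc2 at -0.61, Car10 at -1.10 and the polarity gene Pard3b at -1.03. Ebf1 had the lowest value among the named genes of this class, -3.31, and Pcdh11x fell with -2.34. Whether free RNA is a source of Ebf1 here was not tested. Histone genes rose, Hist1h1c by a log2 fold change of 1.69 and Hist1h2bc by 1.43. DESeq2 on the same sums called 4 of the 12 and left 6 without an adjusted p by its filter on mean counts, and without a filter on low counts edgeR called 0 genes in this class, with 1867 at an unadjusted p under 0.05. Kcnip4 did not pass by DESeq2 (adjusted p = 0.59), nor by edgeR without doublet removal, with the stricter cell filter, or in clusters made without integration or without cell-cycle regression.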

In summary, single-cell analysis of the E12.5 MGE resolves a structured neurogenic hierarchy and identifies basal intermediate progenitors as the population showing the most pronounced transcriptional changes in BACHD embryos. These changes include coordinated alterations in mitochondrial, ribosomal, and replication-associated chromatin gene expression, together with altered S-phase labeling. 

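Basal intermediate progenitors had 599 genes past the threshold (235 up and 364 down of 13174 tested), among them the histone genes that fell and, with a rise, Txnip, a thioredoxin-binding stress gene (1.24), and the hedgehog ligand gene Shh (1.08). Late-stage interneuron precursors had 3168 (1583 up and 1585 down of 12219 tested), basal ganglia projection precursors 1584 (688 up and 896 down of 12932 tested) and cholinergic precursors 1012 (391 up and 621 down of 13251 tested). Post-mitotic progenitors had 472, early-stage interneuron precursors 315, limbic/forebrain precursors 233 and apical radial glia 78. By DESeq2 on the same sums the counts were 49 in basal, 755 in late-stage interneuron, 268 in basal ganglia and 152 in cholinergic cells. DESeq2's filter on mean counts left 236, 1252, 819 and 449 of edgeR's genes in these classes without an adjusted p. After thinning each cell to 3000 UMIs edgeR gave 122 in basal, 2150 in late-stage interneuron, 665 in basal ganglia, 593 in cholinergic, 111 in post-mitotic, 230 in early-stage interneuron, 133 in limbic/forebrain and 6 in apical cells. Other settings raised some counts, among them those of early-stage and apical cells without integration and of limbic/forebrain cells without the low-count filter. The classes differ in cells and UMIs, and a count does not measure the size of a change.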

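Among replication-dependent histones 11 of 21 measured rose and 0 fell in late-stage interneuron precursors, 11 of 29 rose and 0 fell in basal ganglia precursors and 6 of 28 rose and 0 fell in limbic/forebrain precursors (12, 12 and 10 rose and 0, 0 and 1 fell when adjusted over the list alone). In cholinergic precursors 10 of 30 rose and 1 fell, in early-stage interneuron precursors 4 of 30 rose and 0 fell and in post-mitotic progenitors 6 of 30 rose and 2 fell (13, 5 and 6 rose and 1, 1 and 3 fell when adjusted over the list alone). The median log2 fold changes in these 6 classes were 1.07, 0.70, 0.74, 0.65, -0.12 and 0.29, in the order given. In basal ganglia precursors 31 of 52 G2/M genes rose as well and 1 fell, with a median log2 fold change of 1.75. Late-stage interneuron precursors showed a fall of Gpc5, a heparan sulfate proteoglycan gene, from 86.8 CPM in the control pool to 2.34 and 6.91 CPM, a log2 fold change of -4.18 (standard error 0.22, adjusted p = 2.0e-66 from edgeR's quasi-likelihood test), and of Olfm3 (-2.27) and the ryanodine receptor gene Ryr3 (-1.98). Early-stage precursors showed a rise of the immediate early gene Egr1 (2.23) and a fall of Ebf1 (-2.02), for which free RNA was not tested. By DESeq2 on the same sums Gpc5, Olfm3, Ryr3, Egr1 and the early-stage Ebf1 got no adjusted p, as they fell under its filter on mean counts. By edgeR Gpc5 and Olfm3 did not pass in clusters made without cell-cycle regression.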

Related transcriptional alterations are also observed in post-mitotic interneuron and GABAergic projection neuron precursors, affecting genes associated with differentiation and subtype specification across multiple MGE-derived lineages.

### 3.6. Genetic rescue of MGE-derived interneurons prevents motor deficits in BACHD mice

Cumulative evidence indicates that interneuron deficits during critical periods of forebrain circuit formation lead to long-lasting alterations, including impaired thalamocortical feedforward inhibition onto pyramidal cells, cortico-striatal hyperactivity and hyperconnectivity, and marked changes in striatal synaptic plasticity (Kozorovitskiy et al., 2012; Peixoto et al., 2019; Peixoto et al., 2016). Perturbations of this nature are likely to play an important role in HD pathogenesis. To directly assess the contribution of MGE–derived interneurons to motor dysfunction, a core feature of HD, we selectively eliminated mutant huntingtin (mHTT) expression from this lineage in BACHD mice on a C57BL/6 J background via Cre-mediated excisional recombination of the mutant allele (Fig. 7A). BACHD mice, which carry the full-length human mHTT transgene with a floxed exon 1, were crossed with mice expressing Cre recombinase under the control of the Nkx2–1 promoter, a defining marker of the MGE patterning domain. The resulting genetically rescued mice, hereafter referred to as BACHD-N, express mHTT in all forebrain cell populations except those derived from the MGE, in which the mutant allele is excised, effectively generating a null mHTT state. Excisional recombination was validated in FACS–sorted forebrain cells from BACHD-N mice carrying the Rosa26^LSL-tdTomato reporter by PCR amplification of the sequence encompassing loxP-flanked region (Fig. 7B). In contrast to tdTomato-negative cells, no discernible unrecombined floxed amplicon was detected in Nkx2–1–lineage cells, demonstrating efficient Nkx2–1-Cre–driven recombination.

Backcrossing onto C57BL/6 J substantially reduced the excessive weight gain characteristic of BACHD FVB/N mice (Supplementary Fig. S7). At 12 months, male WT, BACHD-N, and BACHD mice weighed 29.9, 31.4, and 32.9 g, respectively (*n* = 16, 13, 11; Kruskal–Wallis = 4.84, *p* = 0.088), and female WT, BACHD-N, and BACHD mice weighed 26.4, 28.6, and 33.6 g (*n* = 18, 15, 8; Kruskal–Wallis = 11.4, *p* = 0.033; WT vs. BACHD-N *p* = 0.99; WT vs. BACHD *p* = 0.022). Although BACHD females remained heavier than WT, their weight was well below the ~45 g typical of BACHD FVB/N females and within the normal C57BL/6 J range (Cummings et al., 2009). Importantly, genetic rescue of Nkx2–1 lineages normalized the weight gain in BACHD-N mice. Because Nkx2–1 is also expressed in hypothalamic progenitors, this rescue may have prevented previously reported hypothalamic circuit alterations (Dickson et al., 2022; Hult et al., 2011; Soylu-Kucharz et al., 2016).

Motor function was assessed in 12-month-old mice using the Open Field (Fig. 7C,D), Balance Beam (Fig. 7E), and Accelerating Rotarod (Fig. 7F) tests. In the Open Field test, total distance traveled differed significantly among BACHD, BACHD-N, and control groups (18.1 ± 1.4, 25.4 ± 1.7, and 23.8 ± 1.6, *n* = 13, 14, and 20, respectively; one-way ANOVA, *F*_(2,44)_ = 5.03, *p* = 0.011). BACHD mice traveled shorter distances than controls (Tukey’s HSD, *p* = 0.038, 95% CI = 0.26 to 11.3), whereas BACHD-N mice did not differ from controls (*p* = 0.756, 95% CI = −6.97 to 3.79). Ambulation speed also differed significantly across groups (BACHD, BACHD-N and control 2.97 ± 0.21, 4.23 ± 0.31, and 3.91 ± 0.26, [*n* = 13, 13, 21] respectively; one-way ANOVA, *F*_(2,44)_ = 4.93, *p* = 0.011). Only BACHD mice exhibited significantly reduced speeds compared to controls (Tukey’s HSD, *p* = 0.047, 95% CI = 0.009 to 1.85), whereas BACHD-N mice performed comparably (*p* = 0.655, 95% CI = −1.25 to 0.58). These findings indicate that genetic rescue of the MGE lineage prevents the emergence of the hypokinetic phenotype in BACHD mice.

Balance Beam performance also differed significantly among groups (mean slips: 4.56 ± 1.2, 1.45 ± 0.32, and 1.36 ± 0.46 for BACHD, BACHD-N, and controls [*n* = 9, 11, 11], respectively; one-way ANOVA, *F*_(2,28)_ = 6.29, *p* = 0.006; Fig. 7E). Compared to controls, BACHD mice displayed more slips (Tukey’s HSD, *p* = 0.01, 95% CI = −5.69 to −0.69), whereas BACHD-N mice did not (*p* = 0.99, 95% CI = −2.45 to 2.27). Rotarod performance (*n* = 8, 12, and 12 for BACHD, BACHD-N, and controls, respectively; Fig. 7F) revealed a significant group effect on latency to falls (*F*(_2,29)_ = 5.34, *p* = 0.011). Post hoc analysis showed that BACHD mice had shorter latencies than controls (Dunnett’s test, *p* = 0.0064, 95% CI = 12.86 to 81.83), whereas BACHD-N mice performed similarly to controls (*p* = 0.094, 95% CI = −4.04 to 57.65). No differences were observed by day (*F*(_2,58)_ = 2.28, *p* = 0.110) or group*day (*F*_(2,58)_ = 182, *p* = 0.946). Together, these results demonstrate that selective removal of mHTT from the MGE lineage forestalls the development of motor coordination deficits in BACHD mice.

### 3.7. Genetic rescue of the MGE lineage prevents striatal degeneration, corrects myelination deficits, and prevents early interneuron deficits in BACHD mice

Striatal degeneration is another hallmark of HD. We therefore examined whether genetic rescue of the MGE lineage could mitigate this pathology. Striatal specimens from 12-month-old BACHD, BACHD-N, and control mice (*n* = 5, 4, and 5, respectively; Fig. 7G,H) were processed for transmission electron microscopy. Neurons were counted in 50 open square areas (6400 μm^2^ each) per specimen and classified as having normal or degenerative morphologies. Counts from each specimen were pooled to construct a contingency table. The proportion of degenerative striatal neurons was significantly higher in BACHD mice compared to controls (10.1% [95% CI, 8.8–11.7] vs. 3.2% [95% CI, 2.4–4.1]; Fisher’s exact test, *p* < 0.0001; Fig. 7H). In contrast, BACHD-N mice had a percentage of degenerative neurons comparable to controls (3.2% [95% CI, 2.4–4.2] vs. 3.2% [95% CI, 2.4–4.1]; Fisher’s exact test, *p* > 0.999). These results indicate that MGE-lineage genetic rescue prevents striatal degeneration in BACHD mice.

We next assessed the impact of MGE-lineage rescue on axonal hypomyelination, another consistent pathological feature of HD. Myelin g-ratios were quantified in the deep region of somatosensory cortical layer 6 in 12-month-old control, BACHD, and BACHD-N mice (*n* = 5, 6, and 9, respectively; Fig. 7I,J). For linear regression analysis, axons were pooled by group (*n* = 631, 620, and 850 for control, BACHD, and BACHD-N, respectively). BACHD mice exhibited a clear hypomyelination phenotype compared to controls (intercept: *F*_(1,1248)_ = 84.7, *p* < 0.0001; slope: *F*_(1,1247)_ = 1.67, *p* = 0.196). Remarkably, myelination in BACHD-N mice was indistinguishable from controls (intercept: *F*_(1,1478)_ = 0.005, *p* = 0.939; slope: *F*_(1,1477)_ = 0.579, *p* = 0.447), suggesting that non–cell-autonomous mechanisms involving MGE-derived cells contribute to myelin deficits in BACHD.

Given the PV^+^ and SST^+^ interneuron deficits observed at PND13 in BACHD mice, we next asked whether early genetic rescue of mutant huntingtin (mHTT) in Nkx2–1–expressing MGE progenitors prevents the emergence of these abnormalities. Quantitative analyses revealed that control and BACHD-N mice exhibited comparable numbers of PV^+^ and SST^+^ interneurons in both the cortex (PV^+^: Control: 195.2 ± 57.9, *n* = 10; BACHD-N: 221.1 ± 68.8, *n* = 10; *t*_18_ = 0.91, *p* = 0.375; Supplementary Fig. S8A/A‘,E; SST^+^: Control: 256.1 ± 50.0, *n* = 11; BACHD-N: 275.6 ± 34.4, *n* = 10; *t*_19_ = 1.03, *p* = 0.314; Supplementary Fig. S8B/B′, F) and the striatum (PV^+^: Control: 18.2 ± 3.7, *n* = 11; BACHD-N: 20.1 ± 3.8, *n* = 11; *t*_20_ = 1.19, *p* = 0.245; Supplementary Fig. S8C/C′,G; SST^+^: Control: 50.1 ± 6.1, *n* = 11; BACHD-N: 49.7 ± 6.2, *n* = 11; *t*_20_ = 0.13, *p* = 0.896; Supplementary Fig. S8D/D′,H). These findings indicate that removal of mHTT from the MGE lineage is sufficient to prevent early PV^+^ and SST^+^ interneuron deficits, supporting a lineage-autonomous requirement for mHTT expression in driving these developmental abnormalities and reinforcing their relevance to Huntington’s disease pathogenesis.

## 4. Discussion

Using the BACHD model, we show that disrupted developmental neurogenesis of MGE-derived GABAergic lineages represents an early pathogenic vulnerability and that perturbation of these lineages plays a necessary role in later emergence of key HD hallmarks. At E12.5, the subpallium exhibits selective vulnerabilities across interneuron lineages, with early reductions biased toward SST-associated precursors and more spatially restricted effects on PV-lineage progenitors within migratory corridors, alongside a reciprocal increase in globus pallidus GABAergic projection neuron precursors. These developmental imbalances are evident during the first two postnatal weeks but partially resolve by PND30, with the notable exception of a persistent deficit in cortical SST^+^ interneurons, paralleling previously reported early cortico-striatal circuit disturbances (Cepeda et al., 2025b). Occurring during a critical period of circuit formation, these early disruptions are positioned to exert lasting effects on network function, including cortical hyperexcitability, a recognized feature of HD (Cepeda et al., 2025a; Nardone et al., 2007; Orth et al., 2010; Schippling et al., 2009). Consistent with a causal role, targeted genetic rescue of MGE lineages prevented both motor decline and striatal neurodegeneration.

Beyond their role in maintaining excitatory–inhibitory balance in mature circuits, interneurons play essential roles in developmental plasticity and circuit refinement (Le Magueresse and Monyer, 2013; Reh et al., 2020; van Versendaal and Levelt, 2016). Early-born SST interneurons act as pioneer cells that scaffold thalamocortical inputs onto infragranular PV interneurons (Tuncdemir et al., 2016). Their loss disrupts PV maturation, weakens thalamic drive, and reduces feedforward inhibition, leading to cortico-striatal dysfunction (Kozorovitskiy et al., 2012; Peixoto et al., 2016). Multiple HD models show comparable delays in GABAergic maturation and early thalamocortical and cortico-striatal perturbations (Cepeda et al., 2025a; Cepeda et al., 2025b; Cepeda et al., 2003; Cepeda et al., 2019; Holley et al., 2022; Parievsky et al., 2017; Serranilla and Woodin, 2021). Although many of these abnormalities are transient, they are likely to engage developmental programming mechanisms with lasting consequences (Chen and Zhang, 2011; Ratie and Humbert, 2024; Vaiserman et al., 2018), and failure of later homeostatic compensation may precipitate HD phenotypes (Cepeda et al., 2025a; Cepeda et al., 2025b). Moreover, the lifelong deficit of cortical SST^+^ interneurons observed here may further potentiate hyperexcitability arising from early circuit maldevelopment, rendering cortico-striatal networks increasingly vulnerable to excitotoxic stress. It also remains possible that subtle misspecification of MGE-derived neurons contributes to enhanced susceptibility to age-dependent cell loss.

Our findings align with postmortem studies reporting interneuron deficits in HD (Kim et al., 2014; Mehrabi et al., 2016; Reiner et al., 2013), in which such abnormalities correlate with symptom heterogeneity, severity, and neuronal loss. Similar deficits and associated inhibitory circuit abnormalities, have been documented across several HD models (Cummings et al., 2009; Holley et al., 2019; Rallapalle et al., 2021; Voelkl et al., 2022; Wang et al., 2024), suggesting that interneuron dysfunction represents a conserved component of HD pathophysiology. Here, we extend these findings by demonstrating that interneuron deficits arise early in development and are evident during the first postnatal weeks. By PND13, BACHD mice already display reduced numbers of cortical SST+ and PV+ interneurons, as well as fewer striatal PV+ interneurons, despite preservation of the overall Lhx6^+^ interneuron pool. Notably, BACHD mice display quantifiable behavioral abnormalities between PND10 and PND21, including impaired ultrasonic vocalizations, hyperkinetic phenotypes, and altered risk-taking behavior (Siebzehnrubl et al., 2018) temporally coinciding with these cellular abnormalities.

Interneuron neurogenesis follows an extended timeline, producing an initial surplus of cells that are later refined by apoptosis (Denaxa et al., 2018a; Denaxa et al., 2018b; Mancia Leon et al., 2020; Miyoshi et al., 2007; Southwell et al., 2012; Wong et al., 2018). Because interneuron maturation is asynchronous and tightly linked to birthdate and lineage trajectory, selective disruption of early-born SST^+^ and PV^+^ interneurons provides a parsimonious explanation for their reduced numbers at PND13, whereas preservation of Lhx6^+^ interneurons likely reflects later-born populations that have not yet acquired mature subtype markers. The transient reduction of PV^+^ interneurons at PND13 is consistent with early loss of Mafb^+^ PV precursors at E12.5, followed by later compensatory neurogenesis, in line with the extended temporal window of PV lineage production. By PND30, PV^+^ interneuron numbers no longer differ significantly between genotypes, whereas SST^+^ interneurons remain persistently reduced, consistent with the more restricted developmental window of SST^+^ interneurons relative to PV^+^ cells, whose neurogenesis extends into late gestation (Miyoshi et al., 2007). In addition to reduced neurogenic output, delayed maturation or impaired acquisition of molecular identity may contribute to these patterns, as suggested by reports of molecular marker loss in SST^+^ and VIP^+^ interneurons in the R6/2 HD model (Voelkl et al., 2022).

We also observed elevated numbers of Nkx2–1^+^ precursors in the globus pallidus at E12.5 and increased Foxp2^+^ arkypallidal neurons at PND13. While Foxp2+ arkypallidal cells are generally thought to arise from extra-MGE sources (Dodson et al., 2015), our previous work indicated a MGE contribution of up to 10% (Mehler et al., 2019). Consistent with this, scRNA-seq clusters enriched for MGE markers (*Nkx2*–*1, Lhx6/8, Gbx1/2*) also expressed *Foxp2*, suggesting that a previously underappreciated subset of arkypallidal neurons derives from the MGE. Thus, the increased number of arkypallidal neurons may reflect aberrant expansion of a ventral MGE-derived Foxp2^+^ subpopulation. 

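In the class named basal ganglia projection precursors, Foxp2 stood at 1003, 1088 and 1109 CPM in BACHD pool 1, BACHD pool 2 and the control pool. The MGE genes were present in the same cells: Nkx2-1, the homeobox gene that specifies the MGE, at 375, 314 and 314 CPM, Lhx6 at 348, 331 and 283 CPM and Lhx8 at 721, 677 and 614 CPM. Gbx1 was at 260.3, 274 and 241 CPM and Gbx2 at 131, 129.9 and 102 CPM. Foxp2 and Gbx2 are among the genes by which the class was named. These are levels over all cells of the class, which mix cells with and without each transcript.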

Notably, selective inactivation of *Htt* within the MGE lineage previously produced similar increases in arkypallidal neurons together with interneuron deficits (Mehler et al., 2019), implicating *Htt* loss-of-function–related mechanisms in MGE microdomain patterning and lineage specification. Such an early increase in arkypallidal neuron number may influence pallido–striatal inhibitory feedback during critical periods of basal ganglia circuit tuning during plasticity, with possible long-term consequences for action selection and motor control.

Single-cell transcriptomic analyses identify MGE basal progenitors as a core site of vulnerability to mutant HTT and link early progenitor dysfunction to downstream neuronal abnormalities. Across the MGE neurogenic continuum, mutant HTT disrupts replication-coupled chromatin regulation and biosynthetic capacity, with basal intermediate progenitors most strongly affected. Broad repression of replication-dependent histone genes, reduced *Erh* expression, and associated mitochondrial deficits indicate an impaired ability to meet the chromatin assembly demands of proliferative amplification, accompanied by sustained expression of the stress-associated factor Trim17. Consistent with this framework, cell-cycle–resolved histone module analyses further demonstrate that histone repression persists across late cell-cycle phases and extends to linker Histone-1 family members, indicating disruption of higher-order chromatin regulation rather than a simple consequence of altered S-phase dynamics. Cell cycle–resolved analyses demonstrate that these chromatin abnormalities are already evident within individual cell cycle phases and are associated with a redistribution of basal progenitors toward late cell cycle states, consistent with unresolved replication-associated chromatin stress prior to mitotic entry. In vivo cell-cycle labeling corroborates this framework, revealing selective accumulation of S-phase progenitors without increased mitotic output, indicative of impaired cell-cycle progression rather than enhanced proliferation. Together, these findings extend and mechanistically refine our earlier evidence of mutant HTT–induced progenitor cell cycle dysregulation during subpallial development (Molero et al., 2009). By resolving these abnormalities at single-cell resolution, our data position defective replication-coupled chromatin regulation upstream of altered progenitor dynamics and downstream lineage perturbations. Importantly, cell cycle stratification further reveals destabilization of progenitor identity during the G1-like stage, marked by inappropriate activation of differentiation- and region-associated transcriptional programs normally excluded from Dlx1^+^ MGE progenitors. Collectively, these findings support a model in which mutant HTT disrupts replication-coupled chromatin regulation, delays orderly cell cycle progression, and uncouples early G1 transit from lineage control, thereby propagating fate instability into post-mitotic precursors.

Our prior studies demonstrated that selective expression of mutant Htt during development is sufficient to produce motor deficits, NMDA receptor–mediated excitotoxic vulnerability, and striatal degeneration comparable to lifelong mutant Htt expression (Molero et al., 2016). Developmentally restricted partial loss of *Htt* similarly produced motor deficits, striatal cell loss, and HD-like hypomyelination (Arteaga-Bracho et al., 2016; Hickman et al., 2021). Conditional ablation of *Htt* within subpallial lineages using *Gsx2*- and *Nkx2*–*1*-Cre drivers resulted in aggressive basal ganglia degeneration and motor impairments (Mehler et al., 2019). By one month of age, these mice showed SST^+^ interneuron deficits, and by 12 months, progressive loss of striatal and cortical PV^+^ interneurons, paralleling findings in human HD (Kim et al., 2014; Reiner et al., 2013). Collectively, these studies not only emphasized the contribution of developmental alterations to HD pathogenesis but also the mechanistic involvement of MGE neurogenesis deficits. The present study extends these observations by demonstrating that genetic rescue of the Nkx2–1 MGE lineage prevents the emergence of major motor and degenerative phenotypes in BACHD mice, despite continued mutant Htt expression in other forebrain lineages, strongly implicating aberrant MGE neurogenesis in HD pathogenesis.

Finally, developmental disruptions in HD likely extend beyond neurons to oligodendrocyte lineages. Migrating interneurons regulate gliogenesis and oligodendrocyte maturation through paracrine signaling and direct interactions (Orduz et al., 2015; Voronova, 2017), and oligodendrocyte maturation and myelination are impaired in HD and *Htt* loss-of-function models (Arteaga-Bracho et al., 2016; Jin et al., 2015; Lim et al., 2022). Here, genetic rescue of MGE lineages also prevented white matter hypomyelination in BACHD mice, implicating interneuron dysfunction as a contributor to myelin pathology. Because cortical myelination during critical period closure stabilizes emerging neural circuits (Xin et al., 2024), early myelin deficits may further exacerbate circuit maldevelopment. Consistent with this view, targeting mutant Htt in oligodendrocytes via NG2-Cre improved behavioral phenotypes in BACHD mice (Ferrari Bardile et al., 2019).

In summary, our findings demonstrate that developmental impairments differentially disrupt neurogenesis of MGE-derived GABAergic lineages in BACHD mice, affecting both globus pallidus projection neurons and interneurons in the cortex and striatum. These abnormalities arise during a period of maximal circuit plasticity, and their prevention through targeted genetic rescue forestalls the emergence of core HD phenotypes, including motor impairments, striatal degeneration, and myelination deficits. Together, these data support a developmental model of HD pathogenesis in which non–cell-autonomous mechanisms driven by aberrant MGE lineage specification and maturation exert lasting effects on circuit stability and disease vulnerability, with important translational implications for early, lineage-targeted disease-modifying interventions.

## Supplementary Material

MMC1

MMC5

MMC4

MMC2

MMC9

MMC3

MMC8

MMC7

MMC6

MMC10

MMC11

MMC12

Supplementary data to this article can be found online at https://doi.org/10.1016/j.nbd.2026.107297.

## Figures and Tables

**Fig. 1.**
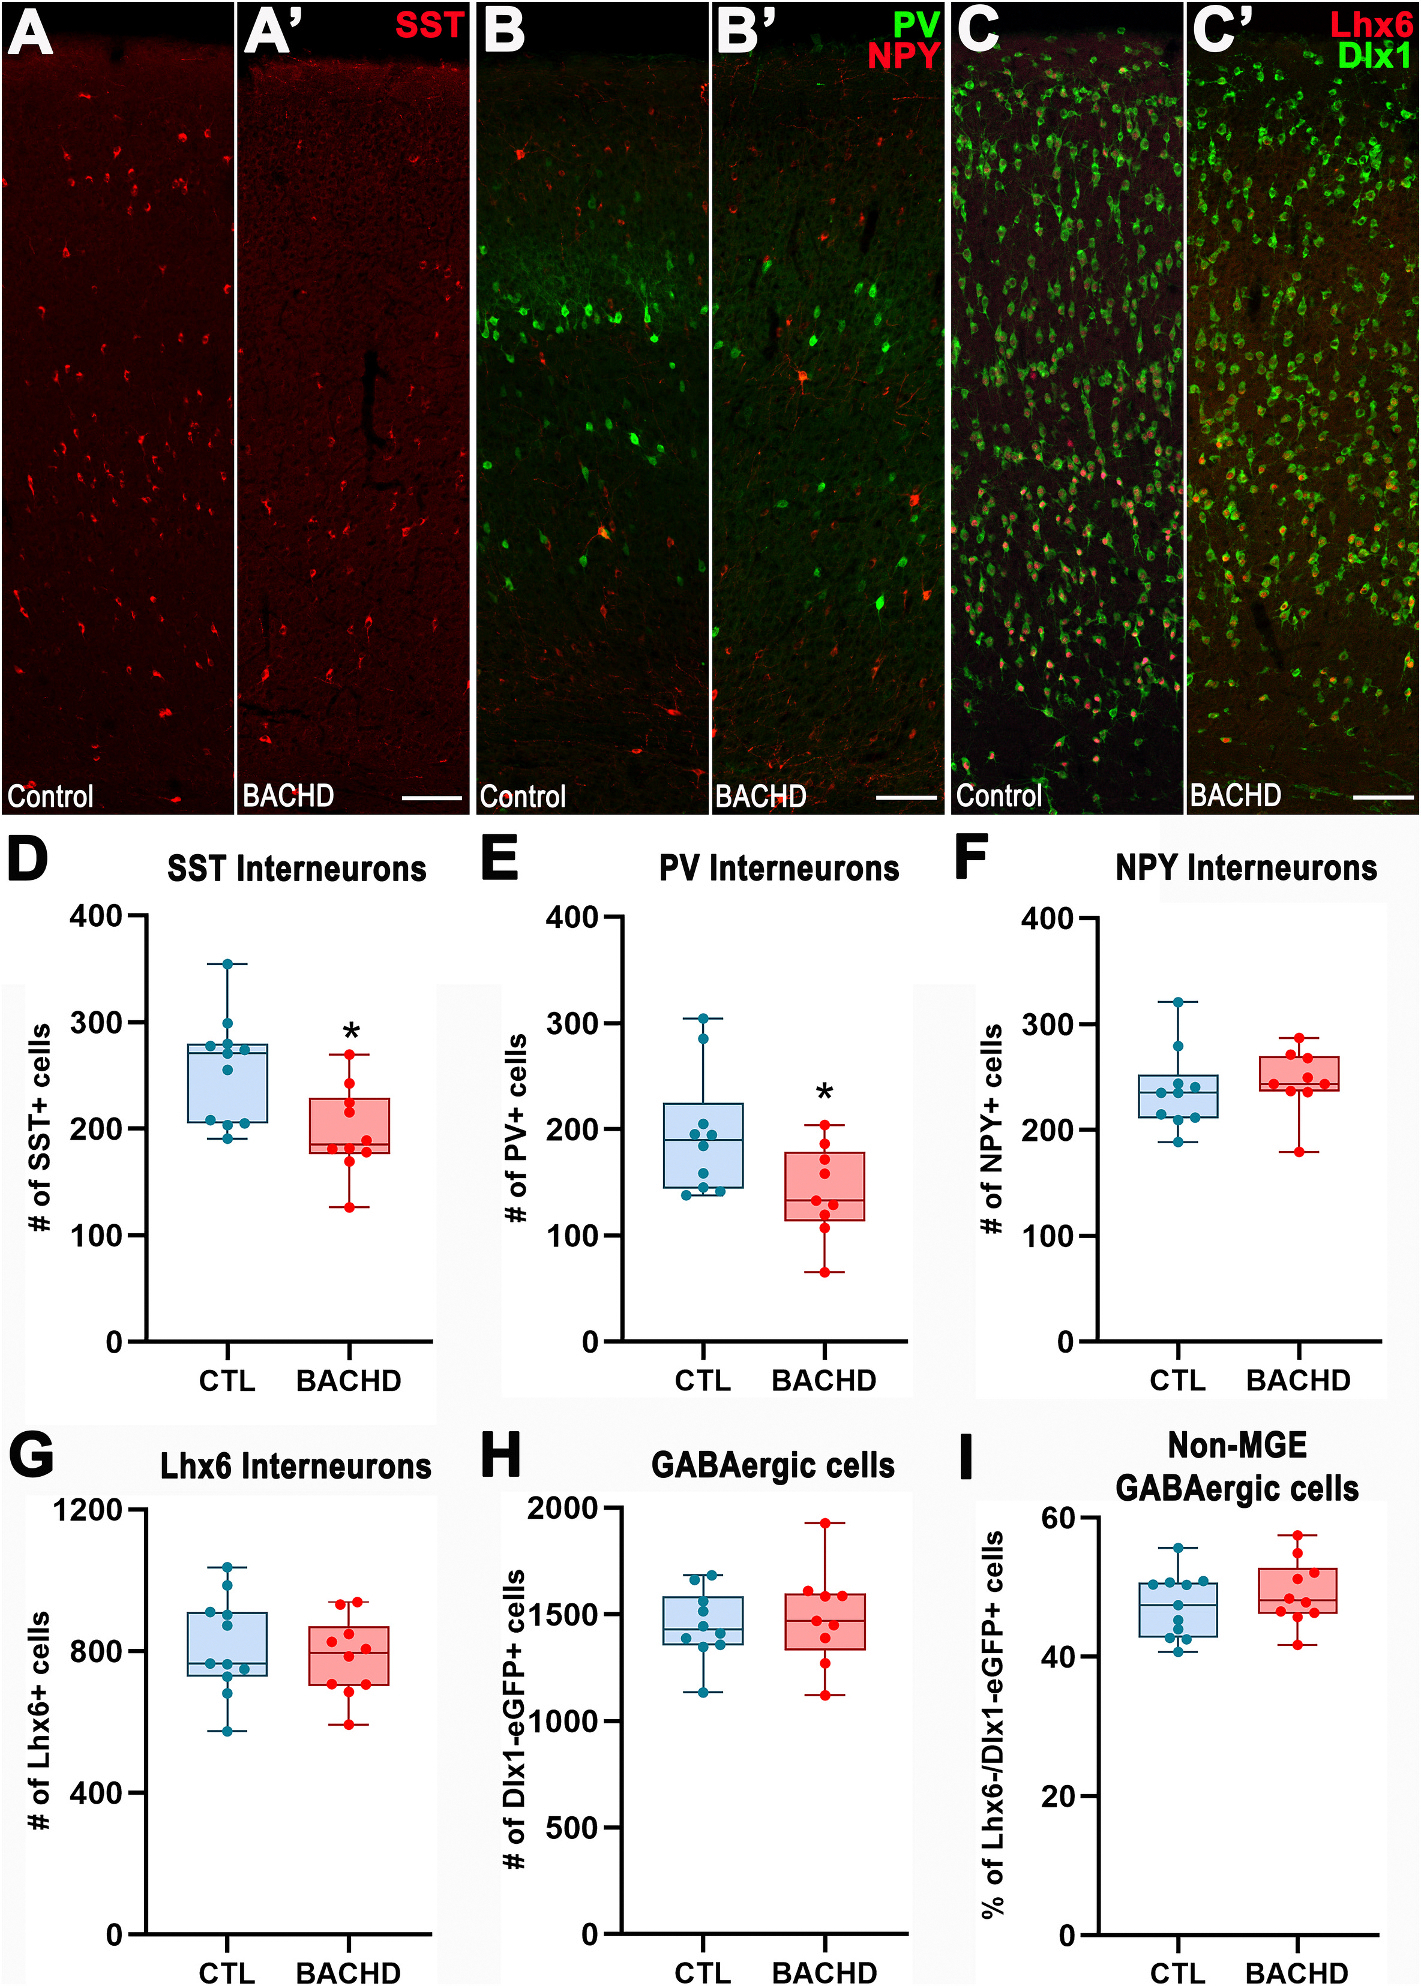
SST- and PV-expressing interneurons, but not Lhx6^+^ cells, are reduced in the PND13 BACHD cortex. (A–C) Representative immunofluorescence images of the somatosensory cortex from PND13 mice stained for SST (A), PV and NPY (B), and Lhx6 together with EGFP driven by the *Dlx1* promoter (Dlx1; C). (D-I) Quantification of SST^+^ (D), PV^+^ (E), NPY^+^ (F), Lhx6^+^ (G), EGFP driven by the *Dlx1* promoter (H; surrogate marker for GABAergic neurons), and the percentage of Dlx1^+^ cells not expressing Lhx6 (I), representing the proportion of non-medial ganglionic eminence (MGE)-derived cortical GABAergic neurons. Data are presented as box-and-whisker plots showing median, interquartile range, and minimum/maximum values. Individual data points represent biological replicates. Statistical analysis was performed using unpaired Student’s *t*-test; *p* < 0.05 was considered significant. Scale bars: 100 μm (A–C).

**Fig. 2.**
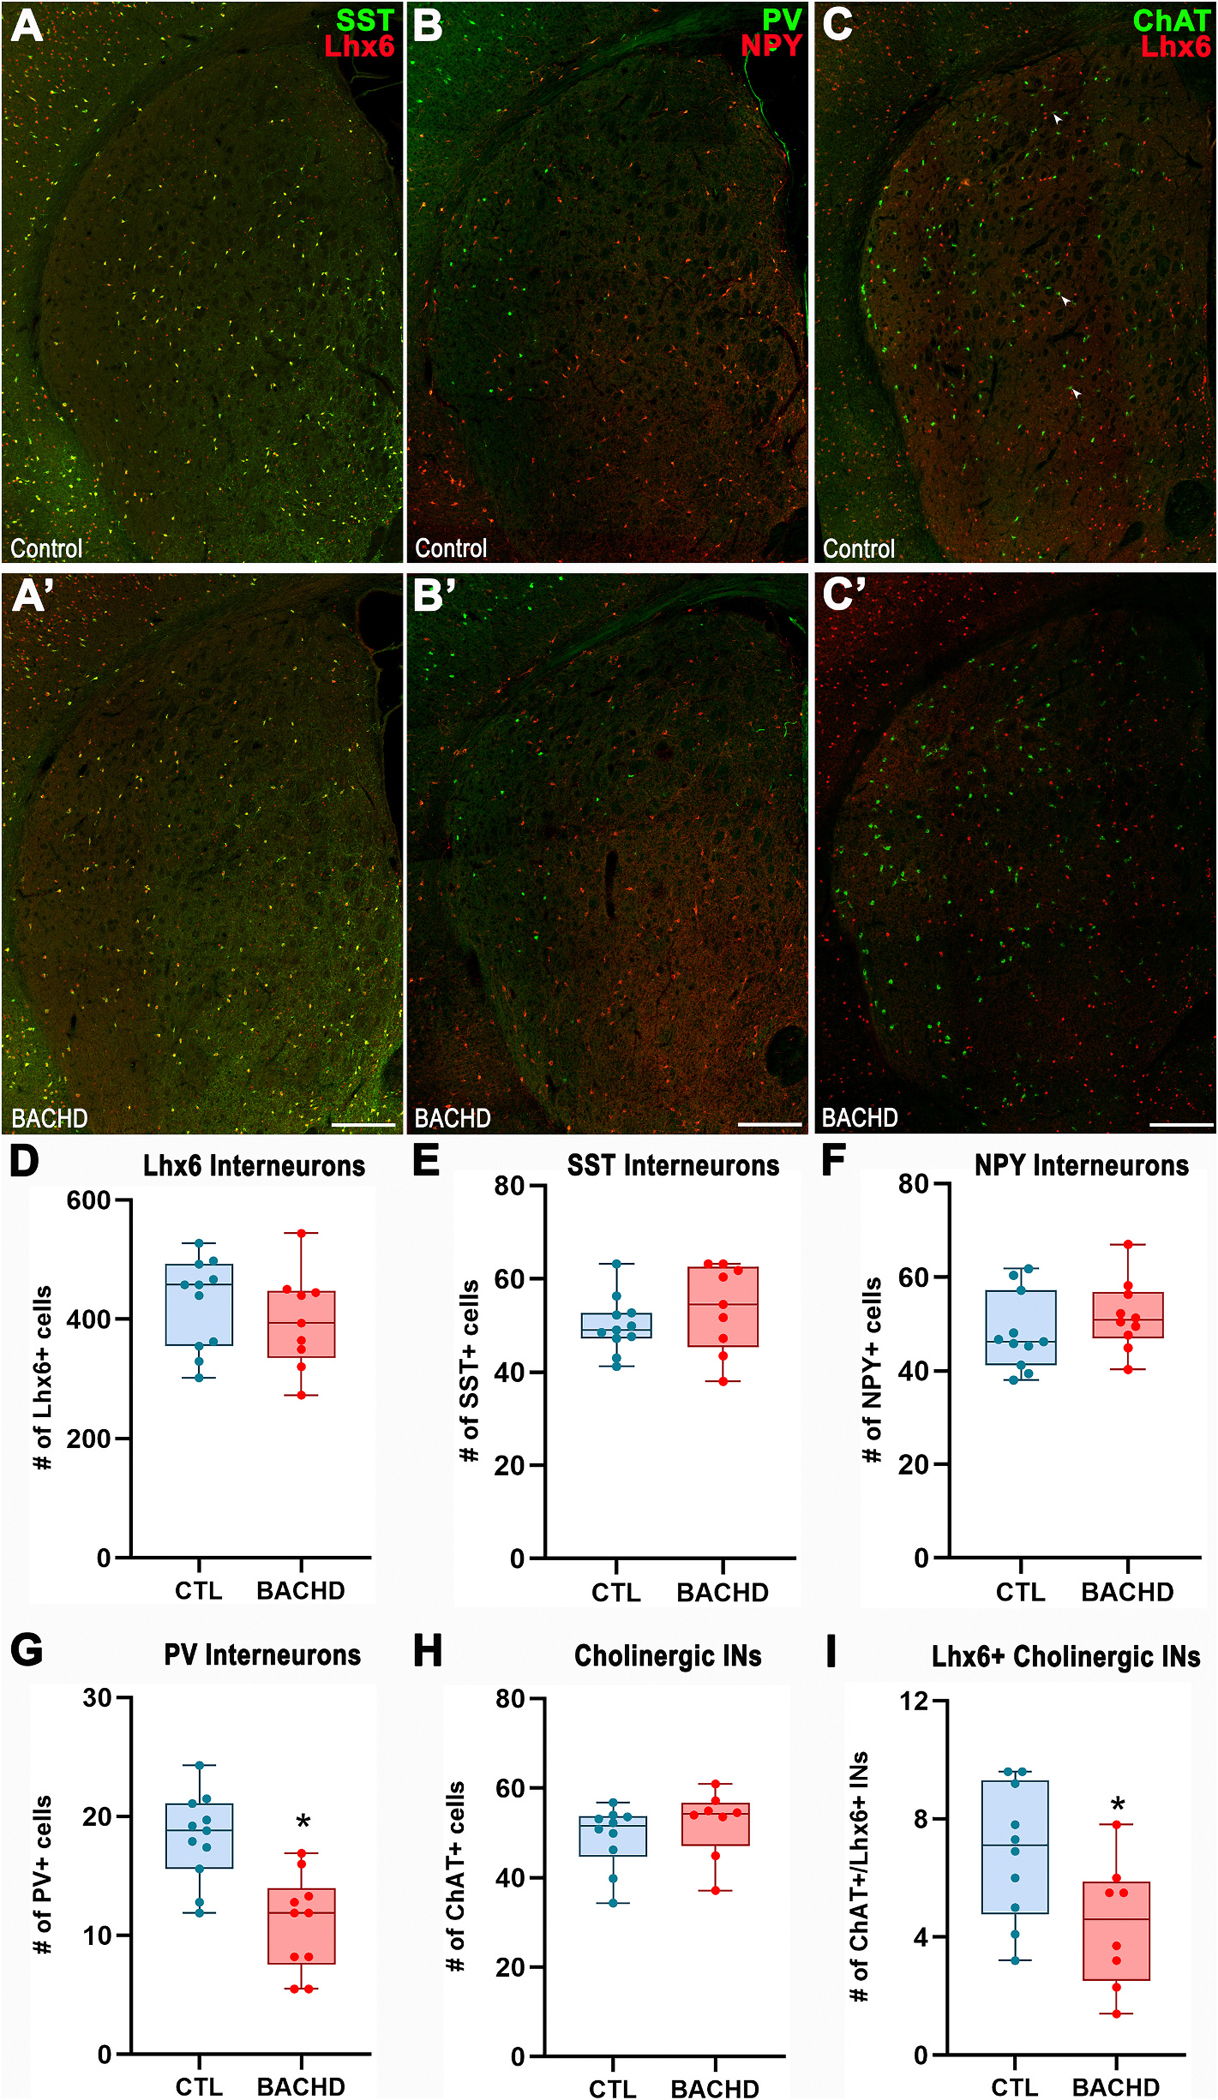
PV- and Lhx6/ChAT-expressing interneurons are reduced in the PND13 BACHD striatum. (A–C′) Representative immunofluorescence images of the striatum from PND13 mice stained for SST and Lhx6 (A/A′), PV and NPY (B/B′), and ChAT and Lhx6 (C/C′). (D-I) Quantification of Lhx6^+^ (D), SST^+^ (E), NPY^+^ (F), PV^+^ (G), ChAT^+^ (H), and Lhx6^+^/ChAT^+^ (I) interneurons. Data are shown as box-and-whisker plots indicating the median, interquartile range, and minimum/maximum values. Individual data points represent biological replicates. Statistical analysis was performed using unpaired Student’s *t*-test; *p* < 0.05 was considered statistically significant. Scale bars: 300 μm (A–C).

**Fig. 3.**
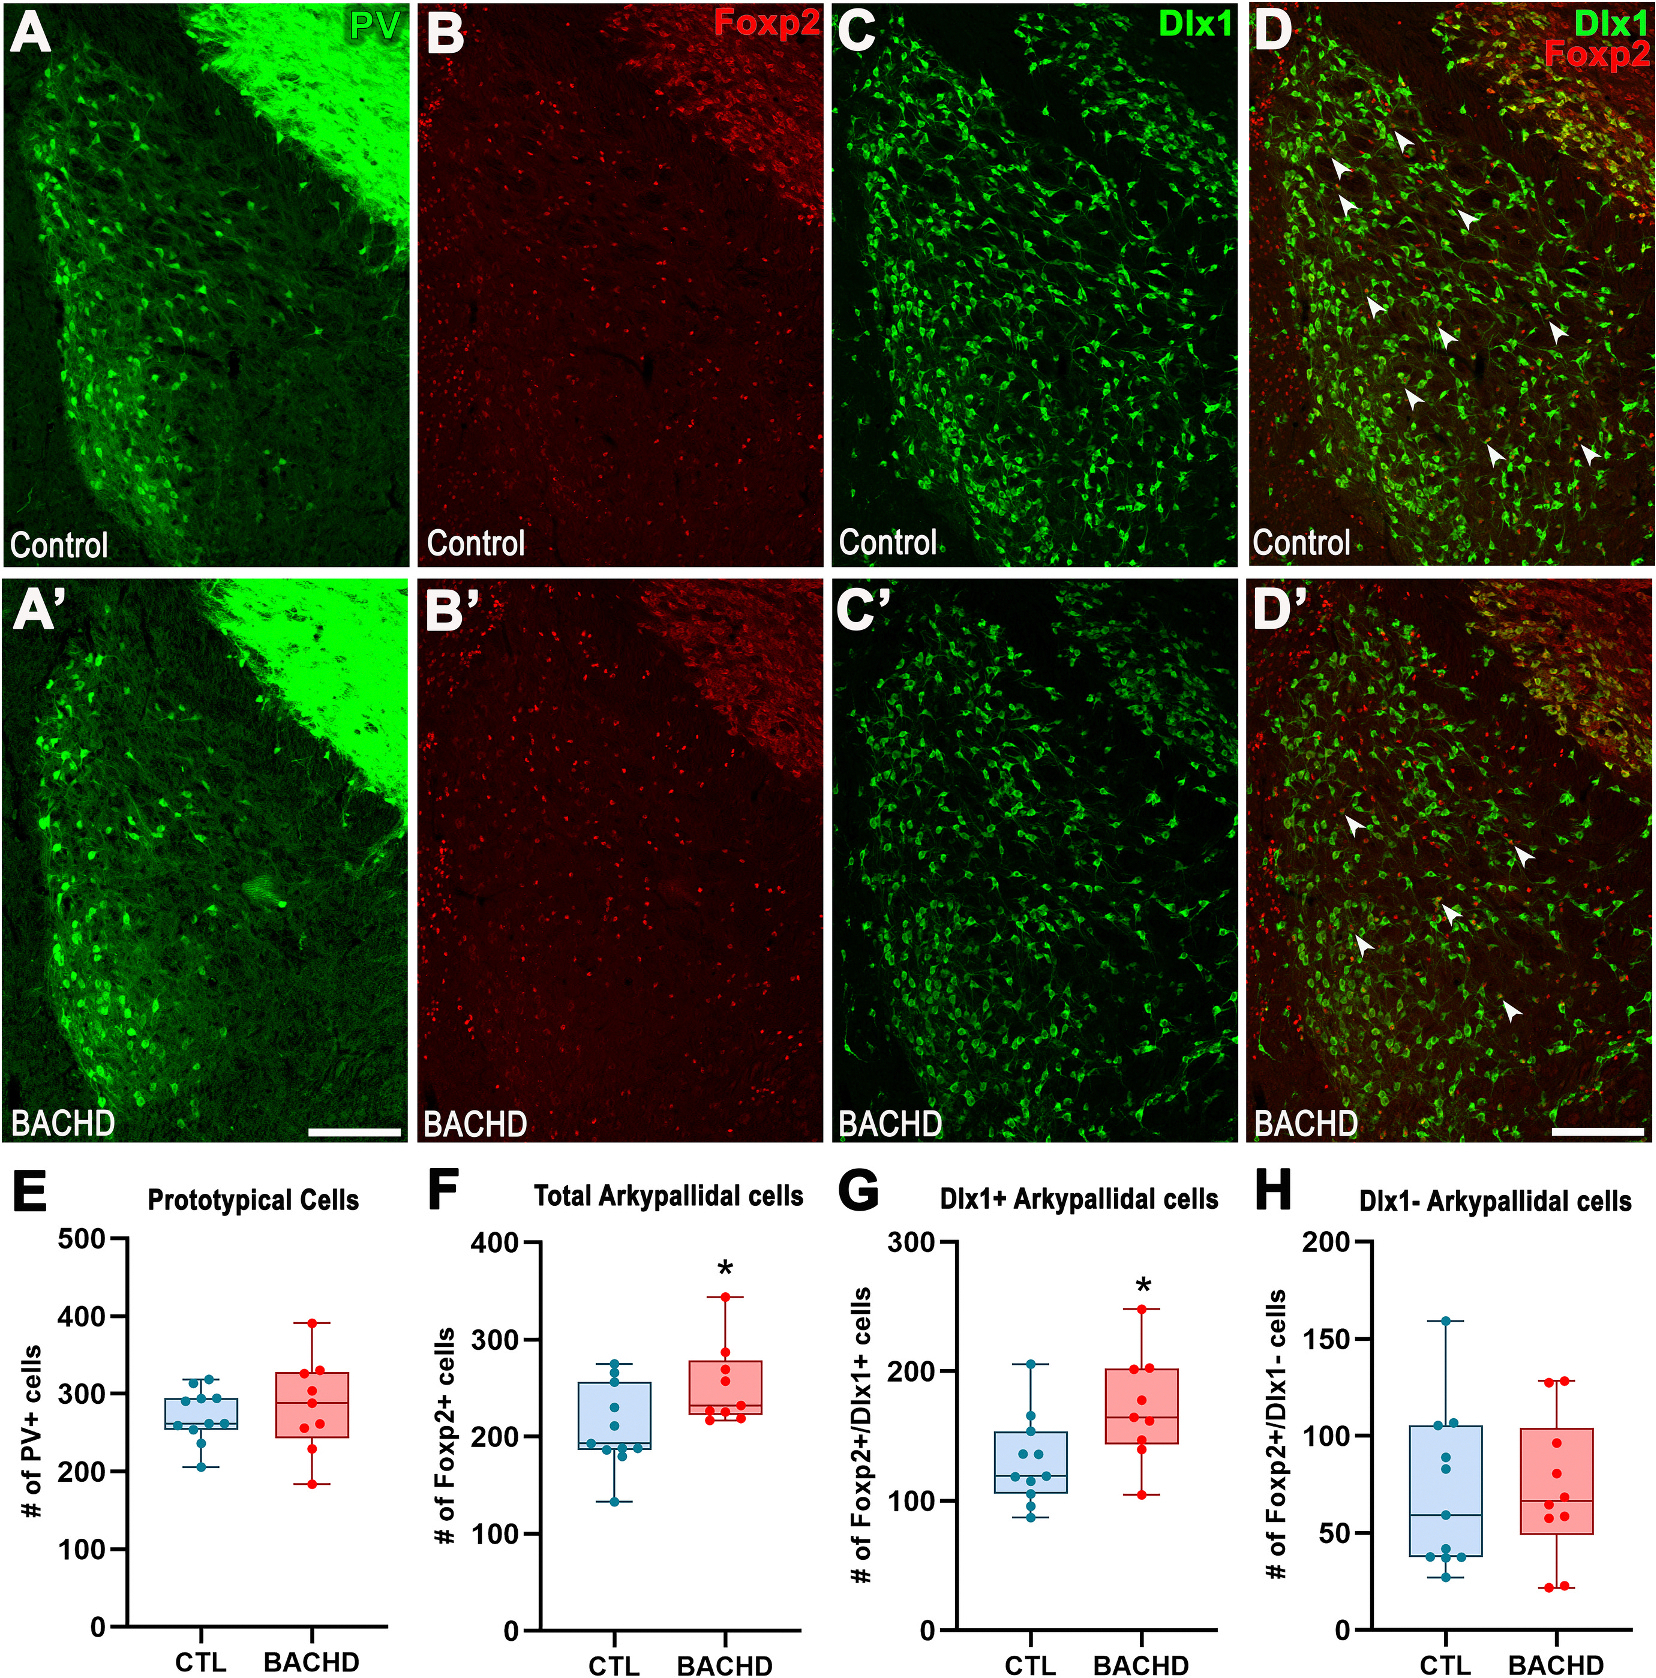
Dlx1^+^ arkypallidal GABAergic projection neurons, but not prototypical neurons, are increased in the PND13 BACHD Globus Pallidus. (A/A’–D/D′) Representative immunofluorescence images of the Globus Pallidus from PND13 mice stained for the prototypical neuron marker, PV^+^ cells (A/A’), the arkypallidal neuron marker, Foxp2 (B/B′), EGFP driven by the *Dlx1* promoter (C/C′), and combined Foxp2/Dlx1 double labeling (D/D′). (E–H) Quantification of PV^+^ prototypical (E), all Foxp2^+^ arkypallidal cells (F), Foxp2^+^/Dlx1^+^ arkypallidal cells (G), and Foxp2^+^/Dlx1^−^ cells (H). Data are presented as box-and-whisker plots showing median, interquartile range, and minimum/maximum values. Individual data points represent biological replicates. Statistical comparisons were performed using unpaired Student’s *t*-test; *p* < 0.05 was considered significant. Scale bars: 200 μm (A, D).

**Fig. 4.**
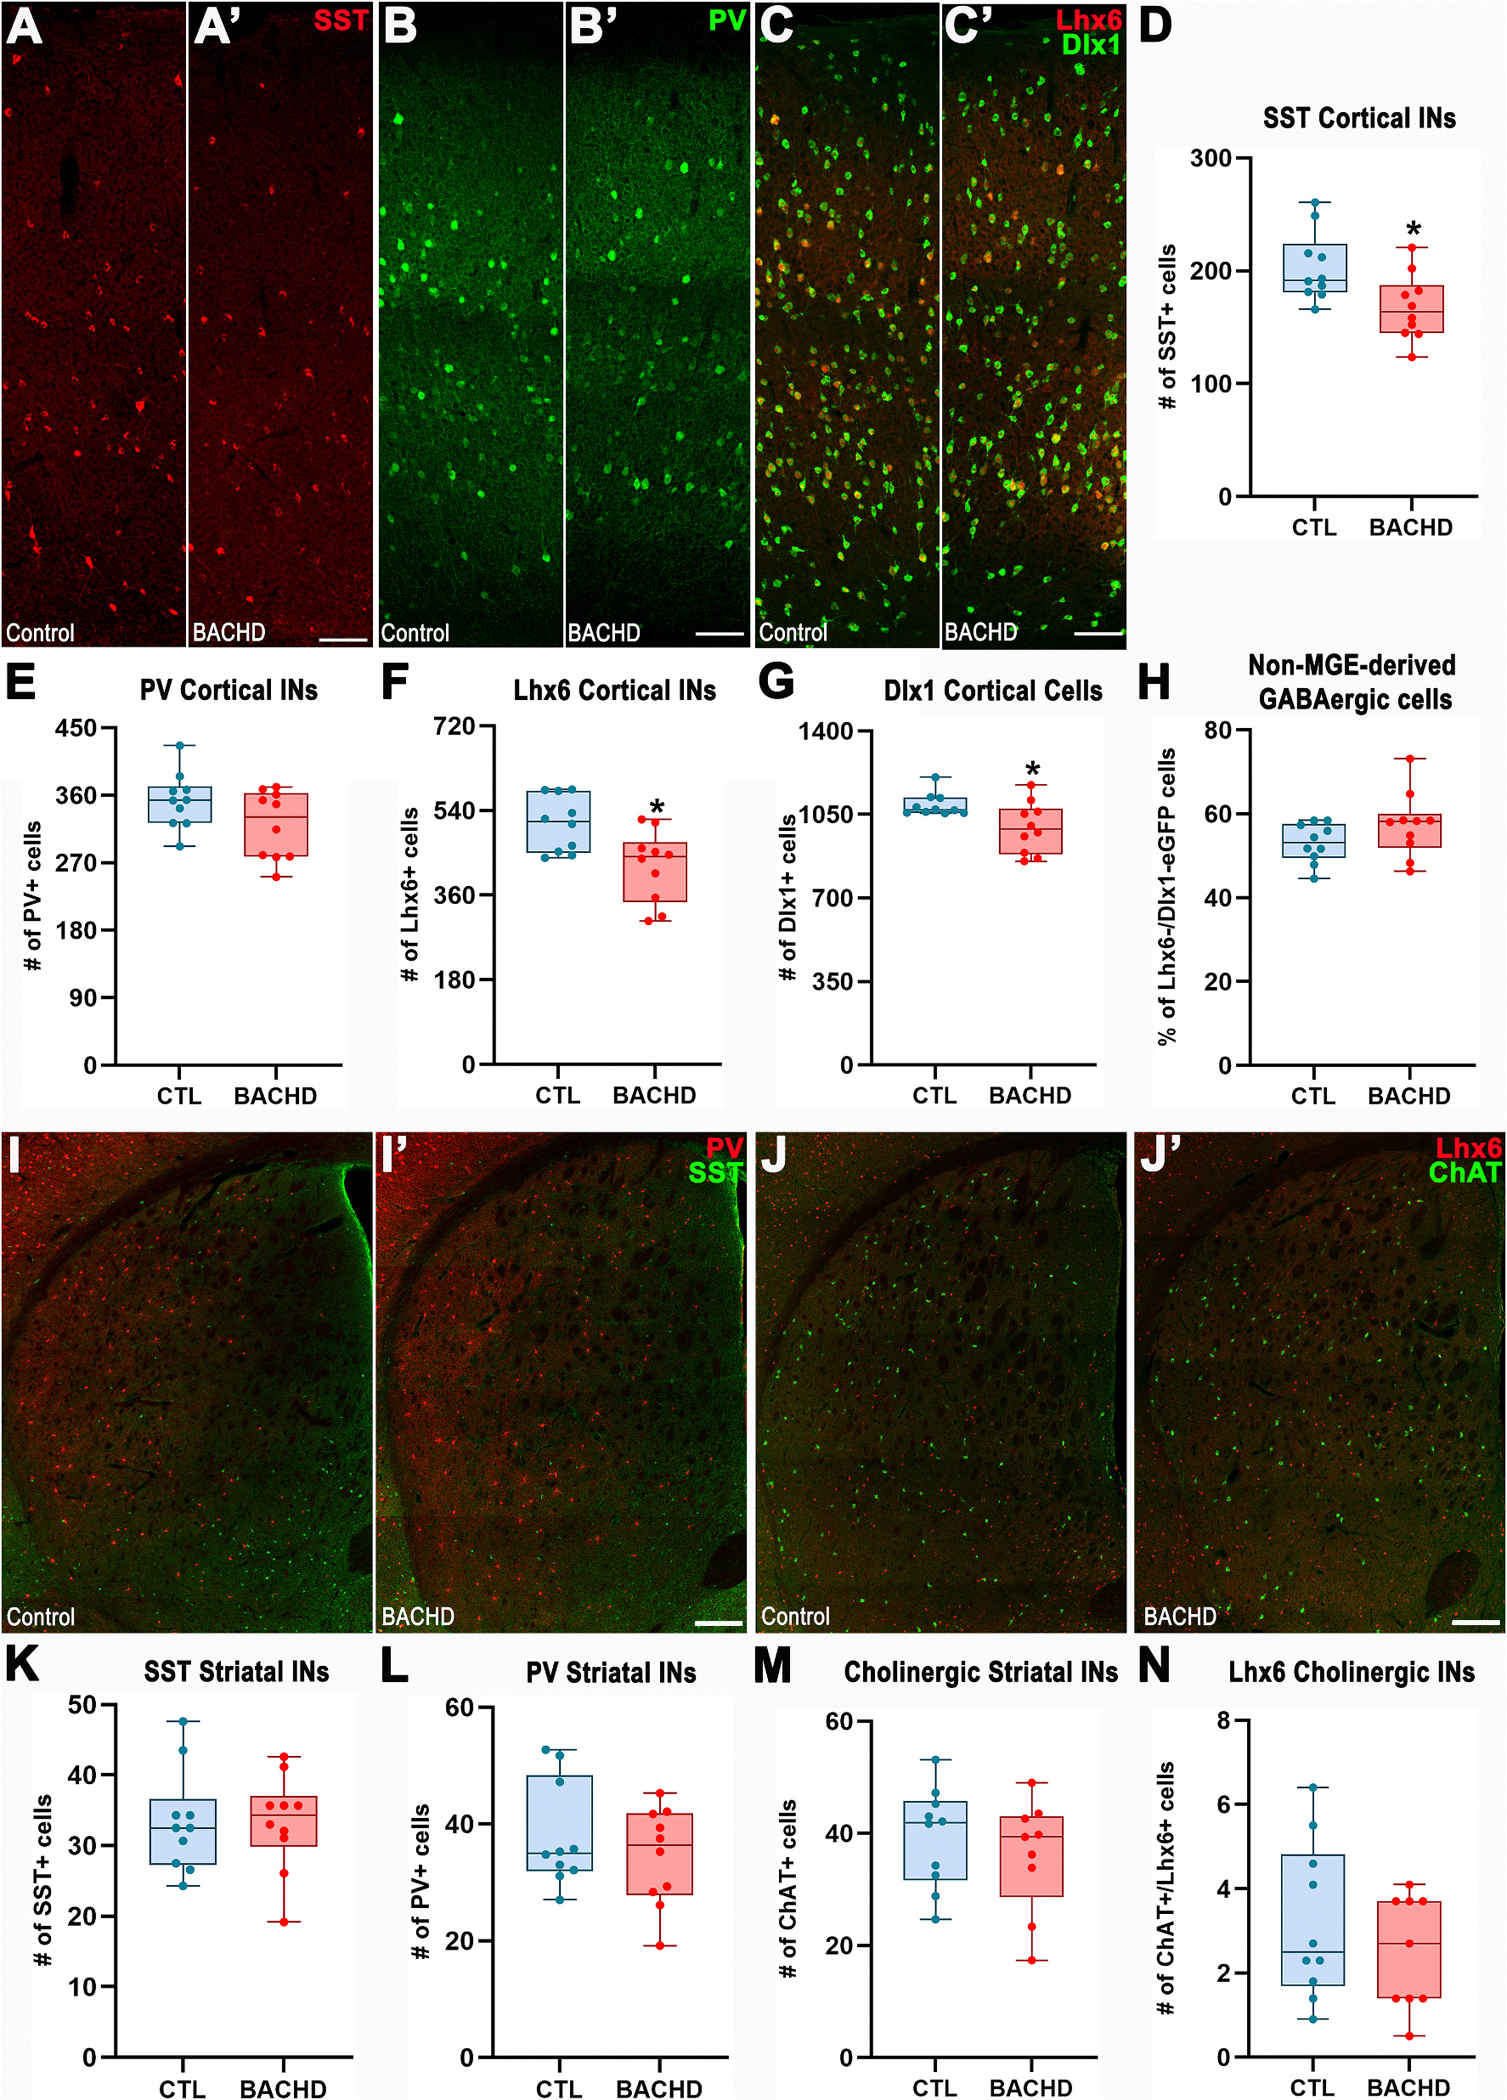
Only cortical SST interneurons are reduced in PND30 BACHD mice. Representative immunofluorescence images of the somatosensory cortex (A–C) and striatum (I–J) from PND30 mice stained for SST (A/A’), PV (B/B′), Lhx6 and Dlx1 (C/C′), PV and SST (I), and double Lhx6/ChAT (J). Cortical quantifications of SST (D), PV (E), Lhx6 (F), EGFP driven by the *Dlx1* promoter (G), and the proportion of non-MGE-derived cortical GABAergic neurons (H). Striatal quantifications of SST (K), PV (L), ChAT (M), and double Lhx6^+^/ChAT^+^ (N). Data are presented as box-and-whisker plots indicating median, interquartile range, and minimum/maximum values. Individual data points represent biological replicates. Statistical comparisons were performed using unpaired Student’s *t*-test (D-F, H, and K-N) and Mann-Whitney *U* test (G, L); *p* < 0.05 was considered significant. Scale bars: 100 μm (A–C) and 250 μm (I–J).

**Fig. 5.**
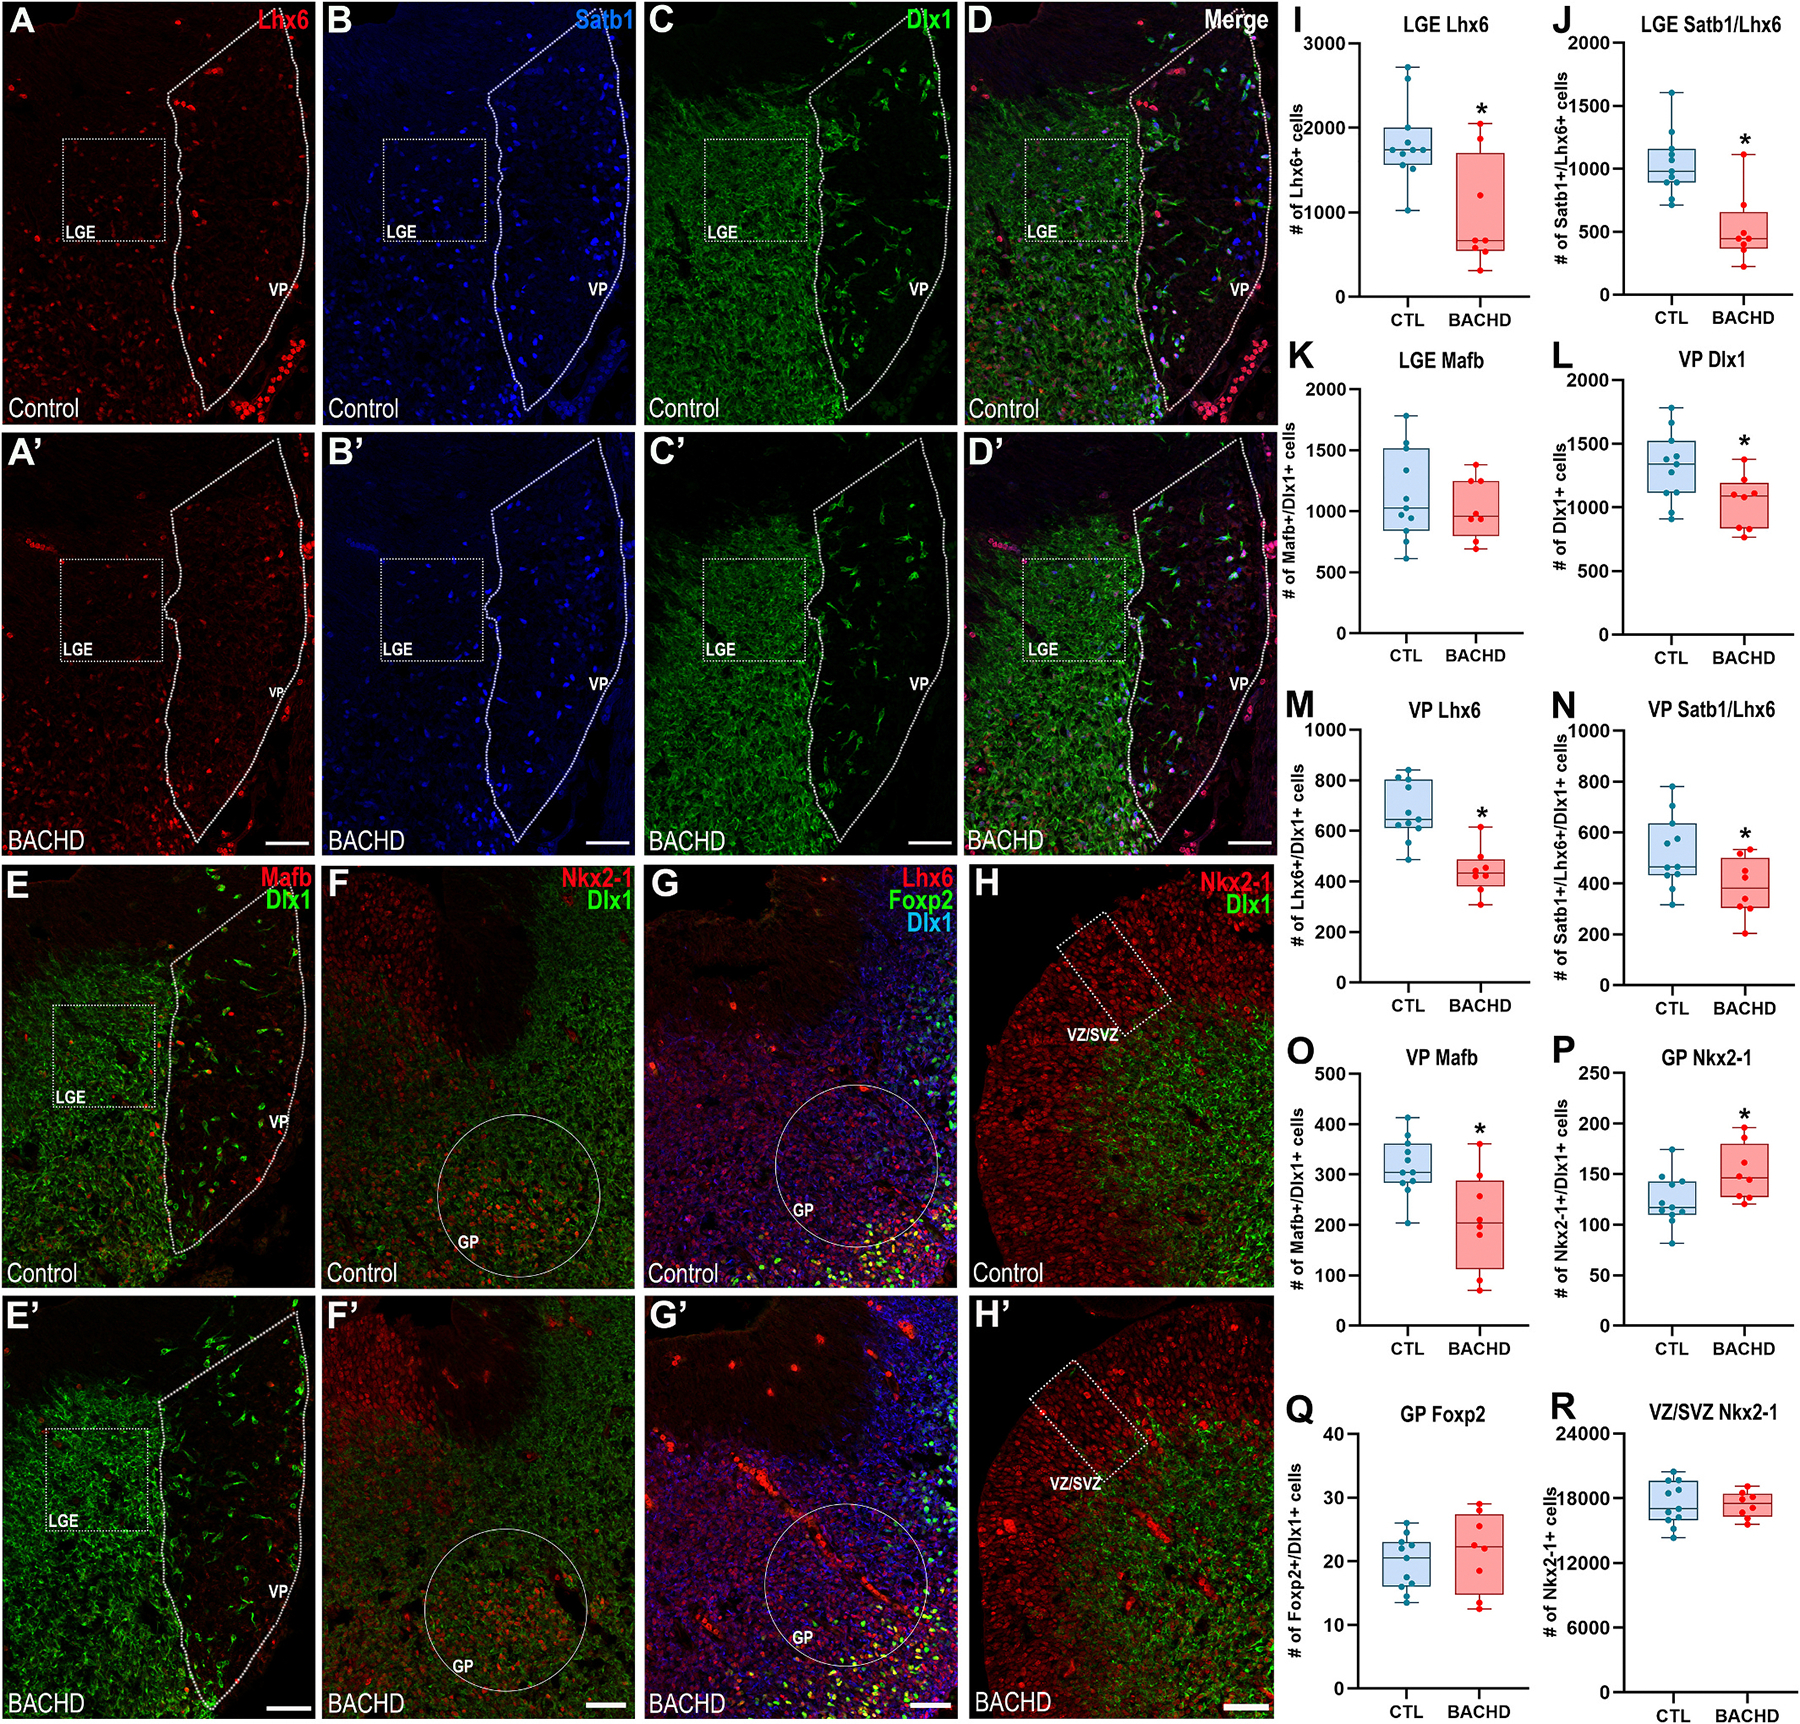
The E12.5 BACHD subpallium displays selective alterations of GABAergic precursor cells. Representative immunofluorescence images of the lateral ganglionic eminence [LGE] and ventral pallium [VP] (A–D, A’–D′), the primordium of the globus pallidus (GP; F–G, F′–G’), and the medial ganglionic eminence (MGE) germinative zone (H/H′). Tissue sections were immunostained for Lhx6 (A/A′), Satb1 (B/B′), EGFP driven by the *Dlx1* promoter (C/C′), merged staining in A to C (D/D′), Lhx6/Dlx1 (E/E′), Nkx2–1/Dlx1 (F/F′), Lhx6/Foxp2/Dlx1 (G/G′), and VZ/SVZ Nkx2–1/Dlx1 (H/H′). Quantification analyses included LGE mantle: Lhx6^+^ (I), Satb1^+^/Lhx6^+^ (J), and Mafb^+^ (K); VP: EGFP^+^ driven by the *Dlx1* promoter (L), Lhx6^+^ cells (M), Satb1^+^/Lhx6^+^ (N), and Mafb^+^ (O); Globus Pallidus (GP): Nkx2–1^+^ (P) and Foxp2^+^/Lhx6^+^ (Q) cells; and MGE VZ/SVZ Nkx2–1^+^ progenitors (R). Data are presented as box-and-whisker plots showing the median, interquartile range, and minimum/maximum values. Individual data points represent biological replicates. Statistical comparisons were performed using Mann-Whitney *U* test (I,J,Q) and unpaired Student’s *t*-test (K, L-P, R); *p* < 0.05 was considered significant. Scale bars: 50 μm.

**Fig. 6.**
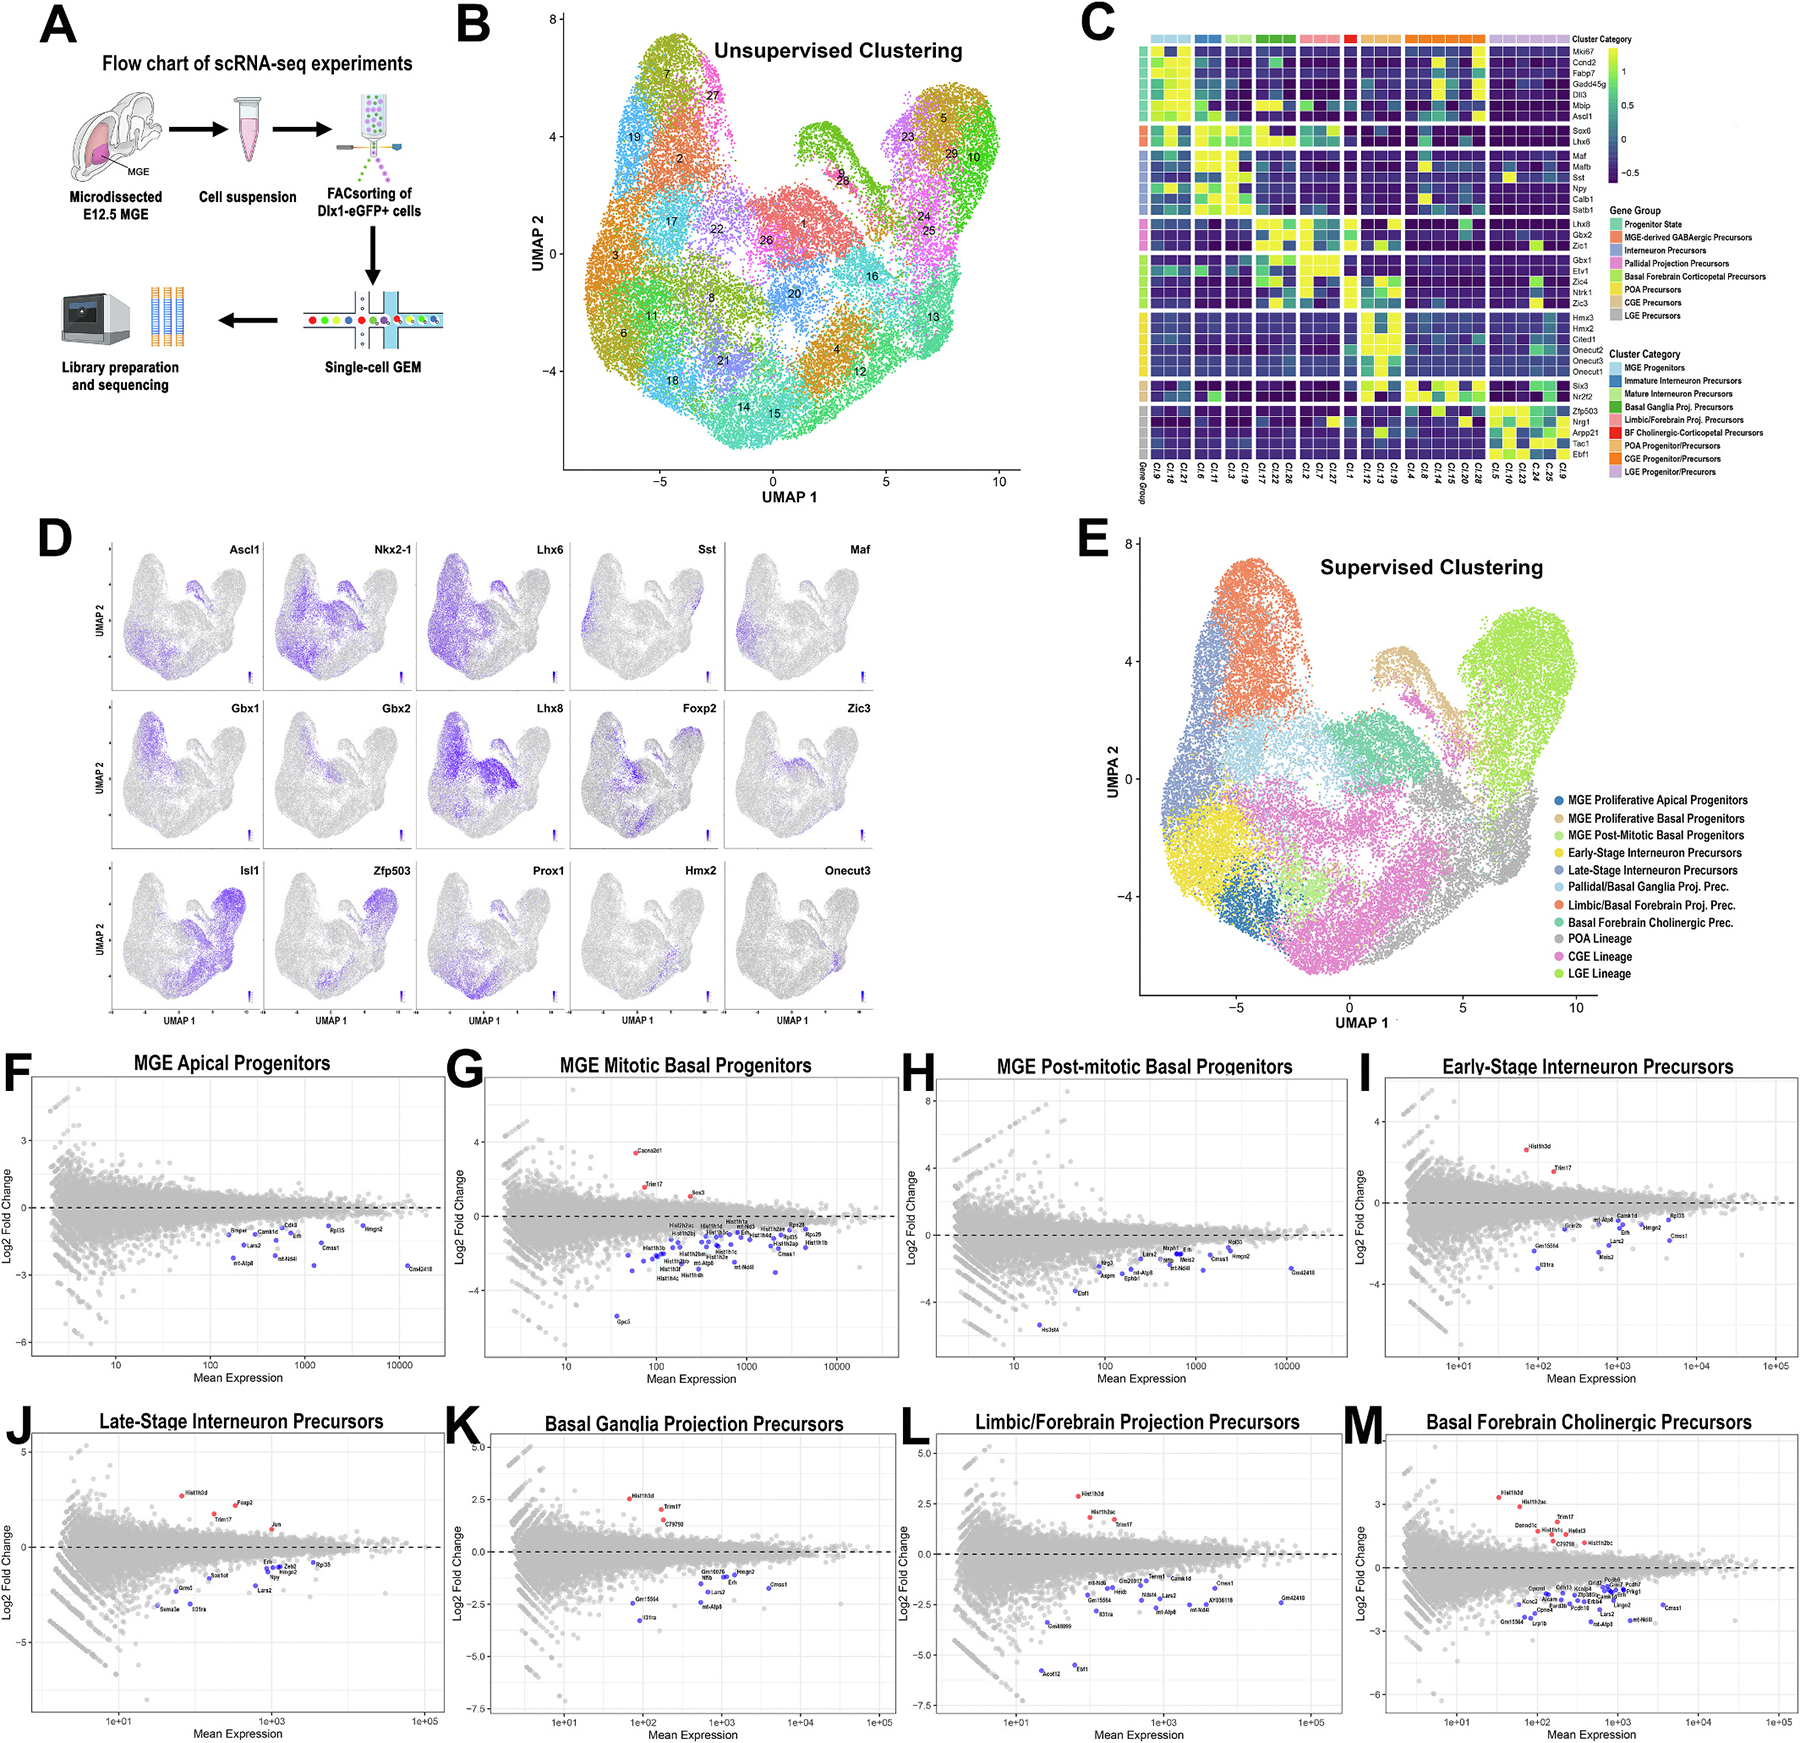
Single-cell transcriptomics reveals disrupted MGE neurogenesis and lineage specification in BACHD embryos. (A) Schematic representation of the experimental workflow for single-cell sorting based on Dlx1-EGFP expression from dissociated cell suspensions obtained by microdissection of E12.5 MGEs (two independent sets of four paired MGEs per experimental group). (B) Uniform Manifold Approximation and Projection (UMAP) of 43,504 single cells (*n* = 22,401 BACHD; *n* = 21,103 control) resolved 29 transcriptionally distinct clusters. (C) Heatmap of differentially expressed subpallial canonical marker genes (rows) across major clusters, and (D) feature plots of representative lineage-defining genes enabled supervised cluster annotation into discrete cell categories (E). (F–M) MA plots depicting differentially expressed genes between BACHD and control embryos, estimated by pseudobulk differential expression analysis using DESeq2. Genes meeting significance criteria (FDR < 0.05) are shown, with red and blue dots indicating significantly upregulated and downregulated genes, respectively. Phase-resolved chromatin and histone abnormalities identified by pseudobulk and single-cell module scoring analyses are presented in Supplementary Fig. S6. (For interpretation of the references to colour in this figure legend, the reader is referred to the web version of this article.)

**Fig. 7.**
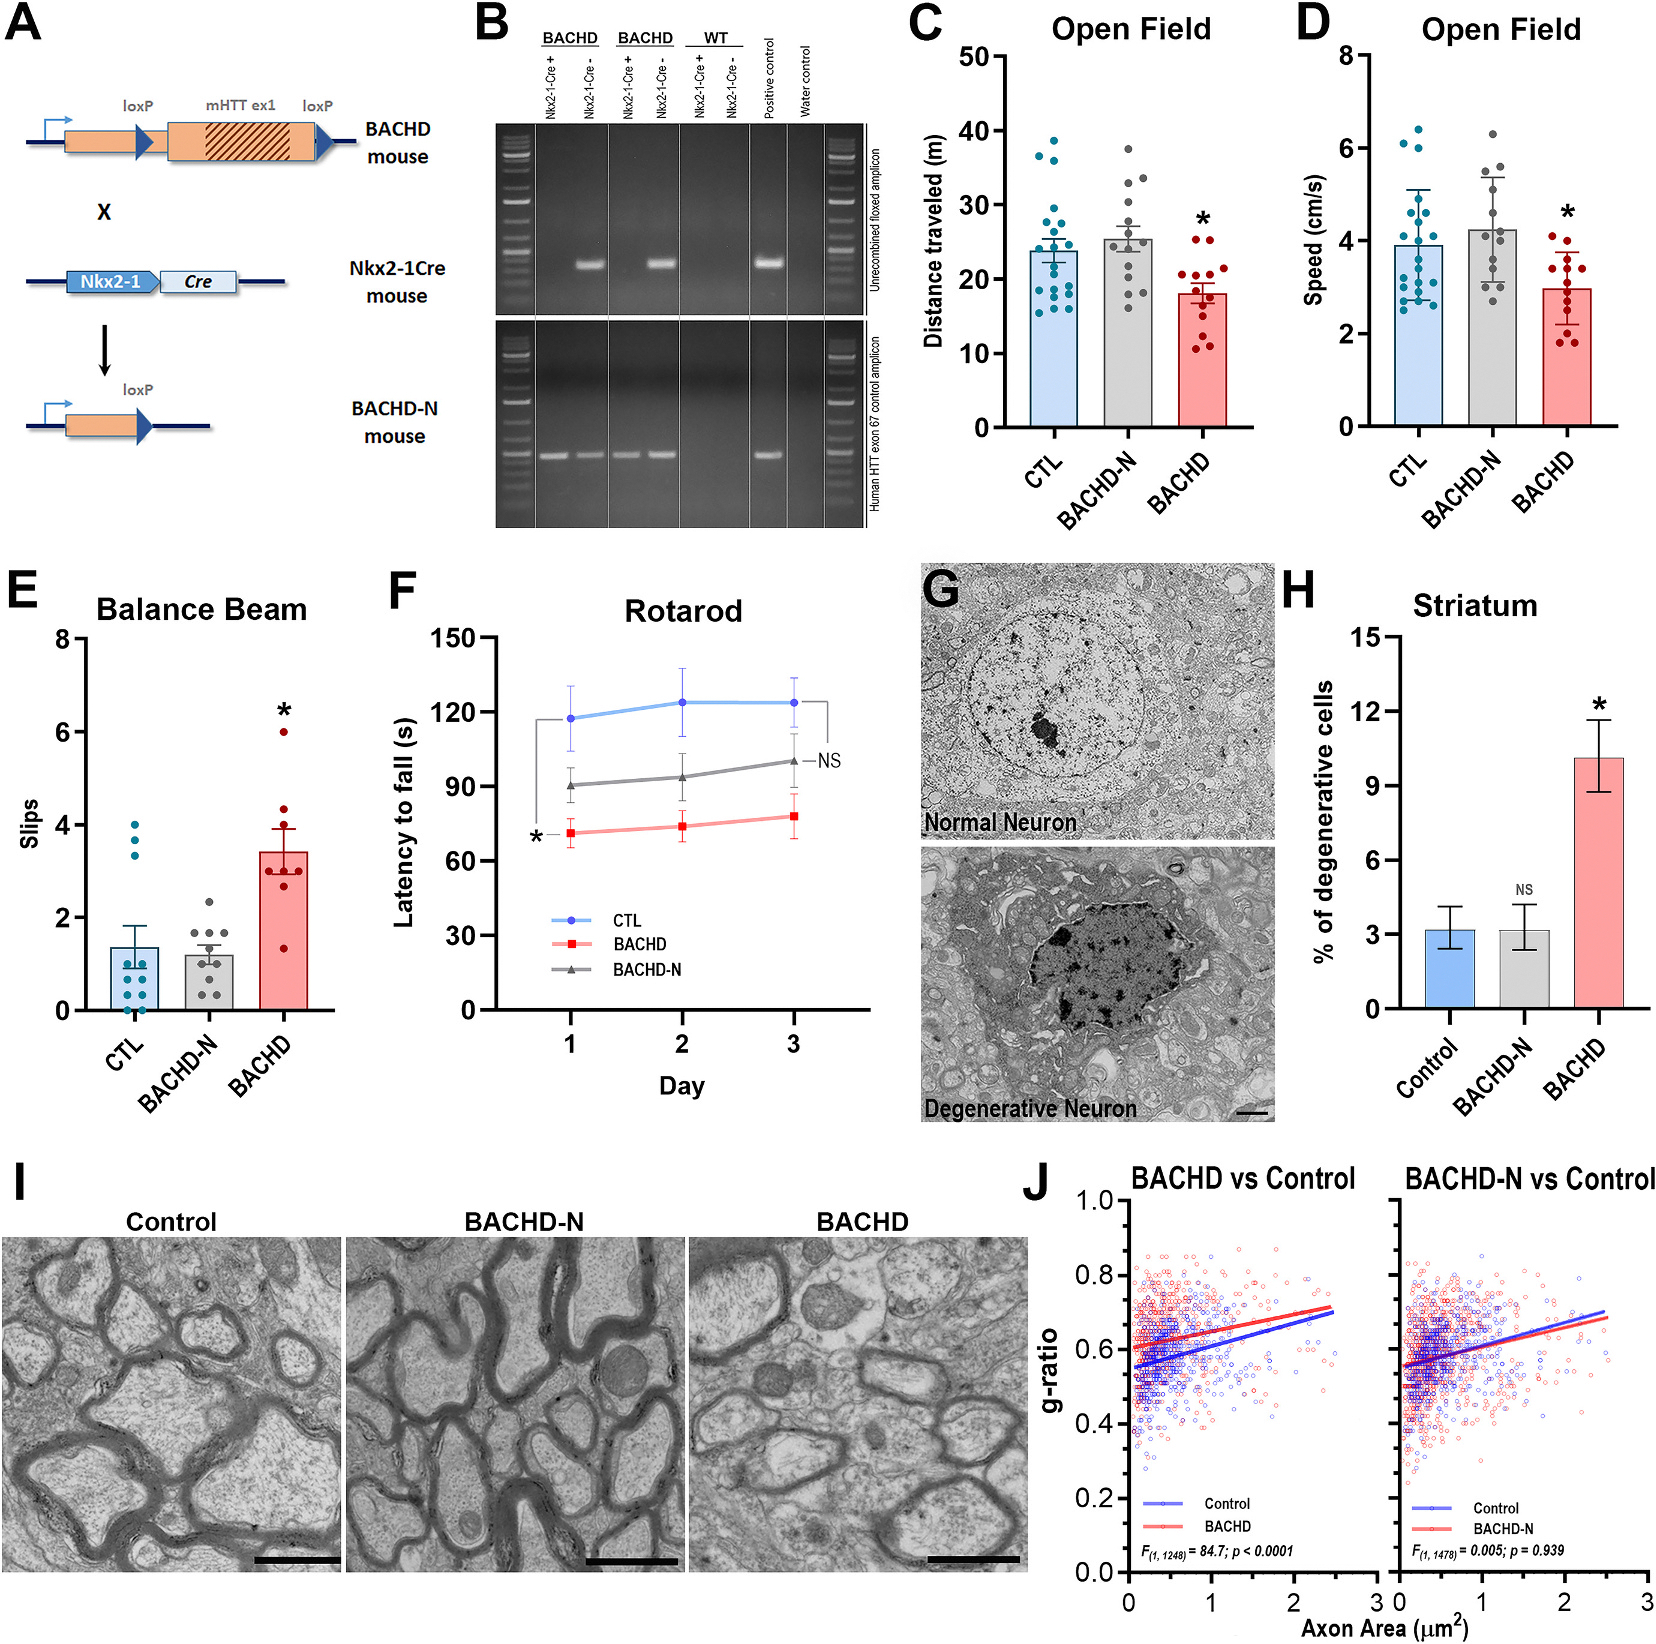
Genetic rescue of the Nkx2–1 lineage ameliorates motor deficits, striatal pathology, and myelin deficits in BACHD mice. (A) Schematic representation of Cre-mediated excisional recombination of mutant huntingtin (mHTT) in the Nkx2–1 lineage of BACHD mice. (B) PCR analyses confirming excision of human *HTT* exon 1 within the Nkx2–1 lineage of BACHD-N mice. Dissociated forebrain cells from BACHD;Nkx2–1-Cre;tdTomato and WT;Nkx2–1-Cre;tdTomato mice were FACS-sorted, and genomic DNA from tdTomato^+^ and tdTomato^−^ fractions was analyzed for the unrecombined floxed sequence (top; recombination assay) and for human *HTT* exon 67 (bottom; genotype control). Non–FACS-sorted genomic DNA from a BACHD mouse served as a positive control. The positive control corresponds to non-FACS-sorted DNA from a BACHD specimen. (C-F) Motor performance of 12-month-old mice assessed using the Open Field (C, D), Balance Beam (E), and Accelerating Rotarod (F) test paradigms. (G) Representative images of striatal neurons exhibiting normal or degenerative morphologies used for quantification. (H) Quantification of normal and degenerative neurons per biological replicate (*n* = 5, 5, and 4 for CTL, BACHD, and BACHD-N, respectively; all 12 months of age). Neurons were counted across 50 open square areas (6400 μm^2^ each) of the copper grids and pooled to build a contingency table. (I) Representative micrographs of myelinated axons within the deep region of somatosensory cortical layer 6. (J) Scatter plots comparing myelin g-ratios among control, BACHD, and BACHD-N mice (axon data from each experimental group was pooled; *n* = 5, 6, and 9, respectively). Statistical comparisons in (C-E) were performed with one-way ANOVA, (F) repeated measures ANOVA, (H) Fisher’s exact test, (J) Extra sum-of-squares *F* test; *p* < 0.05 was considered significant. Bars in (C-E) represent mean ± standard deviation, and (H) represent percentages ±95% confidence intervals (CI). Latency to fall at each day interval (F) represents mean ± standard deviation. Scale bars: 1 μm.

## Data Availability

Data will be made available on request. Gene expression data have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE316394

How the deposited data were processed for this re-analysis (not part of the article)

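The authors deposited UMI counts per gene and barcode made against mm10, as barcodes already called as cells, and no step after that counting is in the values. The processing notes name Cell Ranger 2.1.1; the version and whether reads in introns were counted could not be checked from the counts. The counts held integers, with EGFP as an added gene. Count matrices of BACHD pools 1 and 2 and control pool 1 were used; for control pool 2 only the list of barcodes was read, and its counts were not analysed here. The authors then used R 4.4.3 and Seurat 5.2.0; the steps below were made anew from the counts.

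Cells were kept with more than 200 genes, more than 500 UMIs and at most 15% mitochondrial UMIs, and doublets were removed by Scrublet scores (scanpy 1.11.5) at 0.8% per 1000 barcodes in place of DoubletFinder. SoupX was not repeated because the empty droplets it needs were not at hand. Log-normalised values of 2000 variable genes were regressed on genes per cell, mitochondrial and ribosomal shares and the S and G2/M scores, scaled and reduced to 30 components; genes seen in fewer than 10 cells were left out. Libraries were aligned by a version of Harmony written for this work, and cells were joined to 20 neighbours and clustered by Leiden (leidenalg 0.10.2). A cluster took the class with the highest mean log2 fold over other clusters (pseudocount 10 CPM), if that mean was at least 0.5, at least 3 markers stood 0.5 or more above other clusters, and the next class lay more than 0.1 lower. Clusters with a mean fold of at least 0.7 for cycling genes were clustered again on 20 components, which parted apical from basal progenitors. Cells with at least 5 endothelial UMIs were set aside. This rule and the cut-offs for naming and reclustering clusters were set after the markers of the clusters had been seen. Gene positions are from GENCODE M21 on GRCm38.

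Raw counts were summed per library and class and tested in edgeR 4.0.16 (R 4.3.3; TMM, filterByExpr by genotype, estimateDisp, glmQLFit with robust priors, glmQLFTest) with genotype as the only term, 2 BACHD libraries against 1 control library, which leaves 1 residual degree of freedom. The p-values thus rest mostly on variance shared across genes. That prior had 149 degrees of freedom in basal progenitors and was infinite in post-mitotic ones. Standard errors given with edgeR are the size of the log2 fold change over the square root of the test's F. Adjusted p is by Benjamini-Hochberg. DESeq2 1.42.0, the study's tool, was run on the same sums as an alternative. Its default filter on mean counts left 16281 of 20482 genes of basal progenitors without an adjusted p, among them 236 of the 599 that edgeR called, and such genes count as not called. The interaction of genotype with class was tested in edgeR on the basal and post-mitotic sums together. For phase shares, score distributions and module scores, each cell was thinned to 3000 UMIs and scored for S and G2/M (Seurat's 2019 lists as mouse symbols). Module scores used 100 control genes. The gene tests within S and G2/M used phases from unthinned scores and sums of raw counts. Shares of cells carry exact Clopper-Pearson intervals, which cover counting error only and not differences between pools. Upper limits where no cell was counted are a 1-sided approximation instead.

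The genes named were fixed beforehand: those of the paper's section 3.5 in their class, the 10 largest rises and falls in basal progenitors and in all cells and the 3 in each other class (adjusted p under 0.05, both BACHD pools on one side, at least 10 CPM on average), up to 4 examples per list, and checks of the sort and labels. The values of the study's Supplementary Data 3 and 4 had been seen by then. A total of 24 gene lists were fixed at the same time. They cover histones (replication-dependent, replication-independent, the 19 genes of the paper and the 5 linker histones), the mitochondrial genome, the nuclear respiratory chain, mitochondrial translation, cytosolic ribosomal proteins, rRNA-linked transcripts and S and G2/M genes. Others cover p53 targets, the integrated stress response, the dissociation response, the Notch pathway, identity genes of the MGE, interneurons and projection neurons, neuronal differentiation, and other cell types (glutamatergic, erythroid, microglial, endothelial and mesenchymal). Lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01 and with an estimated correlation, and with fry. The 19 histone genes and part of the rRNA-linked list come from the study's own results on these samples.

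The procedure was tested on simulated data, counts drawn around the class's own means with known changes. In basal progenitors 77.6% of 67 genes changed 1.5-fold were called and 100% of 66 changed 4-fold; in apical radial glia 0% and 51.5%. Gene Ontology enrichment, ROGUE, SCCAF, the histology and the cell counts on sections were left out, as they rest on annotations or images that the counts do not hold.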

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

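Predictions for the tests below on barcodes with a high mitochondrial share (all 8 transcripts together), on cells matched by cycle scores and on further glutamatergic genes were written before those results were seen; the other tests were chosen after the results were seen. Tested as an interaction in edgeR, 12 replication-dependent histones had a lower log2 fold change in basal than in post-mitotic progenitors. The differences were -2.66 for Hist1h3d, -1.88 for Hist1h3c, -1.68 for Hist1h1b, -1.67 for Hist1h2ac, -1.51 for Hist1h2ap, -1.32 for Hist1h1c, -1.30 for Hist1h1d, -1.21 for Hist1h2ae, -1.10 for Hist1h1a, -0.95 for Hist1h2bc, -0.85 for Hist1h1e and -0.79 for Hist1h4d. Over all cells, outside any claim of the paper, EGFP rose by 2.46 on the log2 scale, Hist1h2ac by 1.59 and Hist1h2bc by 1.33. Over all cells Xist, expressed in female cells, had a log2 fold change of -0.88 and its antisense gene Tsix -1.11, while the Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d rose by 0.88, 0.83, 0.70 and 0.67. In post-mitotic progenitors Xist was at 318 and 717 CPM in the BACHD pools and 594 CPM in the control pool (adjusted p = 0.97), with a BACHD pool on either side of the control. The sexes of the embryos were not checked in any other way.

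The 8 mitochondrial, rRNA-linked and ribosomal transcripts had a like median fold change in every class, though only 4 of 8 fell in apical radial glia and 5 of 8 in late-stage interneuron precursors. The median was -0.93 or lower in CGE, LGE and POA precursors, which argues against a response confined to MGE progenitors. All 13 mitochondrial mRNAs had a median of -0.22 in basal progenitors (SD 0.69 over the 13), against -0.97 over the 8 transcripts. Their joint share of UMIs differed from the control pool by -0.15 and -0.17 on the log2 scale in BACHD pools 1 and 2. A small fall in mitochondrial RNA is thus present. Its size argues against it as the whole of the larger fall of the 8. Among those 8, Cmss1, Lars2, Rpl35, Rps28 and Rps29 are nuclear genes. A fall of some mitochondrial mRNAs stays open: 6 of the 13 passed as lower. In barcodes left out for over 15% mitochondrial UMIs the median log2 ratio of the 8 was -1.31, with -1.89 for mt-Nd4l, -1.82 for mt-Atp8, -1.84 for Lars2, -1.62 for Cmss1 and -1.003 for mt-Nd5. There Rpl35, Rps28 and Rps29 stood at 0.91, 0.81 and 0.77, or -0.39 from the median of the other 78 ribosomal protein genes (1.20, SD 0.26). A difference of the whole control library is a candidate explanation that these values fit. An effect of genotype, father or litter in every cell would look the same, and 1 control pool cannot separate them.

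Of replication-dependent histones 28 of 59 fell and 2 rose in basal progenitors, and more rose than fell in the post-mitotic MGE classes. In late-stage interneuron precursors 11 of 21 rose and 0 fell, and in post-mitotic progenitors 6 of 30 rose and 2 fell. Early-stage interneuron precursors had 4 of 30 up and 0 down, with a median log2 fold change of -0.12. Basal and post-mitotic progenitors differed by a median of -1.11 over 58 genes. This argues against a control library that differs by a like amount in every class. A difference of the control pool that acts on 1 class more than another stays open. In the same test 3 of 54 G2/M genes had a lower fold change in basal cells and 0 a higher one (median -0.31). Cycling cells in the post-mitotic class therefore stay open as a source of part of the -1.11. Free RNA in post-mitotic classes of the control pool held at most 1.76 module UMIs per 10000, against a gap of 15.4 between genotypes in basal progenitors. In cells matched on S and G2/M scores the level in BACHD was 0.421 of that in the control pool, which argues against fewer S-phase cells. The gap and this ratio are for the module's genes, which the study chose as lower on these samples. A change in the share of histone transcripts that carry poly(A) tails stays open, since it was not measured. So does a change in the progenitors sorted. EGFP, the reporter of the sort, stood at 15.6 and 17.2 CPM in BACHD basal progenitors and 4.79 CPM in control ones. Whether the sort therefore took unlike cells was not tested. In basal ganglia precursors 31 of 52 G2/M genes rose too, so cycling cells in that class stay open as a source of its higher histones.

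Glutamatergic genes in BACHD G1-like cells lay in a few cells: 95.1% of their UMIs (174 of 183) were in cells carrying 4 or more of the 7 genes, which argues against free RNA. The kept cells of this kind held 0.146 UMIs of GABAergic genes and EGFP per 10000, which argues against a Dlx-lineage progenitor that switched these genes on in them. Those removed for high doublet scores held 2.79, 3.52 and 27.4 per 10000 in BACHD pools 1 and 2 and the control pool; a doublet with a GABAergic cell would hold such UMIs too, so for these it stays open. Further glutamatergic genes stood 26.6 times higher in the kept cells of this kind than in other cells (14.5 against 0.547 UMIs per 10000 over 12 genes), with 142 of the 199 UMIs from Reln, which GABAergic interneurons also express, 20 UMIs of Emx2 and 15 of Trp73, and none of 5 of the 12, among them Neurod2, Neurod6 and Slc17a7. Without Reln the ratio was 656 (4.16 against 0.00635 per 10000). A few glutamatergic neurons of another region among the sorted cells are a candidate explanation that these values fit. The sort for Dlx1-EGFP, on which the paper rests its case against other cells, should leave such neurons out, and how they would have passed it was not tested. Whether their number differs between genotypes stays open, as each library held 5 or fewer kept ones.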

How the results depend on the processing

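Of 208 gene results, 185 passed and 60 of those passed under every alternative run on them; 183 kept their direction in every alternative run on them and 185 kept it without either BACHD pool. Without BACHD pool 1, 67 of the 208 values moved in size and 0 reversed, and the same counts held without pool 2. Some alternatives were run on part of the 208 results, from 12 of them up, and a gene that DESeq2's filter on mean counts left without an adjusted p counts as not passing. The choices and alternatives were fixed before the data were examined, with these exceptions. The cut-offs for naming and reclustering the clusters, and the rule on endothelial UMIs, were set after the markers of the clusters had been seen, and have no alternative here. Of the alternatives 3 were added after seeing the data: the basal class joined with a cluster of low UMI counts, clusters made without the histone genes, and no cell filter. No paired analysis was possible because only 1 pool number has matrices for both genotypes. Counts of genes have no value without 1 BACHD pool, since 1 library against 1 leaves no residual degree of freedom. With DESeq2 the counts of genes were 11 in apical, 49 in basal, 31 in post-mitotic, 36 in early-stage interneuron, 755 in late-stage interneuron, 268 in basal ganglia, 37 in limbic/forebrain, 152 in cholinergic, 413 in all, 13 in S-phase basal and 46 in G2/M basal cells, against 749 in all, 145 in S-phase basal and 548 in G2/M basal cells with edgeR. Thinning every cell to 3000 UMIs gave 6 in apical, 122 in basal, 111 in post-mitotic, 665 in basal ganglia, 133 in limbic/forebrain, 593 in cholinergic, 1211 in all, 33 in S-phase basal and 155 in G2/M basal cells. Without doublet removal the counts were 125 in apical, 261 in post-mitotic and 551 in early-stage interneuron cells, and with stricter cells (over 1000 genes, at most 5% mitochondrial UMIs) 268 in post-mitotic, 835 in late-stage interneuron, 749 in basal ganglia, 390 in limbic/forebrain and 566 in cholinergic cells, from 15716 BACHD and 4773 control cells. Without the low-count filter they were 583 in limbic/forebrain, 0 in cholinergic, 54 in all and 0 in S-phase basal cells. Clusters without integration gave 186 in apical, 1071 in early-stage interneuron and 2560 in basal ganglia cells, clusters without cell-cycle regression 805 in early-stage interneuron, 1495 in late-stage interneuron and 629 in cholinergic cells (with no limbic/forebrain class), and clusters without histone genes 229 in apical and 500 in limbic/forebrain cells. With the joined basal class the counts were 301 in basal cells, 127 also without doublet removal, and with DESeq2 besides 63 in basal, 34 in S-phase and 59 in G2/M cells. In the main setting G1-like basal cells alone were too few to test. In such cells DESeq2 tested 1 of the paper's genes without integration and 3 without histone genes, and called 0. In the joined class edgeR called 258 genes in G1-like cells, DESeq2 52, and DESeq2 without doublet removal 47. Of the gene lists in all classes 96 passed camera at the preset correlation, 0 at the estimated correlation and 7 passed fry. The estimated correlation rests on 1 residual degree of freedom, so its 0 is not evidence against the lists.

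The phase shares moved with the basal class and with depth. The G1-like share, BACHD minus control, was -0.774 percentage points, -0.576 unthinned, -0.289 at 5000 UMIs, 0 without cell-cycle regression, -0.716 without doublet removal and -0.560 in clusters without histone genes. In the joined class it was -1.935, -2.39 unthinned and -1.90 unthinned without doublet removal. The S share, -1.91 in the main setting, was -4.50 unthinned and -3.245, -3.643 and -4.704 in the joined class in the same order, and turned to 0.7945 without cell-cycle regression and 0.057 without histone genes. The G2/M share, 2.69 in the main setting, was 5.08 unthinned, 0.502 without histone genes and 5.18, 6.032 and 6.61 in the joined class, and turned to -0.7945 without cell-cycle regression. The SD of S scores, BACHD minus control, was -0.00413 in the main setting, -0.0140 unthinned and -0.0114 at 5000 UMIs, and turned to 0.00768 without histone genes and 0.00269 in the joined class. That of G2/M scores, -0.0182 in the main setting, was -0.0141 unthinned, -0.0146 at 5000 UMIs, -0.008065 without cell-cycle regression, -0.0237 without doublet removal, -0.0215 without histone genes and -0.0303, -0.00722 and -0.0131 in the joined class. Left without either BACHD pool in turn, the skewness of S scores in basal progenitors differed by -0.113 to 0.0221 and the mean G2/M score in apical radial glia by -0.0517 to 0.115, so neither has a direction. The histone module score, of genes chosen as lower on these samples, stayed lower in BACHD throughout. In S it differed by -0.190, -0.287 unthinned, -0.339 without cell-cycle regression, -0.129 without histone genes and -0.108 in the joined class. In G2/M it differed by -0.122, -0.135 unthinned, -0.127 at 5000 UMIs, -0.155 without cell-cycle regression, -0.134 without histone genes, -0.116 in the joined class and -0.127 there unthinned without doublet removal. Among single genes, Nkx2-1 in apical radial glia turned to -0.33 in clusters without histone genes, from 1.28, and Hes5 in S-phase basal progenitors to 0.10 without integration, from -1.41. The causes of these shifts were not tested.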

Differences from the paper's values

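Of 82 values compared with the paper, 55 differed, and 44 of these differed under every alternative fixed beforehand as well. A log2 fold change was taken to differ when its sign was opposite or the gap was larger than the larger of the standard errors here and in the paper, and a share when the gap was larger than the larger error and one value was over 1.5 times the other. Of the alternatives named below that ended a difference, these did so by a larger standard error here and not by a value within the paper's error: DESeq2 for mt-Nd5 in apical radial glia (-1.10) and Trim17 in early-stage precursors (1.92), and thinning for mt-Nd5 (-0.35) and for Aspm in post-mitotic progenitors (-1.27). Over all 107 log2 fold changes that the supplementary tables allow to compare, 106 had the paper's direction and 77 differed in size (Pearson r = 0.75), among them 19 of 20 in G2/M and 11 of 19 in S; only genes named in the text are listed below. By its methods the paper compared 2 BACHD with 2 control pools in DESeq2 after SoupX, cell filters and DoubletFinder. The number of cells it reports as retained is nearly that of all barcodes. Here 19291 of 22402 BACHD barcodes and 6327 of 7985 of control pool 1 were kept, so the cells compared differ. Also, 1 control pool was used, free RNA was left in, and classes were rebuilt. Which of these accounts for a difference was not tested. In basal intermediate progenitors the paper's share of G1-like cells was 15.3% in BACHD and 29.09% in controls, against 0% and 0.774% here, and its share of G2/M cells in controls 46.8%, against 83.2% here. The paper's Fisher test on these shares took cells as replicates, and its basal class need not hold the same cells as the one rebuilt here. The class here was drawn from clusters high in cycling genes, which can lower its G1-like share and raise its G2/M share.

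In apical radial glia the log2 fold changes were -1.12 here and -0.68 in the paper for mt-Nd5 and -0.96 here and -1.56 in the paper for Cmss1. After thinning neither differed, nor did mt-Nd5 under DESeq2, no doublet removal and no integration. Among the shared transcripts in basal progenitors they were -1.58 here and -2.47 in the paper for mt-Nd4l, -1.83 here and -2.85 in the paper for mt-Atp8, -0.95 here and -1.74 in the paper for Cmss1, -0.99 here and -2.11 in the paper for Lars2 and -0.72 here and -1.01 in the paper for Rpl35. For linker histones they were -1.35 here and -1.69 in the paper for Hist1h1b, -0.64 here and -1.56 in the paper for Hist1h1c, -0.80 here and -1.39 in the paper for Hist1h1d and -0.92 here and -1.82 in the paper for Hist1h1e. H2A and H2B genes stood at -1.64 here and -2.42 in the paper for Hist1h2ai, -1.31 here and -1.60 in the paper for Hist1h2ap, -1.41 here and -2.02 in the paper for Hist1h2bb, -1.09 here and -1.69 in the paper for Hist1h2bj and -1.07 here and -1.67 in the paper for Hist1h2bm. H3 genes stood at -1.33 here and -2.30 in the paper for Hist1h3b, -0.99 here and -1.38 in the paper for Hist1h3c, -1.12 here and -1.65 in the paper for Hist1h3e and -1.46 here and -2.04 in the paper for Hist1h3f. For H4 genes and Erh the values were -1.38 here and -2.12 in the paper for Hist1h4c, -0.94 here and -1.26 in the paper for Hist1h4d, -1.83 here and -2.56 in the paper for Hist1h4h and -0.87 here and -1.14 in the paper for Erh. Without integration Hist1h2ap and Hist1h4d no longer differed. Other genes of these cells had 0.53 here and 1.07 in the paper for Sox3, -1.02 here and -5.38 in the paper for Gpc5, -0.61 here and -2.19 in the paper for Cdh18 and 0.37 here and -1.42 in the paper for Tac1. Further ones had -1.47 here and -2.94 in the paper for Il31ra, 2.10 here and 1.56 in the paper for Trim17 and 0.016 here and 0.68 in the paper for Lhx2. Trim17 no longer differed without cell-cycle regression and Lhx2 no longer did after thinning.

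In post-mitotic progenitors the values were -1.45 here and -1.76 in the paper for mt-Nd4l, -1.56 here and -2.04 in the paper for mt-Atp8, -1.998 here and -3.32 in the paper for Ebf1, -1.22 here and -1.86 in the paper for Nrg3, -0.44 here and -2.30 in the paper for Ephb1 and -0.46 here and -1.13 in the paper for Nxph1. They were also -1.43 here and -5.36 in the paper for Hs3st4, -0.80 here and -1.89 in the paper for Tnik, -0.56 here and -1.42 in the paper for Nfib, -0.63 here and -1.16 in the paper for Meis2 and -0.25 here and -2.22 in the paper for Aspm. After thinning mt-Nd4l, mt-Atp8 and Aspm no longer differed, nor did mt-Nd4l without integration and mt-Atp8 without cell-cycle regression. In early-stage interneuron precursors the values were -1.65 here and -2.42 in the paper for mt-Atp8, -1.60 here and -2.25 in the paper for mt-Nd4l, -1.29 here and -2.08 in the paper for Lars2, -0.66 here and -1.07 in the paper for Erh and 1.92 here and 1.55 in the paper for Trim17. Trim17 there no longer differed under DESeq2, no doublet removal, stricter cells, thinning, no integration or no cell-cycle regression. In S-phase basal progenitors they were -1.60 here and -1.87 in the paper for Hist1h1b, -0.78 here and -1.66 in the paper for Hist1h3e and -1.27 here and -2.54 in the paper for Hist1h4c. In G2/M they were -1.13 here and -1.85 in the paper for Hist1h1b and -1.70 here and -2.69 in the paper for Hist1h4h. Without doublet removal Hist1h1b in S no longer differed.

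Some genes that the paper names did not pass the threshold here in the main setting, which with 1 control pool does not show them unchanged. Zeb2 in late-stage interneuron precursors passed in no setting. It was nearly absent from that rebuilt class, which need not hold the paper's cells, and fell in the early-stage class. Foxp2 in the late-stage class did not pass in the main setting but passed with stricter cells, without integration and without cell-cycle regression, and in clusters without histone genes, a setting chosen after seeing the data. Nfib in basal ganglia precursors passed only without cell-cycle regression and in that added setting. Hist1h3d was higher in the precursor classes, where the text of the paper has it lower; the paper's own figure, and its supplementary table for the early-stage class, have it higher, as here. Gpc5 and Tac1 in basal progenitors passed in no setting; Cdh18 passed only without doublet removal. Egfem1 passed without doublet removal, after thinning, without integration, without cell-cycle regression, without histone genes, and with mitochondrial and ribosomal genes left out. Among genes of post-mitotic progenitors, Aspm passed in no setting, Ephb1 passed only without integration, and Hs3st4 passed without integration and without histone genes.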

Other observations

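In late-stage interneuron precursors 65 of 81 cytosolic ribosomal protein genes rose and 0 fell (67 and 0 adjusted over the list alone), with a median log2 fold change of 0.44. Of nuclear genes of the respiratory chain 42 of 77 rose and 0 fell (56 and 0 adjusted over the list alone), and of genes of mitochondrial translation 43 of 97 rose and 1 fell (47 and 2 adjusted over the list alone). The mRNAs of the mitochondrial genome moved the other way, with 10 of 13 lower. The median mitochondrial share of this class was 4.27% and 4.41% in the BACHD pools and 5.36% in the control pool. No test compared this class with the others. In the integrated stress response 6 of 12 rose and 0 fell in this class, against 0 of 12 in basal progenitors, and the replication-independent histones had 10 of 11 higher. In basal ganglia projection precursors 31 of 52 G2/M genes rose and 1 fell, with a median log2 fold change of 1.75. Camera gave adjusted p = 0.60 with an estimated correlation, which rests on 1 residual degree of freedom and cannot decide.

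In apical radial glia 10 of 22 replication-dependent histones fell and 0 rose, with a median log2 fold change of -1.70 (14 adjusted over the list alone), as did 9 of 16 genes of the paper's histone set. Basal progenitors had 4 of 16 dissociation and immediate early genes higher (among them Junb, 1.29) and 0 of 14 p53 targets. Of MGE identity genes 2 of 15 rose and 1 fell in these cells, of interneuron identity genes 2 of 14 rose and 1 fell, of projection neuron identity genes 0 of 14 rose and 5 fell and of genes of neuronal differentiation 2 of 16 rose and 0 fell. Of the rRNA-linked transcripts 8 of 9 fell. Over all cells none of 8 endothelial, 9 erythroid, 5 microglial and 3 mesenchymal genes passed, though the erythroid gene Hbb-y passed as lower in CGE (-4.38) and LGE precursors (-3.81), at 1.15 and 1.11 CPM in the control pool. Over all cells 1 of 12 glutamatergic genes rose (Samd3). EGFP stood at 15.6 and 17.2 CPM in BACHD basal progenitors and 4.79 in control ones, and at 18.6, 16.5 and 0.582 CPM in LGE precursors.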
